# The hagfish genome and the evolution of vertebrates

**DOI:** 10.1038/s41586-024-07070-3

**Published:** 2024-01-23

**Authors:** Ferdinand Marlétaz, Nataliya Timoshevskaya, Vladimir A. Timoshevskiy, Elise Parey, Oleg Simakov, Daria Gavriouchkina, Masakazu Suzuki, Kaoru Kubokawa, Sydney Brenner, Jeramiah J. Smith, Daniel S. Rokhsar

**Keywords:** Phylogenetics, Molecular evolution, Evolutionary genetics, Genome evolution

## Abstract

As the only surviving lineages of jawless fishes, hagfishes and lampreys provide a crucial window into early vertebrate evolution^1–3^. Here we investigate the complex history, timing and functional role of genome-wide duplications^4–7^ and programmed DNA elimination^8,9^ in vertebrates in the light of a chromosome-scale genome sequence for the brown hagfish *Eptatretus atami*. Combining evidence from syntenic and phylogenetic analyses, we establish a comprehensive picture of vertebrate genome evolution, including an auto-tetraploidization (1R_V_) that predates the early Cambrian cyclostome–gnathostome split, followed by a mid–late Cambrian allo-tetraploidization (2R_JV_) in gnathostomes and a prolonged Cambrian–Ordovician hexaploidization (2R_CY_) in cyclostomes. Subsequently, hagfishes underwent extensive genomic changes, with chromosomal fusions accompanied by the loss of genes that are essential for organ systems (for example, genes involved in the development of eyes and in the proliferation of osteoclasts); these changes account, in part, for the simplification of the hagfish body plan^1,2^. Finally, we characterize programmed DNA elimination in hagfish, identifying protein-coding genes and repetitive elements that are deleted from somatic cell lineages during early development. The elimination of these germline-specific genes provides a mechanism for resolving genetic conflict between soma and germline by repressing germline and pluripotency functions, paralleling findings in lampreys^10,11^. Reconstruction of the early genomic history of vertebrates provides a framework for further investigations of the evolution of cyclostomes and jawed vertebrates.

## Abstract (web summary)

A chromosome-scale genome assembly for the hagfish *Eptatretus atami*, combined with a series of phylogenetic analyses, sheds light on ancient polyploidization events that had a key role in the early evolution of vertebrates.

## Main

Hagfishes are deep-sea scavengers with a prodigious capacity for producing slime^12^ (Fig. 1a). As one of only two surviving lineages of jawless fishes, hagfishes provide a unique comparative perspective on early vertebrate evolution. Both hagfishes and lampreys stand apart from jawed vertebrates (gnathostomes) in the absence of jaws, bone and dentine^3^, and they have been grouped together as cyclostomes^13^, the sister group to gnathostomes. However, hagfishes lack several key characteristics that are shared by lampreys and gnathostomes, including definitive vertebrae^14^, lensed eyes with oculomotor control and electroreceptive sensory organs^1,2^. The relative simplicity of the hagfish body plan suggests an alternative hypothesis whereby hagfishes diverged before a craniate clade that groups lampreys with jawed vertebrates^3^. Early molecular phylogenies (albeit with limited sequence datasets and taxonomic sampling) have consistently supported cyclostome monophyly^15–17^, which implies that hagfishes are secondarily simplified. But the molecular bases of this derived body plan in the light of the tumultuous genomic history of vertebrates are poorly understood.

**Fig. 1:**
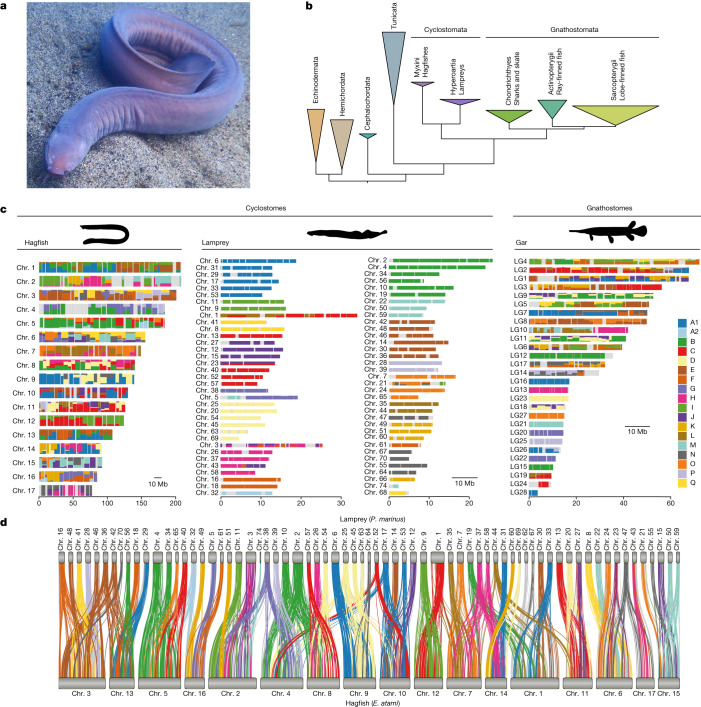
Phylogenetic relationships and syntenic architecture of cyclostomes and gnathostomes. **a**, The brown hagfish, *Eptatretus atami* (photo credit, M. Suzuki). **b**, Summary of deuterostome phylogeny based on 176 selected genes (61,939 positions) using a site-heterogeneous model (CAT+GTR). This topology is robust to compositional heterogeneity and similar to what was obtained with 1,467 genes using a site-homogeneous partitioned model (see Methods, Supplementary Note 1 and Extended Data Fig. 2). **c**, Karyograms showing the ancestry of hagfish, lamprey and gar chromosomes in terms of chordate linkage groups (CLGs A1, A2 and B–Q) described previously^19,35^ (see also ref. ^20^ and Supplementary Note 2). Coloured bins contain 20 genes and only genes from CLGs with significant enrichment (Fisher’s exact test) are counted (Methods). Hagfish, lamprey and gar silhouettes downloaded from PhyloPic (credit to Gareth Monger for lamprey). **d**, Conserved syntenies show that hagfish chromosomes are typically fusions of multiple lamprey chromosomes. Lines connect orthologous genes and are coloured according to the ancestral chordate linkage groups (colour legend in **c**). Source Data

Early vertebrate evolution was punctuated by multiple polyploidizations, although the nature and timing of these ancient events, and their effects on vertebrate biology, remain elusive^4–6^. An early duplication preceding the gnathostome–cyclostome split (1R_V_) is generally accepted but has not been clearly resolved by molecular phylogenetics^18^. A gnathostome-specific allo-tetraploidization (2R_JV_) was definitively established on the basis of chromosomal rearrangements observed in gnathostomes but not lampreys^11,19,20^, leading to the rejection of the hypothesis that two rounds of genome duplication (1R and 2R) occurred before the cyclostome–gnathostome split^21–23^. Conversely, lampreys experienced additional independent duplication(s) not found in gnathostomes^11,19,20^. A hexaploidy inferred in lampreys was further hypothesized to be ancestral to cyclostomes^20^, on the basis of the observation that lampreys and hagfishes both possess six Hox clusters, although their respective orthology remains unclear^24^. Definitive resolution of the duplication history of cyclostome genomes must also account for the disparate karyotypes of hagfishes (2*n* ≈ 34 somatic chromosomes) and lampreys (2*n* ≈ 168) (refs. ^7,11,25,26^).

Notably, hagfishes^25,27,28^ and lampreys^10,11,29^ perform programmed elimination of germline-specific chromosomes from the genomes of somatic cells^8,9^. In lampreys, germline-specific chromosomes encode numerous genes with putative functions in the maintenance and development of the germline^10,11^. Although hagfishes were the first vertebrate species shown to experience developmentally programmed DNA elimination^25^, only germline-enriched satellite repeats have been characterized^30–33^. Because no germline-specific protein-coding genes have been reported in hagfish so far, their possible germline functions, evolutionary origin and relationship to germline-specific genes in lampreys have not been addressed.

Here we report a chromosome-scale genome assembly for the brown hagfish *E. atami*. Using a synteny-based phylogenetic approach, we definitively resolve and date the timing of duplication and divergence events that shaped the genomes of extant vertebrate lineages, and assess rediploidization after duplication. We further dissect the effect of these events on the emergence of genes that are involved in vertebrate and hagfish characteristics, and find that hagfish genomes are derived by extensive gene loss, consistent with their morphological simplification. We also find that hagfish genes that are programmatically eliminated during early embryonic development contribute to several aspects of germ cell biology, and reveal the evolution of vertebrate germline-specific chromosomes.

## Evolution of cyclostome genomes

We sequenced the germline genome of the brown hagfish *E. atami* (formerly *Paramyxine atami*) using a combination of long and short reads from testes, and organized the assembly into chromosomes using proximity ligation data from somatic tissue (Supplementary Table 1). Our *E. atami* assembly spans 2.52 Gb and includes 17 large chromosomal scaffolds, consistent with the expected somatic karyotype (2*n* = 34) (Extended Data Fig. 1a and Supplementary Table 2). The length of the assembly is intermediate between the fluorescence-based estimates of genome size for somatic (2.01 Gb) and germline (3.37 Gb) cells^25,28^, consistent with *k*-mer estimates (2.02 Gb and 3.28 Gb, respectively, Extended Data Fig. 1b and Methods). The *E. atami* germline genome also includes seven highly repetitive chromosomes that are completely eliminated during development and whose sequences are present in our assembly as sub-chromosomal fragments, similar to what is seen in the highly repetitive germline-specific chromosomes of lampreys^7,11^ and songbirds^34^. We annotated 28,469 genes, of which 22,663 show similarity with the protein-coding complement of other species.

We first used our hagfish gene set to test the monophyly of cyclostomes, extending pioneering early studies^16,17^ by introducing (i) broader taxonomic sampling of cyclostomes (including new data for the Atlantic hagfish *Myxine glutinosa*) and (ii) improved modelling of site heterogeneity and compositional bias (Methods, Supplementary Note 1 and Supplementary Table 3). A new set of 1,467 orthologues informed by complete hagfish and lamprey genomes alleviates possible paralogy issues, and includes eightfold more markers than earlier studies did (Methods). These analyses confirm the monophyly of cyclostomes with both partitioned analysis (Extended Data Fig. 2a) and site-heterogeneous model analysis (Fig. 1b and Extended Data Fig. 2b). Robustness to compositional heterogeneity is further supported by six-category amino acid recoding validated by posterior predictive tests (Extended Data Fig. 2c,d and Supplementary Table 4).

Despite their disparate karyotypes, the chromosomes of hagfish and lamprey are simply related (Fig. 1c,d) although after around 457 million years of independent evolution, gene order is highly scrambled (Extended Data Fig. 3a,b) and repetitive landscapes are distinct (Extended Data Fig. 1c,d). In general, each hagfish chromosome is typically orthologous to a fusion of between two and six lamprey chromosomes and, conversely, each lamprey chromosome is typically associated with a single hagfish chromosome, with few exceptions (Extended Data Fig. 3b). To differentiate between possible chromosomal fusions in the hagfish lineage and/or fissions (or duplication) in the lamprey lineage, we used the previously reconstructed ancestral chordate linkage groups (CLGs A1, A2 and B-Q)^20,35^ (Supplementary Note 2). Although lamprey chromosomes are typically derived from single CLGs (consistent with previous analyses of lamprey genomes^19,20^), hagfish chromosomes are evidently derived from these ancestral elements by irreversible fusions^35^, analogous to but distinct from the fusions observed on the gnathostome stem lineage^19^ (Fig. 1c). The direct and largely one-to-one segmental correspondence between hagfish and lamprey is consistent with the previous assumption^20,24^ that the cyclostomes share the same duplication history, although more detailed phylogenetic analysis is required to rule out scenarios of convergent duplications.

## Genome duplications in early vertebrates

We used two complementary phylogenetic approaches to fully resolve the sequence of early vertebrate polyploidization events: (i) model-based polyploidization inference from a large number of individual gene trees and (ii) concatenation of genes with similar evolutionary histories on the basis of chromosome-scale synteny. We first tested alternative scenarios for the sequence of whole-genome duplications (WGDs) based on 8,931 individual gene trees by probabilistic reconciliation of gene and species trees using WHALE^36^ (Methods). This analysis provided significant support for the occurrence of a single genome duplication in the vertebrate stem lineage (1R_V_), followed by independent polyploidizations on the gnathostome (2R_JV_) and cyclostome (2R_CY_) stem lineages (all Bayes factors BF_Null_vs_WGD_ < 10^−3^) (Fig. 2a and Extended Data Fig. 4). By contrast, we found no support for a second round of polyploidization on the vertebrate stem lineage (2R_V_) or for polyploidization events specific to the lamprey or hagfish lineages (Fig. 2a and Extended Data Fig. 4), consistent with synteny-based analysis^19,20^ and Fig. 1d.

**Fig. 2:**
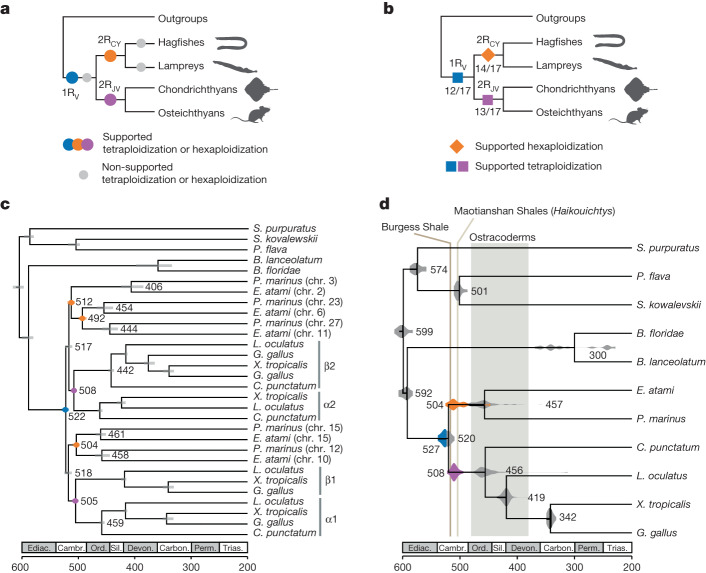
History of genome duplications in vertebrates. **a**, Probabilistic inference of polyploidization events in early vertebrate evolution on the basis of gene tree–species tree reconciliation (WHALE^36^; Extended Data Fig. 4, Supplementary Table 8 and Methods) supports an initial tetraploidization shared by all vertebrates (1R_V_), a jawed-vertebrate-specific tetraploidization (2R_JV_) and a cyclostome-specific polyploidization (2R_CY_). Supported polyploidization events (Bayes factors BF_Null_vs_WGD_ < 10^−3^) are shown in colour (1R_V_, 2R_JV_ and 2R_CY_) and non-supported ones in grey (2R_V_, hagfish-specific, lamprey-specific). The WHALE method cannot distinguish between tetraploidization and hexaploidization events. **b**, Paralogon-based polyploidization inference using molecular phylogenies reconstructed for each of the 17 informative CLGs (Supplementary Fig. 1). Successive polyploidization events during vertebrate evolution are shown as coloured polygons and the proportion of CLG trees displaying these duplication nodes is indicated below. **c**, Sample paralogon tree for CLGJ. As for gene trees, in paralogon trees some nodes correspond to speciation events (grey) and others to duplication events (coloured); both types of events can be dated using a molecular clock. Species and datasets used are listed in Supplementary Table 8, and dating was performed with PhyloBayes (Methods) using fossil calibrations reported in Supplementary Table 7. **d**, Molecular dating of the polyploidizations and speciation events in early vertebrate evolution. Divergence times are indicated for speciation (grey) and duplication nodes (coloured as in **a**) are indicated. In **c**,**d**, each node is labelled with the mean divergence time across CLGs. Ediac., Ediacaran; Cambr., Cambrian; Ord., Ordovician; Sil., Silurian; Devon., Devonian; Carbon., Carboniferous; Perm., Permian; Trias., Triassic. Source Data

We also developed a synteny-based approach that takes advantage of the shared evolutionary history of persistently linked genes to enhance the limited phylogenetic signal of individual gene trees and avoid the confounding effects of differential gene loss^21,37,38^. In this approach, we determined the duplication history of each CLG by concatenating genes from its derivatives in hagfish, lamprey and several jawed vertebrates (for example, chromosomes or chromosomal segments of the same colour in Fig. 1d; Methods). Within each species, the paralogous chromosome segments are called ‘paralogons’^39^. Because the CLGs are preserved in diverse invertebrates^35^ corresponding sets of chromosomally linked genes can be concatenated to provide outgroups for phylogenetic and molecular dating. We reconstructed paralogon-based molecular phylogenies for 17 of the 18 CLGs or proto-vertebrate chromosomes (PVCs) (Supplementary Table 5); the 18th group (CLG A2 in the notation of ref. ^35^, and PVC18 in ref. ^20^) contains a relatively small number of genes consistently linked across vertebrate taxa and has anomalous properties in both lampreys and gnathostomes^20^.

Paralogon-based molecular phylogenies support a single early vertebrate auto-tetraploidization (1R_V_) before the cyclostome–gnathostome split, followed by a later gnathostome-specific allo-tetraploidization (2R_JV_) and a cyclostome-specific polyploidy (2R_CY_) (for example, CLGJ in Fig. 2b; Extended Data Fig. 5 and Supplementary Fig. 1). The 1R_V_ duplication node precedes cyclostome–gnathostome speciation in 12 of the 14 CLG paralogon phylogenies with bootstrap support BP > 60 (Supplementary Table 5 and Supplementary Fig. 1). A single shared tetraploidization on the vertebrate stem (1R_V_) is therefore consistent with both probabilistic inference of genome duplications from single gene trees and paralogon-based phylogenies. Molecular dating indicates that these duplication and speciation events occurred in close succession, and we estimate that the divergence of 1R_V_ paralogons was completed by around 527 million years ago (Ma) and that the cyclostome–gnathostome split occurred around 520 Ma.

Our estimated date for the divergence of 1R_V_ paralogons corresponds to the cessation of homeologous recombination (rediploidization) rather than the WGD itself, as noted in a previous study^40^ We tested for lineage-specific rediploidization across CLGs (relative to the gnathostome–cyclostome divergence) by comparing the likelihoods of gene trees under the ancestral and lineage-specific rediploidization models, as previously proposed^41–45^ (Fig. 3a and Extended Data Fig. 6). We found that ancestral rediploidization after 1R_V_ was supported by a larger number of significant gene trees for all CLGs (Fig. 3b), indicating that meiotic rediploidization was essentially complete by the time of the cyclostome–gnathostome split. This contrasts with other more recent vertebrate auto-polyploidizations, in which a number of homoeologous chromosomes have maintained tetrasomic inheritance through subsequent speciation events^41–44^. Unfortunately, molecular phylogenetics can only estimate a later bound on the timing of the 1R_V_ auto-tetraploidization event itself, because it is likely to be obscured by a period of homoeologous recombination of unknown duration: the 1R_V_ duplication event could have predated the divergence time of 1R_V_ ohnologues (around 527 Ma) by millions of years^40^.

**Fig. 3:**
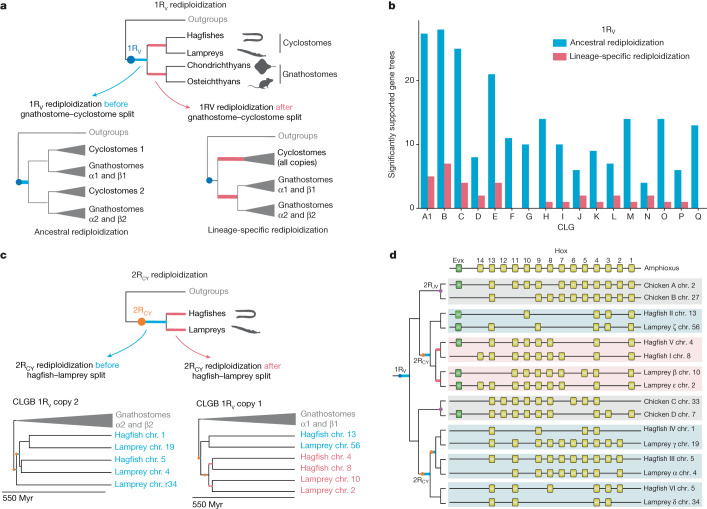
Limited lineage-specific rediploidization after vertebrate genome duplications. **a**, Gene-tree topologies expected under the ancestral rediploidization (left) and lineage-specific rediploidization (right) models after the 1R_V_ (Methods and Extended Data Fig. 6). In the ancestral rediploidization scenario, paralogous gene sequences diverge before the cyclostome–gnathostome split and thus group by duplicated gene copy. In the lineage-specific rediploidization scenario, paralogue sequences diverge independently in the stem gnathostome and cyclostome lineages, and thus genes are grouped by lineage. **b**, Number of significantly supported gene trees in favour of ancestral and lineage-specific rediploidization scenarios after 1R_V_, for each of 17 informative ancestral linkage groups (CLGs). **c**, Tree topologies expected under the ancestral and lineage-specific rediploidization models after 2R_CY_. The CLGB paralogon tree shows an ancestral rediploidization topology for 1R_V_ copy 2, but lineage-specific rediploidization for 1R_V_ copy 1, where two hagfish (chr. 4 and chr. 5) and two lamprey (chr. 10 and chr. 2) paralogons independently rediploidized. Myr, million years. **d**, Evolutionary history of vertebrate Hox gene clusters resolved by the CLGB paralogon phylogeny (see bottom of **c**). Source Data

## Distinct duplications in cyclostomes

Paralogon-based molecular phylogenies also strongly support and refine the 2R_JV_ allo-tetraploidization scenario^19,20^ (Supplementary Table 6). Molecular dating of paralogon trees places the split of the pre-2R_JV_ alpha and beta progenitors in the middle Cambrian, around 508 Ma (Fig. 2d, Extended Data Fig. 5, Supplementary Table 7 and Methods). The allo-tetraploidization event itself (the hybridization of alpha and beta progenitors and subsequent associated genome doubling), however, occurred some time after the alpha–beta divergence and cannot itself be precisely placed using molecular phylogenies. In recent vertebrate allo-tetraploids such as *Xenopus*^46^ and goldfish^47^, hybridization occurred within 10–15 million years of the divergence of progenitors. If we take these as analogies for gnathostome allo-tetraploidy, then 2R_JV_ probably occurred in the late Cambrian, long before the origin of crown-group gnathostomes around 456 Ma near the middle–late Ordovician boundary.

Among cyclostomes, paralogon trees confirm the general orthology of hagfish and lamprey chromosome segments (Fig. 2c), as suggested above (Supplementary Table 5 and Supplementary Fig. 1). We typically observed one or two duplication nodes for each CLG, indicating shared cyclostome genome-wide duplications that took place before the hagfish–lamprey split around 457 Ma. Although the nature of the cyclostome-specific duplications is difficult to decipher owing to extensive losses, the net effect appears to be hexaploidization^20^ without the obvious patterns of differential gene retention that are typical of allo-polyploidy and are observed in the gnathostome lineage^19,20^ (Extended Data Fig. 7).

The bimodal distribution of divergence times observed between homoeologous (that is, paralogous) cyclostome chromosomes (peaks at around 511 and around 493) Ma; see Extended Data Fig. 5a) is consistent with two-step hexaploidy through the hybridization of diploids and related tetraploids (Extended Data Fig. 5b), as seen in sturgeons^48^. Although the near one-to-one relationship between orthologous hagfish and lamprey chromosome segments (Fig. 1d) suggests that rediploidization after 2R_CY_ was largely completed by the origination of crown-group cyclostomes, we formally tested for lineage-specific rediploidization (Fig. 3c). From the estimated paralogon divergence times and concatenated paralogon tree topologies, we identified a single case of lineage-specific rediploidization that affected CLGB paralogons in hagfish and lampreys after 2R_CY_. Specifically, the paralogon pairs hagfish chr. 4–chr. 8 and lamprey chr. 10–chr. 12 descending from the 1R_V_ copy 1 of CLGB each rediploidized independently in hagfish and lampreys, as shown by the CLGB paralogon phylogeny (Fig. 3c) and estimated paralogon divergence times (cyclostome split around 457 Ma; hagfish chr. 4–chr. 8 paralogon divergence around 431 Ma; lamprey chr. 10–chr. 2 paralogon divergence around 442 Ma). This result is confirmed by gene-tree topology tests, albeit with a small number of testable gene trees (Methods; 30 tested trees of which 7 support lineage-specific rediploidization and none support ancestral).

## Evolution of vertebrate Hox clusters

Notably, CLGB contains the Hox cluster, a key locus in early analyses of vertebrate WGD (ref. ^40^). A more targeted phylogenetic analysis of concatenated Hox and bystander genes also recovered the same lineage-specific rediploidization tree topology as the full CLG paralogon analysis (Extended Data Fig. 8). Through our CLGB paralogon and Hox-plus-bystander trees, we fully resolve the evolutionary history of the four gnathostome and six cyclostome Hox clusters after the 1R_V_, 2R_CY_ and 2R_JV_ events (Fig. 3d). Although previous studies did not identify one-to-one relationships between Hox clusters in lampreys and hagfishes^24^, we report unambiguous orthologies between lamprey Hox ζ, α, γ and δ and hagfish Hox II, III, IV and VI, with groupings as follows: ζ–II, α–III, γ–IV and δ–VI. By contrast, after lineage-specific rediploidization of CLGB, no true (that is, one-to-one) orthology relationships exist between lamprey Hox β and ε and hagfish Hox V and I, which should be considered as ‘tetralogues’^49^.

## Origin of neural crest

Our paralogon-based classification makes it possible to robustly assign paralogues to specific duplications, and this sheds some light on the relative origin, with respect to WGDs, of vertebrate characteristics such as neural crest, placodes and hormone systems^50^. As highlighted previously^51^, establishing whether both paralogous branches retain (or partition) the ancestral role can help to pinpoint whether a character is likely to have emerged before or after 1R_V_.

To assess the origin of neural crest, we considered a set of 22 gene families involved in the specification and migration of neural crest^52,53^ (Fig. 4a and Supplementary Table 8) and we asked whether corresponding 1R_V_ paralogues perform neural crest cell (NCC)-related functions in gnathostomes and in lampreys on the basis of the literature^54–56^ and available RNA sequencing (RNA-seq) data^56^. We find that for many of these gene families, including *Tfap2*, *SoxE*, *EdnR*, *Twist1* and *Gata3*, paralogues on both 1R_v_ branches are involved in neural-crest-related functions (Supplementary Table 9). This pattern indicates that NCC-related functions were inherited from pre-1R_v_ genes in the vertebrate ancestor, and thus suggests that the neural crest originated before 1R_v_. Post-WGD subfunctionalization had a limited role in its emergence, contrary to other gnathostome novelties such as limbs^57^. Consistently, in lampreys, an alternative 1R_v_ paralogue also seems to be involved in NCCs, involving, for example, *Gata3*, *Six1*, *Msx1* and possibly *FoxD* (Fig. 4a).

**Fig. 4:**
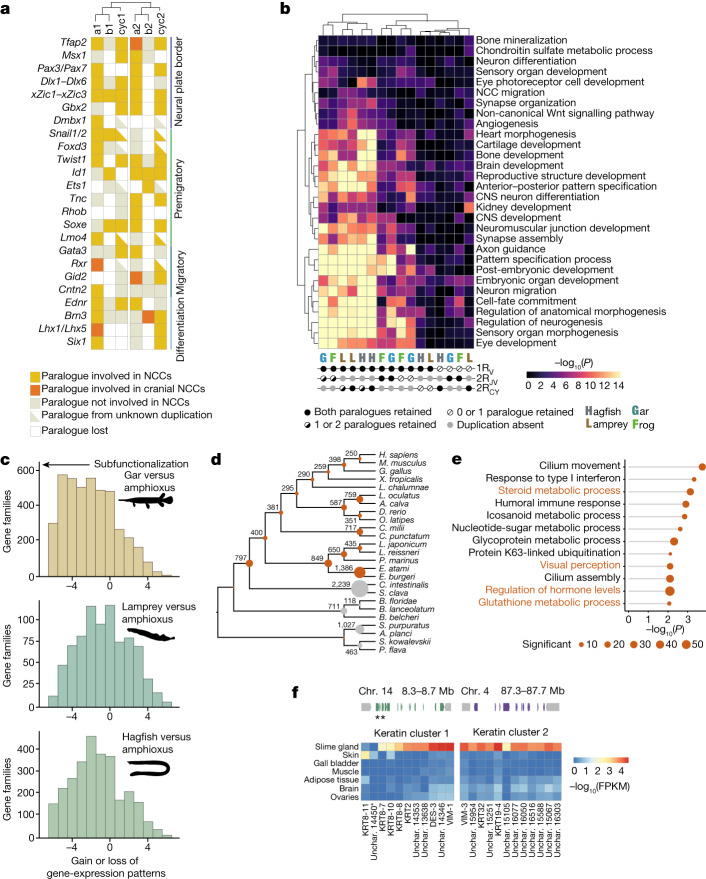
Functional effects of vertebrate WGD and gene loss in vertebrates. **a**, Key neural-crest-related gene families with members classified according to their functional role (colour) and paralogy status relative to 1R_V_ and 2R_JV._ The involvement of paralogues derived from both copies of the 1R_V_ in NCC-related function, in both gnathostomes and lampreys, supports the hypothesis that NCCs predate 1R_V_. **b**, Enrichment of functional annotation terms (gene ontology) in sets of genes showing a specific pattern of retention after vertebrate WGDs. Each column corresponds to a set of paralogous genes with a specific pattern of post-duplication retention in a given species. We distinguished cases in which both paralogues can be assigned to a specific duplication and are retained, cases in which at least one of the paralogues is retained and cases in which at least one of the two copies is lost. CNS, central nervous system. **c**, Distribution of the difference of positive organ-specific expression domains between selected vertebrate species and the amphioxus outgroup for ohnologue gene families^59^. A shift to the left in the distribution (as seen for the gar) indicates an extensive subfunctionalization through the restriction of gene-expression domains in vertebrates. **d**, Gene-family loss in deuterostomes, highlighting the severe loss in the hagfish lineage relative to that seen in other vertebrates and deuterostomes (grey). Species abbreviations are provided in Supplementary Table 8. **e**, Functional enrichment (gene ontology) for gene families lost in the hagfish lineages, highlighting a simplification of visual and hormonal systems (labels in orange). **f**, Structure of the two clusters of α-keratin genes on chromosomes 14 and 4, and their expression in the slime gland and the skin shown as a heat map (gene expression expressed as fragments per kilobase per million reads (FPKM)). Unchar is the prefix used for naming genes that did not receive a gene name by homology search. Genes are shown in the same order in the heat map as they are located in the two clusters. Stars indicate the two genes that are expressed preferentially in the skin (Extended Data Fig. 10).

By contrast, the establishment of the trunk and cranial NCCs seems to differ among cyclostomes, osteichthyans and even amniotes, with distinct genes being involved^56^. Some but not all of the genes involved in this process seem to show a more recent occurrence of subfunctionalization. For instance, *Lhx5*, *Id3*, *Gid2* and *Dmbx*, which have a role in gnathostome cranial NCCs, do not have 1R_V_ or 2R_JV_ paralogues with a similar function, whereas *Tfap2* and *SoxE*, which are involved in the ancestral specification of both cranial and trunk NCCs, have paralogues on both of the 1R_v_ branches that are involved in this function. Lampreys show marked differences: neither *RhoB* nor *Ets* are involved or expressed in lamprey migratory NCCs, and *Lhx5*, *Dmbx* and *Ets1* are expressed in later NCC derivatives (Extended Data Fig. 9c and Supplementary Table 10). Despite the extensive gene loss experienced in the hagfish lineage (see below), we recovered homologues for most of the NCC-related genes that we investigated. Further functional studies will be necessary to determine whether subsequent 2R_CY_ paralogues in hagfish were incorporated in NCC-related functions specific to this lineage^52^.

## A distinct fate for paralogues

Paralogues retained in gnathostomes after two rounds of genome duplication were previously shown to be functionally associated with the regulation of development and nervous system activity^18^. To determine whether similar genes were retained preferentially in multiple copies in the cyclostome lineage after 1R_V_ and/or after cyclostome-specific 2R_CY_, we tested paralogue sets that show distinct retention patterns for functional enrichment (Fig. 4b). We recovered gene ontology terms that were previously found to be enriched in gnathostome paralogues (for example, axon guidance and embryonic organ development), but, notably, we found that they were preferentially associated with paralogues retained after the pan-vertebrate 1R_V_ regardless of their post-gnathostome duplication 2R_JV_ fate (Fig. 4b), suggesting that 1R_V_ had a key role in the early elaboration of the vertebrate nervous system. In cyclostomes, however, these terms are preferentially associated with paralogues that were systematically retained after all polyploidizations (1R_V_ and 2R_CY_); this suggests a distinct path of paralogue evolution at the functional level, possibly coupled with an increased retention after 2R_CY_ compared with 2R_JV_.

The fate of paralogues after WGD is often related to their acquisition of more specific expression domains that can explain subfunctionalization and functional innovation^58–60^. 

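RNA was sequenced from 13 organs of the brown hagfish *Eptatretus atami*, namely adipose tissue, blood cells, brain, gall bladder, gills, heart, intestine, kidney, liver, ovary, slime gland, skin and skeletal muscle, the last labelled as muscle of the tongue. Each organ is represented by 1 library, so the values below have no replicate error and no differential test was made between organs. The authors aligned the reads with STAR (2.5.2b) and counted them over the exons of 37562 gene models with featureCounts, version 1.6.1 in the header of the table, and the deposited values are raw counts. The counts assigned to genes ranged from 18800367 in gills to 39077785 in skeletal muscle, with a median of 26465723. The paper gives an average depth of 25 M reads per library and does not state whether these are pairs. The assigned counts averaged 27.1 M, but they are read ends assigned to genes, so they are not the same measure. The values here use the assigned counts. Of the counts from 1 to 4, 83.6% were even, and the counting command sets neither a paired nor a strand option, so the ends of one fragment were counted separately and overlapping genes on opposite strands are not told apart. Counting intervals were therefore computed on fragments, taken as pairs of counts, and cover counting error only. FPKM was computed from each count, the exon length of the gene model and the assigned total of the library. A few genes dominated some libraries. The 10 highest genes took 67.8% of the counts in liver, 48.9% in skeletal muscle, 36.4% in skin and 33.6% in slime gland, against 3.96% in brain. Because FPKM is relative to the total, this lowers every other gene in those organs. At least 1 FPKM was reached by 15419 genes in brain and 15058 in ovary, but by 9451 in liver and 9424 in skeletal muscle. The gar, lamprey and amphioxus libraries are not analysed here.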

To examine patterns of divergence in gene expression in gnathostomes and cyclostomes, we compared paralogues across a consistent set of six organs in amphioxus, gar, lampreys and hagfish. Considering 3,009 gene families, we found a higher level of gene-expression specificity in gar than in lampreys and hagfish, with the hagfish showing the least specificity (Extended Data Fig. 10b). 

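Most measured hagfish genes were expressed in several of the 9 organs used for the specificity index, and a minority had a high index. The index tau is 0 for a gene at the same level in every organ and 1 for a gene found in one organ only. Over the 18763 gene models with at least 1 FPKM in brain, gills, heart, intestine, kidney, liver, ovary, skin or skeletal muscle, the median tau was 0.482 (95% interval of the median over genes, 0.476 to 0.488), with quartiles of 0.301 and 0.742. A tau of at least 0.8 was reached by 3642 genes, or 19.4% (95% exact binomial interval, 18.8% to 20.0%), and 1690 genes lay under 0.2. A tau of 0.8 does not mean a single organ. *PON2-1* had a tau of 0.830 with 154.3 FPKM in liver and 120.8 FPKM in kidney. Only 2290 genes reached 1 FPKM in just 1 of the 9 organs. *NEFM*, a neurofilament subunit of neurons, had a tau of 0.961 with 899 FPKM in brain. *LCT-1*, named for lactase, had a tau of 0.970 with 515.6 FPKM in intestine, and *MIOX*, an enzyme of inositol breakdown in kidney, had a tau of 0.983 with 38.2 FPKM in kidney. At the other end, *HPGD-2* had a tau of 0.105, with 53.8 FPKM in kidney and 54.9 FPKM in intestine. Gene names are the paper's matches to other species. The index was computed on log2(FPKM + 1) over all gene models rather than over the gene families of the paper. The intervals above take gene models as independent draws and do not cover counting error or the choice of scale, scaling or filter. On the linear FPKM scale the median was 0.739 and 7398 genes reached 0.8. With TMM factors the median was 0.410 and 3295 genes reached 0.8, and with DESeq2 size factors 0.411 and 3323. Without a filter 9116 genes reached 0.8, and with at least 5 FPKM in an organ 2222. From the comparison of specificity between species, the counts of gained and lost expression patterns and the clustering of expression, the paper proposes that specialization of expression was more limited in cyclostomes than in gnathostomes, and most limited in hagfish.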

We then counted the number of expression patterns that were gained or lost in the same gene family between amphioxus and the different vertebrate species, which also indicated a lower level of subfunctionalization in cyclostomes than in gnathostomes (Fig. 4c). 

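When expression was reduced to on or off in brain, gills, intestine, liver, ovary and skeletal muscle, the commonest hagfish pattern at a threshold of 1 FPKM was expression in every one of them. With a gene called on at 1 FPKM or more, 7653 of the 18351 genes on in any of the 6 organs were on in all 6, or 41.7% (95% exact binomial interval, 41.0% to 42.4%). Another 2783 genes, or 15.2% (14.6% to 15.7%), were on in a single organ. Of these, 1113 were on in brain alone, 660 in ovary alone and 643 in gills alone, against 196 in intestine, 103 in liver and 68 in skeletal muscle. Among the genes missing from a single organ, 1085 lacked skeletal muscle and 1084 lacked liver, while 27 lacked intestine, 19 lacked brain, 15 lacked gills and 10 lacked ovary. These numbers depend on how the totals are scaled, which the intervals, taking gene models as independent draws, do not cover. With TMM factors 556 genes lacked only skeletal muscle and 393 only liver, with DESeq2 size factors 488 and 380, and with the 10 highest genes left out of each total 1142 and 514, while 9747, 9802 and 9510 genes were on in all 6. *BTG3-1* was on in ovary alone, at 53.9 FPKM, and had 0.396 FPKM in brain. *PIK3CG-2*, named for a catalytic subunit of phosphoinositide 3-kinase, was on in gills alone among the 6 organs, at 51.2 FPKM. Outside them it had 4.68 FPKM in gall bladder and 4.27 FPKM in skin. *PDZK1-2*, named for a scaffold protein of epithelial transporters, was on in intestine alone among the 6 organs, at 11.9 FPKM, and had 0.0417 FPKM in liver. The threshold was set here and decides this order, since at 5 FPKM 3122 genes were on in all 6 organs and 3154 in a single organ. The values describe hagfish genes one by one, and the gains and losses against amphioxus within gene families were not computed here.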

Finally, we asked whether particular organs show a significant enrichment of paralogous genes using gene-expression clustering (weighted gene co-expression network analysis (WGCNA) (Methods and Extended Data Fig. 9a,b). 

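Among the 9 organs used for tau, brain was the organ with the most organ-specific genes in hagfish. Of the 3642 genes with a tau of at least 0.8, 1368 (37.6%) had their highest level in brain, 645 in ovary, 473 in gills, 247 in intestine, 231 in kidney, 215 in skin, 189 in heart, 161 in liver and 113 in skeletal muscle. The number in brain depended on the scaling. It was 1050 of 3295 with TMM factors and 1055 of 3323 with DESeq2 size factors. Without the 10 highest genes in each total it was 1214 of 3497. Among the organ-specific genes with a symbol, which only part of the gene models carry, those with the highest levels in brain included *NEFM*, *VWC2L* at 134.7 FPKM and *AVP*, the vasopressin-family hormone precursor, at 101.5 FPKM. In ovary they included *NASP-2*, named for a histone chaperone, at 181.0 FPKM, in gills *TSPAN1* at 422.1 FPKM, in liver *SERPINF1-3* at 7621 FPKM, in skin *TWIST2-2* at 53.8 FPKM and in kidney *PDZK1-2* at 188.7 FPKM. Organ-specific genes without a symbol reached higher levels, among them EA83066 with 4160 FPKM in brain, EA61083 with 57149 FPKM in skin and EA36901 with 50779 FPKM in liver. A list of neural genes fixed before the counts were examined had 36 measured members. Of these, 9 were highest in brain, 15 in the library labelled adipose tissue and the rest in other organs. Over the 36 members, the median log2 ratio of brain to the median of the other 12 organs was 1.91. It lay above each of 10000 random lists of the same size and mean expression drawn from all gene models. The same held for lists drawn from the 959 with a symbol, a comparison added after seeing the data. The maximum columns of a source table of the paper, from these same libraries, had been seen before the counts, so this comparison was not blind to them. In the library labelled adipose tissue the same list had a median of 2.05, also above each of 10000 lists, and *NEFM* reached 930.7 FPKM there and *AVP* 85.2 FPKM. Adipose tissue is not among the 9 organs, and when all 13 organs were used, 474 organ-specific genes had their maximum in brain, fewer than the 782 in adipose tissue and the 574 in ovary. The Pearson correlation of log2(FPKM + 1) between that library and brain was 0.978, so genes high in both were divided between them. Over 12 organs without adipose tissue, an alternative added after seeing the data, 1371 had their maximum in brain. Gene origins were read from the first 1998 rows of that source table, while the paper reports 28469 annotated genes. All models with a symbol in these rows lie on chromosome 1, so the rows are no random sample of the genome. In the rows read, 272 of the 603 genes assigned to the hagfish lineage reached the filter of 1 FPKM, with a median tau of 0.658. Of the 1230 assigned to deuterostomes, 934 reached it, with a median tau of 0.405. The hagfish-lineage genes were shorter, with a median exon length of 508.5 bp against 1729 bp, which was not matched. They were also expressed at lower levels, with a median maximum of 8.51 FPKM against 29.5 FPKM. Older genes drawn to the same maximum level, a comparison added after seeing the data, had a median tau of 0.551. The modules of co-expressed genes were not rebuilt and enrichment was not tested. An assigned origin is not the same as a recent duplication, which was not examined.

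**Figure D1:**
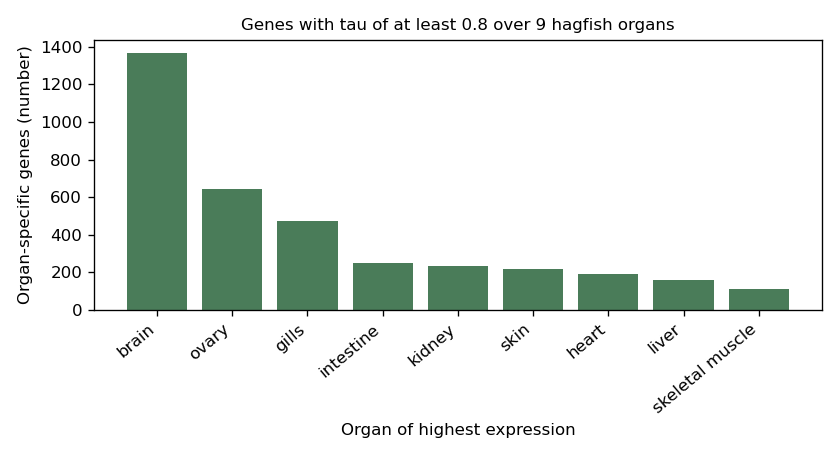
Number of hagfish genes with a tau of at least 0.8 (vertical axis) by the organ of highest expression (horizontal axis), over 9 organs with 1 library each. Each bar is a count of genes, from 1368 in brain to 113 in skeletal muscle, with FPKM relative to the assigned totals.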

Of note, we found that only neural tissue exhibits enrichment in both gnathostomes (for example, gar) and hagfish, whereas many recently duplicated genes are expressed in an organ-specific manner (Extended Data Fig. 9b). Together, these results imply that cyclostomes—and, to a greater extent, hagfish—show more limited subfunctionalization or specialization of expression patterns than do gnathostomes.

## Gene loss and hagfish novelties

Hagfish underwent the most extensive gene loss among vertebrates, with 1,386 missing gene families, of which 892 were present in the deuterostome ancestor (Fig. 4d and Extended Data Fig. 9d). Hagfishes stand out as having lost all members of several entire gene families, rather than exhibiting just an increased loss of paralogues (Extended Data Fig. 10c).

Several gene families lost in hagfish are functionally enriched for roles associated with missing characters in hagfish (Fig. 4e). For instance, γ-crystallins, which make up the lenses of vertebrate eyes, are absent in hagfish (but independently expanded in lampreys and gnathostomes), as are the *EYS* (eyes shut homologue) and *RBP3* (retinol-binding protein 3) genes that are involved in photoreceptor maintenance and development^61^ (Supplementary Table 11). Several genes that are involved in bone development and its hormonal control in other vertebrates^62^ are absent in hagfish: two members of the RANK–osteoprotegerin pathway that control osteoclast proliferation in gnathostomes^63^, as well as the genes encoding the parathyroid hormones (*PTH* and *PTLH*), which have a role in the regulation of calcium metabolism (their receptor is still present)^64^. These genes are present in lampreys and their loss in the hagfish lineage could be associated with the limited condensation of the hagfish vertebral cartilage.

Hagfish have also gained new traits, most notably their prodigious ability to secrete a highly viscous slime that acts as a defence against predators. We found two clusters of genes that are specifically and highly expressed in the slime gland (Extended Data Fig. 9e) and are related to intermediate filaments (α-keratin)^65^. One of these clusters contains a gene that is expressed mainly in the skin but not in the slime gland, consistent with the recent suggestion that the keratin threads of hagfish slime could have originated as elements of the skin^66^ (Fig. 4f). 

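Most expressed genes of both clusters were highest in slime gland, by 35.2 to 6271 times the next organ on chromosome 14 and, where a ratio was computed, by 1311 to 6339 times on chromosome 4. The models of the first cluster, within the chromosome 14 window of Fig. 4f, span positions 8362873 to 8691467. These 14 gene models took 15.9% of all slime gland counts. The other cluster, on chromosome 4, spans positions 87325062 to 87654301, and its 19 models took 14.2%. In skin these shares were 0.355% and 0.000737%. At least 1 FPKM in any organ was reached by 12 models of the first cluster, 9 of them highest in slime gland, and by 13 models of the other, 12 of them highest in slime gland. The highest in the first cluster was EA55110, at positions 8649395 to 8652687 on chromosome 14, with an intermediate filament domain. It reached 46492 FPKM in slime gland from 1513551 counts, against 7.91 FPKM in ovary, the next organ, a ratio of 5879 (95% exact interval, 4923 to 7079, counting error only). EA55174, at positions 8591200 to 8592553, reached 40194 FPKM, and EA54293, at positions 8550394 to 8554601, 33382 FPKM. In the other cluster EA58776, at positions 87544384 to 87547059 on chromosome 4, reached 41259 FPKM against 9.77 FPKM in brain, a ratio of 4222 (3484 to 5167). EA58935, at positions 87374014 to 87386855, reached 21397 FPKM, and EA59440, at positions 87490653 to 87515345, 17449 FPKM. Of the 20 genes with the highest FPKM in slime gland, 13 lay in the clusters. The median log2 ratio of slime gland to the median of the other 12 organs was 11.59 over the first cluster and 13.00 over the other. The paper already describes the clusters as highly expressed in slime gland, from these libraries, so these ratios are no independent evidence. No read was counted for 2 models of the first cluster and 6 of the other, and genes with near-identical copies are uncertain, since reads that match several places were left out by default.

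**Figure D2:**
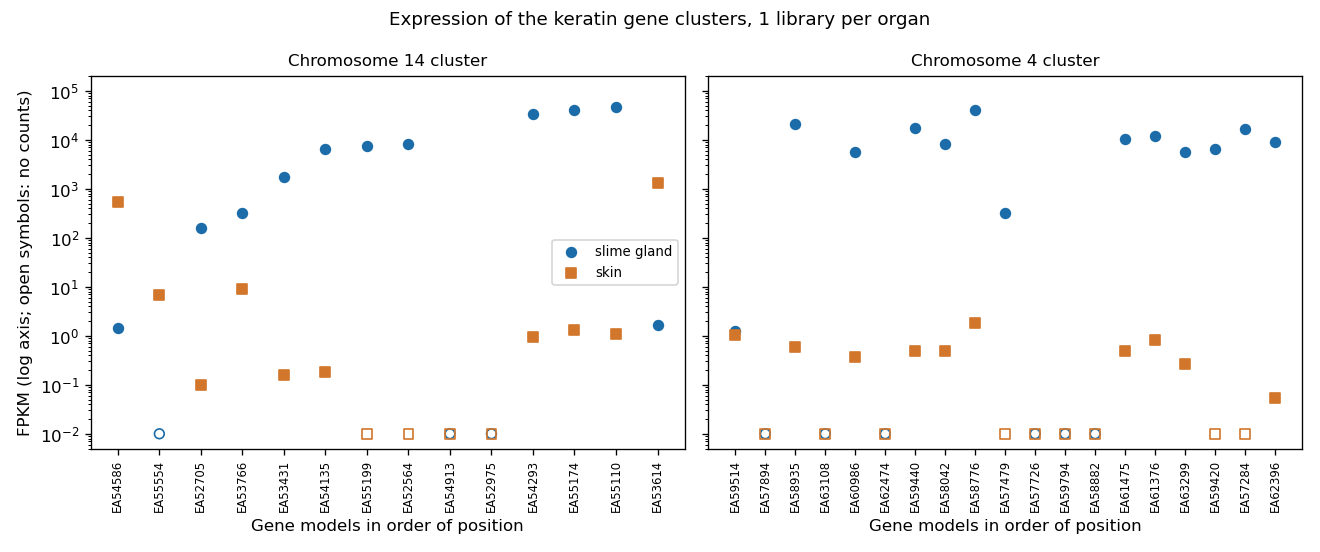
FPKM on a log axis (vertical) of each gene model of the clusters on chromosomes 14 and 4 in order of position (horizontal), in slime gland (circles) and skin (squares), with 1 library per organ and open symbols for models without counts. In the chromosome 14 cluster 9 models lie far higher in slime gland, up to 46492 FPKM, and 3 are higher in skin. EA59514, the first model on chromosome 4, is near 1 FPKM in both.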

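In the chromosome 14 cluster, 3 gene models were higher in skin than in slime gland, and they are the first, the second and the last of its models by position. No domain is listed for these 3 models in the part of the source table used here. That part does not cover all gene models, and a missing row was not told apart from a row without a domain. An intermediate filament domain is listed for 4 of the 9 slime gland models on chromosome 14 and 7 of the 12 on chromosome 4. The rest are taken as keratin genes only by their place in the paper's clusters. EA54586, at positions 8362873 to 8378345, had 542.0 FPKM in skin and 1.45 FPKM in slime gland, from 38927 and 104 counts, a ratio of skin to slime gland of 374.9 (95% exact interval, 285.8 to 502.1, counting error only). EA53614, at positions 8672984 to 8691467, had 1334 FPKM in skin and 1.68 FPKM in slime gland, a ratio of 796.2 (583.4 to 1117), and 37.1 FPKM in gills. EA55554, at positions 8380783 to 8383784, had 6.70 FPKM in skin from 97 counts and no counts in slime gland, where up to 7.38 counts remain possible at the 95% level. Among the other models, EA53766, at positions 8405489 to 8413190, had 320.7 FPKM in slime gland and 9.10 FPKM in skin, a ratio of 35.2 (31.3 to 39.8), the smallest among the 9 models that were highest in slime gland. With at least 10 FPKM required in skin, 2 of the 3 remained, EA54586 and EA53614. Skin and slime gland are each a single library. The paper sets the skin expression of a gene in one cluster beside a proposal from another study that the threads of the slime may derive from the skin.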

We found that the most highly expressed glycoproteins in the slime gland included von Willebrand A and D domains, rather than mucin-type domains as previously hypothesized^67^.

## Programmed DNA and gene elimination

The somatic and germline cells of hagfish exhibit distinct karyotypes, owing apparently to the loss of germline-specific chromosomes through embryonically programmed DNA elimination. On the basis of *k*-mer counts (Extended Data Fig. 1b), we estimate that around 1.3 Gb is lost from the approximately 3.3-Gb germline genome of *E. atami*, consistent with cytofluorometry^25,28^. Analysis of the genome assembly identified a large number of germline-specific genes and confirmed that germline-specific regions contain large numbers of complex repetitive elements^30–33^, including one newly identified repeat that accounts for 4% of the genome (Fig. 5, Extended Data Figs. 11 and 12 and Supplementary Note 3).

**Fig. 5:**
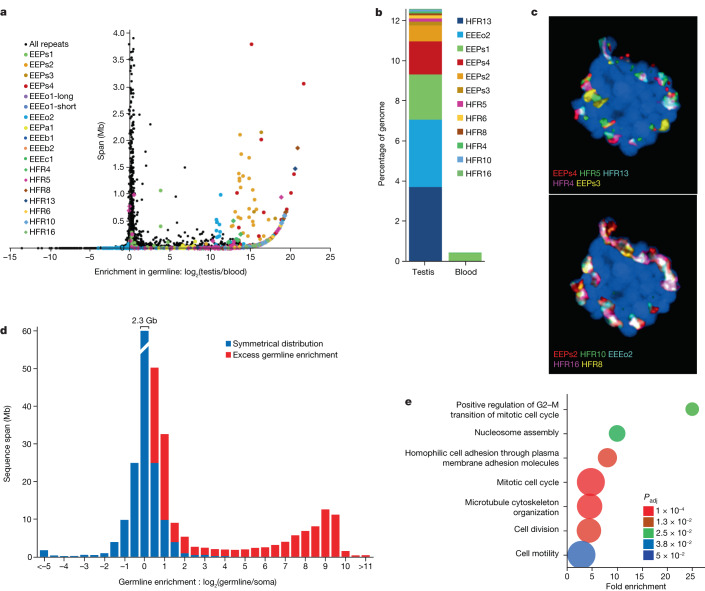
Germline-specific and enriched sequences and genes in hagfish. **a**, Plot showing the degree of germline enrichment and estimated span of all predicted repetitive elements in the *E. atami* genome, focusing on elements with a cumulative span of less than 4 Mb (per family member). Previously identified elements^30,33^ are highlighted by coloured circles and newly identified high-copy elements are highlighted by coloured diamonds. Additional higher copy repeats are visible in Extended Data Fig. 12m,n. The colouring scheme is the same in **b** and in Extended Data Fig. 12m,n. **b**, Estimated cumulative span of the eight most highly abundant repeats shown as the percentage of the genome covered. **c**, Fluorescence in situ hybridization (FISH) of high-copy germline-specific repeats to a testes metaphase plate showing their distinct spatial clustering within chromosomes (blue counterstaining is NucBlue: Hoechst 33342; individual pairs of probes are shown in Extended Data Fig. 12m,n). **d**, Comparison of the sequence depth of DNA extracted from germline (testes) versus somatic (blood) tissues identifies a large number of genomic intervals with evidence for strong enrichment in the germline. The bin representing no enrichment contains a total of 2.3 Gb of the assembly. **e**, Genes encoded within germline-specific regions are enriched for several ontology terms related to regulation of cell cycle and cell motility (Panther Biological Processes: most specific subclass shown; Supplementary Table 14).

So far, no germline-specific genes have been identified in any hagfish species. We identified germline-specific genes in *E. atami* by comparing the read depth of germline and somatic reads across low- to medium-copy regions of the assembled genome (Methods and Fig. 5d). We discovered 81 Mb of germline-specific sequence that encode 1,654 genes, 226 of which have identifiable human homologues (to 121 non-redundant human genes) (Supplementary Table 12). We confirmed that 44 of 46 tested germline-specific intervals can be PCR-amplified from testes but not blood DNA (95.7% validation rate) (Supplementary Table 13). Germline-specific genes in hagfish are enriched in several biological functions on the basis of gene ontology analyses, including functions related to cell cycle, cell motility and chromatin or DNA repair (Fig. 5e and Supplementary Tables 14 and 15). Similar functions were also enriched among germline-specific genes in sea lamprey, and support the hypothesis that somatically eliminated genes generally perform functions that benefit the development and maintenance of the germline^11^.

The broad functional similarity between germline-specific genes of hagfish and lamprey suggests that DNA elimination could be a shared ancestral feature of the cyclostome lineage^8^. To attempt to identify the vestiges of theoretical ancestral germline-specific chromosomes in the cyclostome lineage, we examined patterns of orthology and paralogy for eliminated genes. Despite the general functional similarity of eliminated genes in hagfish and sea lampreys, few orthologous genes were found to be eliminated in both genomes. In total, 7 of 121 non-redundant hagfish gene families were also eliminated in sea lampreys (*CDH1*, *CDH2* and *CDH4*; *GJC1*; *MSH4*; *NCAM1*; *SEMA4B* and *SEMA4C*; *WNT5A*, *WNT5B*, *WNT7A* and *WNT7B*; and *YTHDC2*; Extended Data Fig. 11). An analysis of gene trees indicates that three of these (orthologues of *MSH4*, *WNT7A* and *YTHDC2*; Extended Data Fig. 11) share a last common ancestor that can be traced to a single lineage after the basal vertebrate divergence and duplication events. This small set of genes might reflect the vestiges of shared germline-specific sequences that were eliminated early in the cyclostome lineage, or, alternatively, these genes might have been independently recruited to the germline-specific fraction during the early evolution of both lineages.

Germline-specific chromosomes in songbirds and lampreys are continuously capturing duplicates of somatic genes, establishing new germline-specific genes that often evolve rapidly owing to their unique selective and mutational genomic environment^7,34^. In *E. atami*, we observe several germline-specific genes that have undergone extra rounds of duplication after duplicating or translocating to germline chromosomes. The genes with the highest germline-specific copy numbers are homologues of *FBXL4*, a modulator of E3 ubiquitin ligase that regulates the proteasomal turnover of the histone demethylase KDM4A (ref. ^68^) (25 copies); and *TRRAP*, a component of several histone acetyltransferase complexes (18 copies) (Extended Data Fig. 11 and Supplementary Table 12). The *FBXL4* orthogroup also contains 45 paralogues in the draft genome of the closely related hagfish *Eptatretus burgeri* (ref. ^69^), indicating that the origin of germline-specific *FBXL4* and the expansion of this gene family predates the split between the two hagfish species, with additional lineage-specific expansions and losses underlying differences in paralogue numbers over the past few million years. These gene families seem to have undergone substantial expansion even in the recent past, emphasizing their high rate of turnover.

The accumulation of epigenetic silencing marks and regulated degradation has been implicated in the cellular mechanisms that underlie the elimination of lamprey germline-specific chromosomes^8,70^. This suggests that some components of hagfish DNA elimination mechanisms might be encoded by the germline-specific chromosomes themselves, or contribute to other aspects of hagfish germ cell development. Other genes involved in the same pathways as *FBXL4* and *TRRAP* have also duplicated in the context of the *E. atami* germline-specific chromosomes, albeit to a lesser extent. These include *KLHL10*, a component of the E3 ubiquitin ligase complex involved in spermatogenesis (4 copies); *SIN3*, a transcriptional repressor whose human homologue is highly expressed in the testis (4 copies); and *DNMT1*, the primary enzyme responsible for maintaining silencing DNA methylation marks after DNA replication (2 copies). Notably, each of these five families of germline-specific genes also possesses at least one somatically retained paralogue, indicating that germline-specific expansion of gene families related to ubiquitination and regulation of chromatin state has evolved in the context of largely intact ancestral somatic pathways.

## Conclusion

Early vertebrate evolution was accompanied by a series of ancient polyploidization events that have been difficult to unambiguously resolve using conventional sequence-based molecular phylogenetics. Challenges include the antiquity of these events and the relatively short intervals between them^18,21^, as well as lineage-specific evolution and gene loss after duplication^21,37,38^. We used the hagfish genome and an approach focused on chromosome-scale phylogenetics to fully resolve this history of ancient vertebrate polyploidies (Fig. 2 and Extended Data Fig. 5). The earliest duplication, 1R_V_, occurred on the vertebrate stem lineage in the early Cambrian (around 527 Ma), around 10 million years before the appearance of *Haikouichthys* and *Myllokunmingia* (ref. ^3^) the earliest vertebrate fossils. Whether the similarity in timing is coincidental or causal remains to be seen.

After the shared duplication, cyclostomes and gnathostomes experienced independent polyploidizations during the late Cambrian–early Ordovician, coinciding with a gap in the vertebrate fossil record. We can, however, begin to relate early genomic events to the emergence and elaboration of vertebrate innovations by correlating the contemporary functions of gene duplicates with their appearance at specific duplication events. For example, we find that when one gene functions in neural crest, its 1R_V_ paralogues also do, as expected if the neural crest regulatory circuits already existed before 1R_V_. More speculatively, we note that Evx homeobox genes, which have a role in the development and patterning of paired fins and limbs, duplicated at 1R_V_, with both lineages being retained in gnathostomes (Evx1–HoxA and Evx2–HoxD), but that cyclostomes are missing HoxC and HoxD-associated Evx paralogues owing to lineage-specific loss. This observation suggests that 1R_V_ duplicates might have acquired roles in fin bud development and patterning very early in the evolution of the gnathostome lineage, consistent with the observation of paired fin fold morphologies in early diverging galeaspids^71^.

Finally, analysis of *E. atami* germline-specific chromosomes in comparison with other vertebrates supports the hypothesis that these chromosomes encode functions that are advantageous for the development of germ cells and the production of gametes, and indicates that rapid turnover of germline-specific gene content might be a common feature across highly divergent lineages. As with other features of their biology, differences in the gene content of lamprey and hagfish germline-specific chromosomes might reflect their long history of independent evolution and the marked differences in their reproductive, ecological and developmental biology that have accumulated over the approximately 460 million years since the last common cyclostome ancestor.

## Methods

### Genome sequencing and assembly

DNA was extracted from a testis from a male *E.* *atami* individual and extracted using proteinase K digestion and phenol:chloroform extraction^72^. Animals were sampled in Suruga Bay, off Yaizu (300–330-m depth) and maintained in seawater aquariums at 11–13 °C. In agreement with procedures authorized by the Guidelines for Proper Conduct of Animal Experiments by the Science Council of Japan (2006), animals were anaesthetized using Tricaine (MS222, Sigma) before euthanasia and dissection. Paired-end and mate-pairs Illumina libraries were generated using Illumina Truseq and Nextera Mate-pair kits and sequenced on HiSeq2000 and HiSeq2500 instruments (Supplementary Table 1). The Illumina dataset was assembled using Meraculous (v.2.2.2.5) with a *k*-mer of 71 and ‘diploid mode’ set to ‘1’ to attempt the merging haplotypes^73^, and subsequently scaffolded using mate-pairs information (Supplementary Table 2). PacBio long-reads data at around 35× coverage were generated on a PacBio RSII instrument (Supplementary Table 2) and incorporated using PBJelly (v.15.8.24)^74^. PBJelly aligns the PacBio reads to the assembly using the Blasr aligner and collects reads surrounding and spanning gaps. Sequences assembled from these spanning reads are used to fill gaps and extend scaffolds. We used the parameters ‘-minMatch 8 -sdpTupleSize 8 -minPctIdentity 75 -bestn 1 -nCandidates 10 -maxScore -500’ for Blasr alignment.

The gap-filled assembly was further scaffolded using proximity ligation information. We used both Chicago libraries relying on syntenic reconstructed chromatin and Hi-C libraries capturing the native chromatin contacts, and scaffolding was performed using the HiRise package^75^. Hagfish liver was cross-linked in 1% paraformaldehyde, and chromatin was subsequently extracted, immobilized on SPRI beads, washed and digested with DpnII (ref. ^76^). After end-labelling, proximity ligation was performed using T4 DNA ligase and cross-linking was reversed using proteinase K. The DNA fragments were removed from the beads and then purified again on SPRI beads. The sequencing library was constructed using the NEB Ultra Library Preparation Kit (New England Biolabs).

The genome-wide heterozygosity was estimated to be 0.9%. The final BUSCO score (Metazoa) is C:90.0% (S:89.8%, D:0.2%), F:4.0%, M:6.0%, n:954. The size of the hagfish genome was estimated by counting 21-mers with Meryl (v.1.1)^77^. Using a fitting four-peak model as implemented in Genomescope2, the estimated size is 2.02 Gb and 3.28 Gb using sequencing data from blood and testis DNA, respectively^78^ (Extended Data Fig. 1b).

### Transcriptome and genome annotation

We generated RNA-seq data for 13 organs with an average depth of 25 million reads. We aligned the reads to the genome using STAR (v.2.5.2b) with an average 78.7% uniquely mapping reads^79^. These alignments were used to assemble transcriptomes for each organ using StringTie (v.1.3.3b) and subsequently merged together using Taco^80^. In parallel, a de novo assembly of the bulk RNA-seq data was performed using Trinity (v.2.11.0) both in reference-free and genome-guided mode^81^.

We also sequenced full-length cDNA from brain RNA on eight cells of Pacbio RSII. Following the Iso-Seq protocol, circular consensuses of subreads were calculated and validated as full length on the basis of the presence of SMART adaptors at both extremities. Full-length transcripts were clustered and polished using all circular consensus reads with Quiver (v.2.0.0), yielding 23,343 high-quality transcripts.

Assembled transcripts from de novo and genome-guided Trinity and high-quality Iso-Seq transcripts were aligned to the genome using GMAP (v.2018-03-25). Mikado (v.1.2.1) was used to generate a high-quality reference transcriptome leveraging (i) the aligned Trinity de novo and genome-based transcriptomes; (ii) the Iso-Seq transcripts; (iii) the StringTie transcriptomes merged with Taco and a set of curated splice junctions generated from RNA-seq alignments using Portcullis (v.1.0.2). Putative fusion transcripts were detected by Blast comparison against Swiss-Prot and ORFs were annotated using TransDecoder^82^. Transcripts derived from the reference transcriptome were selected to train the Augustus de novo gene prediction tool^83^. Intron positions and exon positions were converted into hints for Augustus gene prediction.

Finally, we constructed a database of repetitive elements using RepeatModeler (v.1.0.11) and used it for masking repetitive sequences with RepeatMasker (v.4.0.7). Gene models with half or more of their exons showing 50% overlap with repeats were discarded, yielding 46,822 filtered gene models. Alternative transcripts and UTRs were subsequently incorporated using the PASA pipeline^82^. These gene models contain a total number of 4,915 distinct PFAM domains.

### Phylogenomics and molecular dating

To obtain sequences from a previously unsampled hagfish group, we extracted RNA from *M. glutinosa* liver preserved in RNAlater using the RNAeasy kit (Qiagen). The RNA-seq library was constructed using the NEBNExt Ultra II Directional RNA Library Prep Kit for Illumina (NEB) and sequenced on a Novaseq6000 instrument (SRR). The transcriptome was assembled using Trinity (v.2.11.0)^81^, enabling read trimming, and was translated using TransDecoder (v.5.5.0)^82^.

We inferred a set of 1,467 single-copy orthologues suitable for phylogenetic reconstruction by applying the OMA tool (v.2.4.1)^84^ to a subset of deuterostome proteomes including lamprey and the newly generated hagfish gene models (Supplementary Table 8). Selected transcriptomes were assembled using Trinity (v.2.11.0) and translated using TransDecoder (v.5.5.0)^82^. We built hidden Markov model (HMM) profiles using Hmmer (v.3.1b2) for each orthologue family and extracted orthologues for phylogenetic reconstruction using a previously described approach^85^. Subsequent sequences were aligned using Msaprobs^86^, mistranslated stretches were filtered out using HmmCleaner^87^ and diverging regions intractable for phylogenetic analysis were removed using BMGE (-g 0.9)^88^. Phylogenetic trees were reconstructed for each alignment using IQ-TREE (v.2.1.1) with a LGX+R model^89^. For computational intensive analyses, such as site-heterogenous reconstruction with CAT+GTR, we selected the 20% orthologues with the lowest saturation. Molecular dating analysis was conducted using PhyloBayes (v.4.1e)^90^ using the CAT+GTR+G4 model and the CIR relaxed clock (with soft-bound) assuming fossil calibrations^2,91,92^ (Supplementary Table 7).

### Synteny reconstruction

Pairs of orthologous genes were obtained by mutual best hit after reciprocal proteome comparison using MMSeqs2 (r12-113e3), and were used to create a system of joint coordinates to plot orthologue position in two species. Fisher’s exact test was used to determine mutual enrichment of orthologues between chromosomes, and only significant enrichments were incorporated in binned orthologous content representations (Fig. 1c). Plots connecting orthologues in multiple species (Fig. 1d) were generated using Rideogram (v.0.2.2).

### Gene-family analyses and phylogenetic analysis of paralogons

We reconstructed gene families using Broccoli (ref. ^93^) for a set of genomes from deuterostome species (Supplementary Table 6). For gene families that included at least 6 genes and 3 species but fewer than 450 sequences in total, we applied GeneRax to infer the losses and duplications that affected a given gene family^94^. To do that, we generated individual alignments using MAFFT (v.7.305)^95^, filtered them using BMGE and reconstructed a tree using IQ-TREE and an LG+R model^89^. These curated alignments and trees were used as input for GeneRax (v.1.2.2) assuming a D+L (duplication plus loss model). Reconciled trees in the RecPhyloXML format were parsed to estimate the duplications and lineage-specific losses at each node of the species tree^96^ as seen in Extended Data Fig. 10c. Reconciled trees were split if they showed a duplication at the ‘deuterostomia’ node indicative of a deep paralogy relationship.

For each gene family, we first assigned the CLG by considering the location of amphioxus and sea urchin genes and the corresponding CLG-to-chromosome assignment, and then evaluated the occurrence of the paralogues derived from the 1R and 2R_jv_ in gnathostomes on the basis of the vertebrate classification that was previously established^19^ and has been revised in this study (Supplementary Table 6). Selected species for gene families including derivatives of the 1R paralogons and at least three out of four possible paralogons for gnathostomes (α1, α2, β1, β1) were collected (Supplementary Table 5). These genes were concatenated for each CLG on the basis of their paralogon identity in gnathostomes, and the chromosomal identity of the CLG derivatives in cyclostomes. Two datasets were generated: a ‘strict’ one, in which at least three distinct gnathostome paralogons were required for each retained gene family; and a ‘relaxed’ one, in which only two or more gnathostome paralogons were required (Supplementary Table 5). A similar approach was used to classify individual genes depending on the duplication events from which they derive. We collected gene ontology terms and functional classification information by applying eggNOG (ref. ^97^) on the proteome of our interest species and term enrichment analysis conducted using the TopGO package (v.2.50.0).

For analyses of gain and loss, we used gene-family reconstruction that incorporated the gene models of the related hagfish *E. burgeri*^69^ to assess recent gene-family expansions or contractions in the hagfish lineage. Gene functions were assigned using the PANTHER classification^98^.

### Tests of WGD hypotheses on the vertebrate phylogeny

We used WHALE (v.2.1.0)^36^ to rigorously test WGD hypotheses on a reduced vertebrate species tree (Fig. 2a and Extended Data Fig. 4). We leveraged a total of 8,931 gene families in this analysis, selected to contain at least one gene copy in each clade from the root, in compliance with the assumption of WHALE that genes were acquired in a common ancestor of all included species. We further filtered large families to reduce the computational burden. For each of the 8,931 retained families, we built a multiple sequence alignment based on the amino acid sequences with MAFFT (v.7.508)^95^ and reconstructed 1,000 bootstrap trees with IQ-TREE (v.2.2.0.3)^89^ under the LG+G model. We summarized clade conditional distribution (CCD) from bootstrapped trees using the ALEobserve tool from the ALE software^99^. We ran WHALE on the dated species trees and CCD data to test five different WGD hypotheses on the vertebrate species tree: 1R_V_, 2R_JV_, 2R_CY_, a hagfish-specific duplication and a lamprey-specific duplication (Extended Data Fig. 4a). We used the variable rate DLWGD WHALE model, which models independent duplication and loss rates across branches. We assumed a normal distribution N(log(0.15), 2) on the mean log-scaled duplication and loss rate, an exponential distribution (mean = 0.1) prior on its variance, a Beta (3, 1) hyper prior on the η parameter (distribution of the number of genes at the root) and uniform priors on the retention parameters (q parameter) for all WGDs. We obtained significant Bayes factors (BF_Null_vs_WGD_ < 10^−3^) in support of large-scale duplication (post-duplication retention parameter q ≠ 0) for the 1R_V_, 2R_JV_ and 2R_CY_ events (Extended Data Fig. 4b). These results were reproduced using the simpler constant rate DLWGD model. We similarly tested an alternative scenario with two duplications on the vertebrate stem (1R_V_ and 2R_V_; Extended Data Fig. 4c,d). In this configuration, and using uniform priors on the retention parameters, we observed that WHALE could not distinguish retention parameters for 1R_V_ and 2R_V_: this is revealed by the bimodality of the estimated posterior distribution for each of these two parameters. We found that using distinct priors on retention parameters allows the estimation of distinct retention parameters for 1R_V_ and 2R_V_ and shows support for a single 1R_V_ event (Extended Data Fig. 4e). This investigation of alternative priors was conducted on a pilot run of 1,000 randomly selected gene families, to alleviate computational time (1,000 families were previously suggested to be sufficient for parameter estimation^36^).

### Ancestral and lineage-specific meiotic rediploidization

We selected a set of 1,247 gene families, including genes of 6 vertebrate species (bamboo shark *Chiloscyllium plagiosum*, spotted gar *Lepisosteus oculatus*, chicken *Gallus gallus*, western clawed frog *Xenopus tropicalis*, brown hagfish *E. atami* and sea lamprey *Petromyzon marinus*) and the closest outgroup (depending on taxonomic availability), to test for ancestral and lineage-specific rediploidization after the 1R genome duplication. These 1,247 families were selected so as to result in distinct tree topologies under the ancestral and lineage-specific rediploidization models, on the basis of the following criteria: (i) at least one gnathostome species has retained both 1R_1 (that is, alpha1 and/or beta1) and 1R_2 (that is, alpha2 and/or beta2) gene copies; (ii) at least one hagfish gene and one lamprey gene; (iii) at least one non-vertebrate outgroup gene; and (iv) a non-prohibitive number of hagfish and lamprey genes so that a maximum of 10 possible ancestral rediploidization topologies can be derived for the family (Extended Data Fig. 6). For each gene family, we designed constrained tree topologies as expected under the lineage-specific and ancestral rediploidization models (Fig. 3a). More specifically, for the constrained ancestral rediploidization topologies, we built constrained topologies as follows: we first placed 1R_1 and 1R_2 gnathostome gene copies in two different clades following 1R and then derived possible combinations of hagfish and lamprey genes to be placed on the 1R_1 and 1R_2 clades, using well-supported hagfish and lamprey chromosomal orthologies to limit the number of combinations (Extended Data Fig. 6 and Supplementary Table 5). Next, for each of these 1,247 families, we built gene trees using RAxML (v.8.2.12)^100^, with 10 distinct starting trees and the PROTGAMMAJTT model, for: the unconstrained maximum likelihood (ML) tree; the constrained ancestral rediploidization topologies; and the constrained lineage-specific rediploidization topology. We then used the AU-test implemented in CONSEL (ref. ^101^) to test for significant differences in log-likelihoods reported by RAxML (ref. ^100^). A tree topology was rejected when significantly less likely than the ML tree at *α* = 0.05.

We used the same approach to test for lineage-specific rediploidization in lampreys and hagfish on CLGB-1R after the 2R cyclostome hexaploidization. We ran likelihood tests on 30 informative gene families, constraining the lineage-specific rediploidization gene-tree topology as presented in Fig. 3c and constraining the ancestral rediploidization topologies according to the two possible ways of grouping hagfish and lamprey genes together (that is, either grouping genes from hagfish chr. 4 with lamprey chr. 10 and hagfish chr. 8 with lamprey chr. 2, or hagfish chr. 8 with lamprey chr. 10 and hagfish chr. 4 with lamprey chr. 8).

The code to reproduce the analysis, as well as the associated resulting gene trees, have been deposited in GitHub (https://github.com/fmarletaz/hagfish/tree/main/rediploidization).

### Phylogenetic tree based on concatenation of Hox clusters

We investigated the phylogenetic relationships between Hox clusters and bystander genes in seven genomes: amphioxus, sea lamprey, hagfish, human, mouse, chicken and spotted gar. We identified Hox and bystander genes in three steps: (i) starting from human gene names, we searched for orthologues in the other species using our set of reconciled gene trees (GeneRax trees); (ii) we used NCBI blastp (ref. ^102^) to confirm identified hox genes and further search for Hox genes missed by the gene-trees approach; and (iii) we used miniprot (v.0.5-r179)^103^ with the sets of human and *E. burgeri* Hox proteins^24^ to search for Hox genes missing from genome annotations of other species. We next aligned each gene family using their amino acid sequence with MAFFT (v.7.508)^95^ and concatenated alignment from each cluster. Finally, we used the concatenation matrix to build a phylogenetic tree with RAxML-NG (v. 1.1)^100^ using the LG+G4+F model, 10 different starting parsimony trees and 100 bootstrap replicates.

### Comparative transcriptomics

RNA-seq reads for hagfish (this study), lamprey *Lampetra japonica* (PRJNA354821, PRJNA349779 and PRJNA312435), gar *Lepisosteus oculatus* (PRJNA255881) and the cephalochordate amphioxus (PRJNA416977) were aligned with STAR (v.2.5.2b)^79^, and counts for annotated genes were obtained using featureCount from the subreads package (v.1.6.3)^104^. Counts were converted to FPKM in the R package for subsequent analyses: WGCNA (v.1.7.0) was used to cluster gene expression in the full organ set and, after filtering out genes with limited variance and coverage, the ‘softpower’ parameter was estimated to be 20, and clustering was run with a ‘signed’ network type^105^. The gene-expression specificity index (or *τ*) was calculated as described previously^106^ on sets of organs (brain or neural tube; gills; heart; intestine; kidney; liver or hepatic tissues; ovary or female gonad; skin or epidermis; and muscle). For comparative analyses, gene families with paralogues derived from the vertebrate WGD were selected on the basis of their duplication history, and the gene-expression specificity index was compared across species for the same gene families (Extended Data Fig. 10b). We also compared gain and losses of expression domains for a given gene family by binarizing gene expression across a reduced set of six organs (brain, gills, intestine, liver, muscle and ovary) and counting expression patterns gains of lost between genes belonging to a given gene including paralogues and outgroup. The number of gain and loss events is then plotted as a distribution centred around zero (Fig. 4c).

The expression of paralogous genes in lamprey neural crest was assessed by quantifying gene expression using Salmon (v.1.10.0)^107^ from RNA-seq data generated in a previous study^56^ on dissected cranial and trunk dissected tissues using the latest lamprey genome and annotation^7^. Paralogy status and expression is specified in Supplementary Table 10.

### Detection of germline-enriched and germline-specific regions

DNA was extracted from testes and blood by phenol-chloroform extraction^72^. To enrich for germ cells, testes tissue was ground gently with a plastic pestle in a 1.5-ml microfuge tube and residual connective tissues were discarded before proteinase K digestion. Outsourced library prep and Illumina sequencing (HiSeq2500 V4, 150-bp paired-end reads) were performed by Hudson Alpha Genome Services Laboratory.

Sequence data were aligned to the *E. atami* genome assembly using BWA-mem (v.0.7.5a-r416)^108^ with option -a and filtered by samtools view^108^ with option -F2308. Only primary alignments with mapping quality 5 and higher were retained for further analysis. The resulting files were processed using DifCover (v.3.0.1)^7,11,34^ to calculate the degree of germline enrichment across all discontiguous 500-base intervals of low-copy sequence using modal coverages for testes and blood of 32× and 54× respectively, low-coverage masking of regions with a read depth of less than 1/3× in both samples and high-coverage masking of sequences with a read depth greater than 3× modal coverage in both samples. To identify germline-specific genes that are present at a higher copy number, we ran DifCover using low-coverage masking with a read depth of less than 10× in both samples and high-coverage masking of sequences with a read depth greater than 30× modal coverage.

### PCR validation of germline-enriched loci

Primers were designed using a coverage-masked version of the *E. atami* genome using Primer3 (version 4.1.0)^109^. Amplication of PCR validation reactions was performed using GoTaq DNA polymerase (Promega, 1.2 units per 50 μl reaction), Colorless GoTaq Reaction Buffer, 1 μg genomic DNA template and 100 ng oligonucleotide primer. PCR cycling conditions included a 3-min initial denaturation step at 95 °C, 34 cycles of a three-step thermal cycling consisting of a 30-s denaturation at 95 °C, a 30-s primer annealing step at 55–65 °C (Supplementary Table 13) and a 30-s extension step at 72 °C. A final extension at 72 °C was performed on all reactions to ensure that full-length amplicons were produced. Amplification was assessed by agarose gel electrophoresis. Eight primer pairs with an ambiguous signal in the first round of PCR were redesigned and retested (Supplementary Table 13). We note that some PCR markers might not be fully diagnostic with respect to germline specificity, as somatic gene duplicates are continuously captured by the germline-specific chromosomes in both lamprey^7,11,34^ and songbird lineages^34^.

### Computational prediction of germline-enriched and highly abundant somatic repeats

Abundant *k*-mers (*k* = 31) were identified from testes and blood DNA-sequencing data using Jellyfish (v.2.2.4)^110^. Minimal copy-number thresholds for defining abundant *k*-mers were set at 3× the modal copy number: 72 for testes and 120 for blood. Abundant *k*-mers were extracted and assembled into a set of de-novo-assembled repetitive sequences using Velvet (v.1.2.10)^111^ with a hash length of 29. These sequences were aligned (blastn with -word_size 17) to repetitive elements generated from the *E. atami* genome assembly by RepeatModeler^112^ and sequences that aligned with less than 90% identity or less than 80% of their length were added to the set of reference-derived repeats to form a union set.

Enrichment analysis was performed by separately aligning paired-end reads from testes and blood to the union set of repeats. Primary alignments, identified by samtools view^113^ with option -F2308, were also filtered to retain only alignments that either cover more than 80% of a repeat or have more than 80% of read bases aligned. Enrichment scores were calculated with DifCover pipeline (v.3)^11^. Stage 2 of the pipeline was run with parameters v=10000, l=0, a=b=10, A=B=10^8^. Stage 3 of the pipeline was modified by using a subroutine from DNAcopy^114^ without ‘smoothing’ the data before analysis. From a set of 180,032 intervals generated by DifCover, we chose 138 highly abundant and germline-specific sequences with enrichment scores of more than 10 and an estimated span size of more than 100 kb. The estimated genomic span of these repeats was computed as [(testes coverage/modal testes coverage) × (number of bases with read depth coverage > 10)], in which modal testes coverage = 32.

Clustering of 138 highly abundant and germline-specific sequences was performed using CD-HIT-EST (v.4.6, with parameters: -c0.8, -G0, -aS 0.3, -aL 0.3, -sc 1, -g 1, -b 4)^115^, resulting in the formation of 38 clusters that were further merged to 24 by manual curation and cross-alignment of sequences from the initial clusters. For characterization of repetitive structures and identification of motifs, representative sequences from each cluster were mapped to the assembly (blastn, -word_size 15) and to a collection of published hagfish repeats. We found that 4 of 24 clusters have sequences that are homologous to the published repeats of *Paramyxine sheni* EEPs2, EEPs3 and EEPs4 and *Eptatretus* *okinoseanus* EEEo2 (refs. ^30,33^). Primers for these and representatives of 7 other clusters were designed with the Primer3 (v.0.4.0) tool (Supplementary Table 16).

To facilitate FISH visualization, we also searched for possible candidates for centromeric repeats. Such candidates are expected to be (1) highly abundant in both somatic and germline sequence and (2) enriched in a ‘centromeric’ region of every chromosome. From the union set, we chose repeats with blood coverage > 10^5^ or span > 1 Mb and aligned them to the assembly (blastn -word_size 15, p>75, coverage > 80%). Repeats with more than 200 hits in a 1-Mb window were grouped to three families labelled Soma1–Soma3. Soma2 seemed to be homologous to the *P. sheni* repeat EEPs1 (ref. ^33^) and Soma1 and Soma3 to the *E. burgeri* contigs LC047612.1 and LC047003.1. FISH analysis confirmed the in silico prediction that EEPs1 is highly abundant in both testes and blood DNA of *E. atami*.

To estimate more accurately the genomic span of chosen germline-enriched and somatic repeats, we realigned reads from blood and testes to the sequences of these repeats or to the sequence extended as a tandem repetition of repeat motifs spanning at least 150 bp (Supplementary Table 12), and applied all described previously steps for filtering and coverage and span estimation.

### In situ hybridization

#### Slide preparation

Snap-frozen samples of blood and testes were used for slide preparation of somatic and germline cells for validation of the presence and specificity of repeats in different cell types. A small amount of blood (about 20 mg) was gently thawed on ice, mixed with 2 ml buffered hypotonic solution (0.4% KCl, 0.01 M HEPES, pH 6.8) and incubated for 30 min at room temperature. The cells were prefixed by gently mixing the suspension with several drops of fixative solution (methanol:acetic acid 3:1). After centrifugation (5,000*g* for 10 min), the supernatant was removed and cells were resuspended and fixed with methanol:acetic acid 3:1. Three further fixative solution changes were performed to ensure that cells were fully equilibrated to fixative solution. Fixed cells were stored at −20 °C. One fixative change was made before spreading the cell suspension onto slides. A drop of about 20 ml was applied to a steamed slide, which was immediately placed on a heating block in a humidity chamber at 60 °C for 1–2 min. After air drying, slides were examined with a microscope using a low condenser position to aid in viewing unstained nuclei and metaphases. Slides were aged for 1–3 days on a warming stage at 37 °C before hybridization. For germline cells, a piece of testis (30–40 ng) was minced with a razor blade, placed in a homogenizer and disaggregated in hypotonic solution. Testis cell suspensions were filtered through a 40–50-mm cell strainer to remove excess tissue. Subsequent steps of fixation and slide preparation for testis tissue were as described for blood.

#### Probe labelling

Probes for FISH were generated using a modified conventional PCR: the reaction mix with a final volume of 25 μl contained 0.1 mM each of unlabelled dATP, dCTP and dGTP and 0.03 mM of dTTP; 0.5 μl one fluorophore conjugated dUTP (cyanine 3-dUTP (Enzo), cyanine 5-dUTP (Enzo) or fluorescein-12-dUTP (Thermo Fisher Scientific)); 1× Taq-buffer; and 0.625 U GoTaq DNA Polymerase (Promega). Each PCR amplification was performed using 0.5 μg of genomic DNA template from testes, 34 PCR cycles and a 30-s extension step to obtain appropriately sized probes for FISH. After cycling the reaction, 25 μl PCR mix was combined with 5 μl sheared salmon sperm DNA (1 mg ml^−1^; Thermo Fisher Scientific), 3 μl 3 M sodium acetate, pH 5.2 and 80 μl 100% cold ethanol, and kept overnight at −20 °C for probe precipitation. After spinning and supernatant removal, the pellet was dissolved in 25–30 μl of 50% formamide and stored at −20 °C before use.

#### FISH

FISH on chromosome preparations was performed according to a standard protocol for chromosome spreads^116^ with modifications^117^. Before hybridization, slides were incubated in 2× SSC for 30 min at 37 °C, passed through an ethanol series (70%, 80%, 100%), dried and denatured in formamide (70% in 2× SSC) for 2 min, prewarmed to 70 °C. After the formamide denaturation, slides were placed immediately in cold (−20 °C) 70% ethanol, further dehydrated in 80% and 100% ethanol, and kept on a slide warmer at 37 °C until the hybridization mix with probe was applied.

Differently labelled hybridization probes were mixed (1 μl of each per slide) with hybridization master mix (60% formamide, 10% dextran sulfate and 1.2× SSC) to a final volume of 10 μl. The hybridization mix was denatured at 95 °C for 7 min, cooled in ice, prewarmed to 37 °C, applied to the slide, coverslipped and sealed with rubber cement. After overnight incubation in a humidity chamber at 37 °C, slides were washed in 0.4× SSC and 0.3% NP-40 for 3 min at 70 °C and in 2× SSC, 0.1% NP-40 for 5 min at room temperature. One drop of ProLong Glass Antifade Mountant with NucBlue Stain was placed in the centre of an area to be examined and covered with a coverslip.

#### Microscopy and image analysis

Slides were analysed with an Olympus-BX63 microscope using filter sets for DAPI, FITC, Cy3 and Cy5. Images were captured using CellSens software (Olympus) and processed with Adobe Photoshop CC 2019 and ImageJ 1.53k (NIH).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07070-3.

### Supplementary information

Supplementary Information This file contains Supplementary Notes 1–3, Supplementary References, and Supplementary Fig. 1 (Phylogenetic trees inferred for paralogons in each CLG assuming the C20+R model).

Reporting Summary

Supplementary Tables This file contains Supplementary Tables 1–16.

Peer Review File

### Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

## Figures and Tables

**Extended Data Fig. 1:**
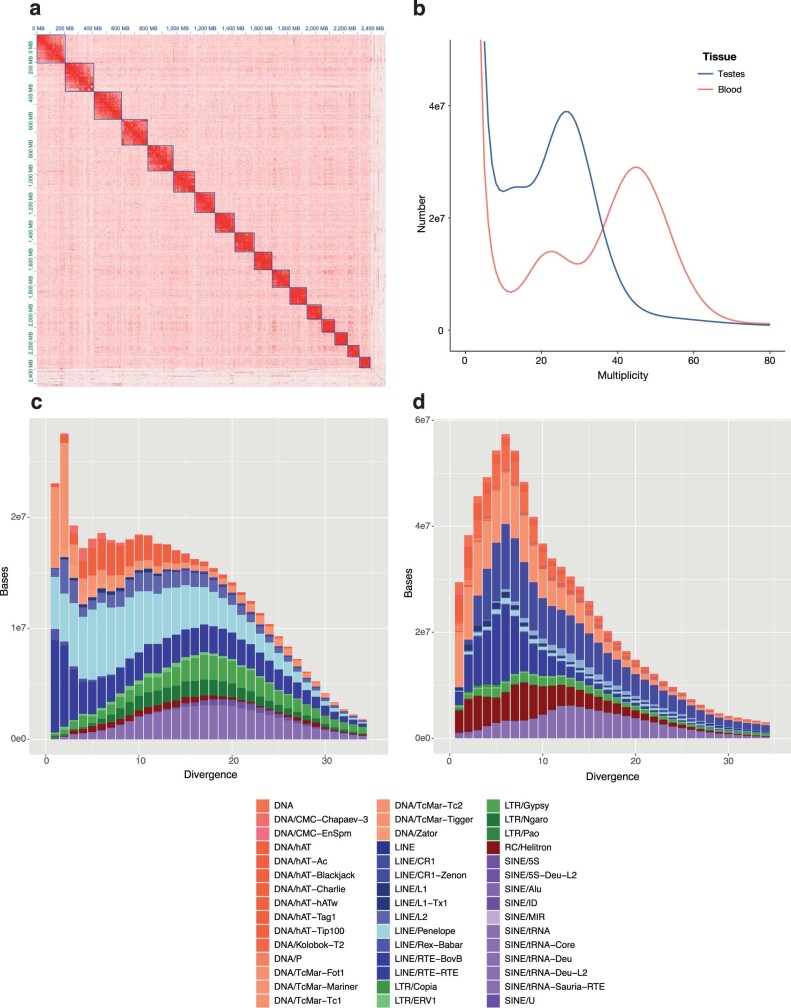
Genome content and architecture of *E. atami*. **a**, Hi-C contact map visualizing the density of interactions between binned genomic regions in the proximity ligation data. The high contact regions are consistent with the 17 somatic chromosomes. **b**, Density of 21-mer of increasing multiplicity in the somatic (blood) and germline (testes) shotgun sequence data indicated an estimated genome sizes of 2.02 and 3.28 Gb, respectively. **c**,**d**, Repeat landscape summarizing the fraction of regions diverging from consensus repeats at varying levels of divergence (Kimura 2-parameter distance) in lampreys (**c**) and hagfish (**d**). Lamprey and hagfish show a markedly different profile with respect to the number and diversity of repetitive element classes.

**Extended Data Fig. 2:**
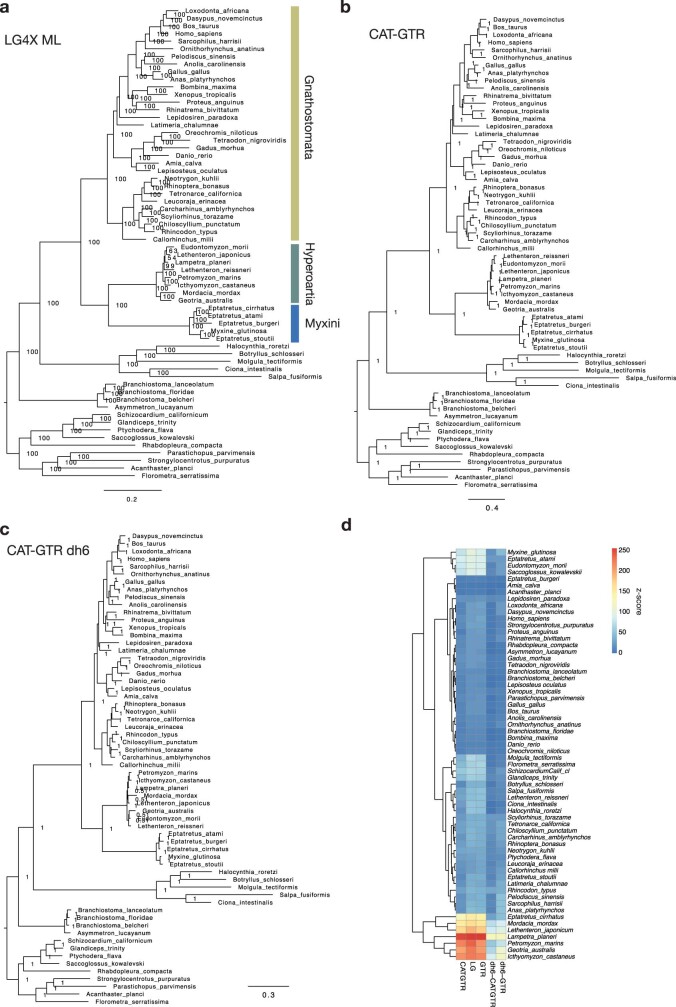
Phylogenetic reconstruction of deuterostome relationships with a focus on cyclostome position. **a**, Tree reconstructed with IQ-TREE assuming LG4X model using a dataset of 1,467 single-copy orthologues and a partitioned model. **b**, Tree reconstructed using PhyloBayes and a CAT+GTR+G4 model using a subset of 176 orthologues showing the lowest saturation (see methods). **c**, Tree reconstructed using the same set of orthologues after Dayhoff 6 categories amino acid recoding to account for possible compositional heterogeneity due to high GC% in cyclostome genomes. **d**, *z*-score of posterior predictive analyses to assess composition heterogeneity. Positive *z*-scores indicate that average amino acid diversity is underestimated (negative z-scores indicate an overestimation) which highlights the composition bias existing in some lamprey and hagfish species and shows that recoding (Dayhoff 6) alleviates these biases.

**Extended Data Fig. 3:**
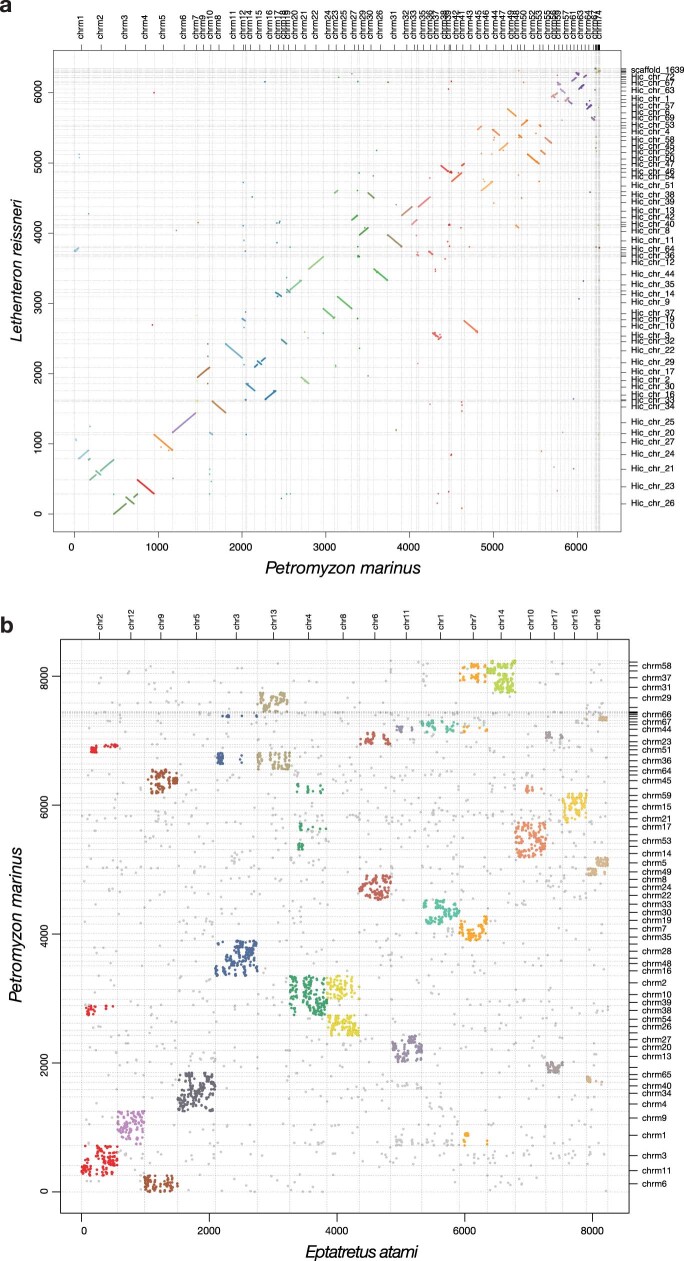
Comparison of the chromosomal architectures of cyclostome genomes. **a**, Comparison between two lampreys (*Lethenteron reissneri* and *P. marinus*) highlighting the conservation of both chromosomal identity and extensive collinear segments. **b**, Comparison between the hagfish *E. atami* and the lamprey *P. marinus*. In both panels, dots show the relative location of orthologous genes between two species, coloured if the chromosome:chromosome enrichment is significant by Fisher’s exact test (Methods); others shown in grey. The colours in **a** and **b** are based on *P. marinus* and *E. atami* chromosomes, respectively. In **b**, *P. marinus* chromosomes are sorted to aid in visualizing many-to-one mappings shown in Fig. 1d.

**Extended Data Fig. 4:**
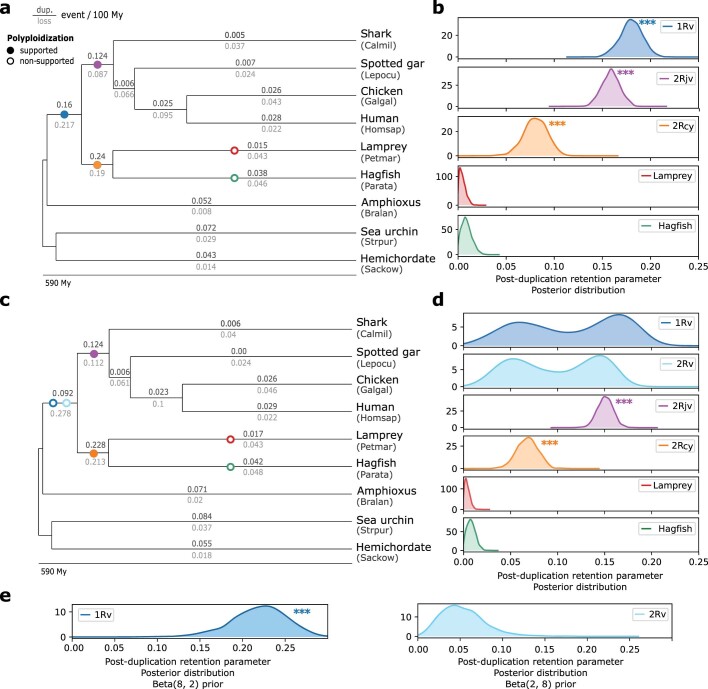
Tests of genome duplication hypotheses on the vertebrate tree. **a**, Species phylogeny and polyploidization hypotheses tested with WHALE^36^ using 8,931 gene families (Methods, see Supplementary Table 8 for details of the genomes used in the analysis). Polyploidization hypotheses are indicated by circles on the corresponding branches, with supported polyploidizations indicated with solid circles. Inferred background gene duplication and loss rates are presented on the branches. **b**, Posterior distribution obtained for the WHALE post-duplication retention parameter q, for each hypothesis presented in **a**. Stars indicate distributions significantly different from 0 (Bayes factors BF_Null_vs_WGD_ < 10^−3^), which correspond to the supported polyploidization events. **c**, Alternative set of polyploidization hypotheses tested, as in **a**, but with two successive duplications proposed in the ancestral vertebrate lineage (1R_V_ and 2R_V_). **d**, Posterior distribution obtained for the WHALE post-duplication retention parameter, for each hypothesis presented in **c**. Here, the posterior distribution for retention parameters of the 1R_V_ and 2R_V_ events are bimodal, suggesting that the method cannot effectively separate parameters estimated for 1R_V_ and 2R_V_ when starting from identical priors. **e**, Use of distinct priors on 1R_V_ (Beta(8, 2)) and 2R_V_ (Beta(2, 8)) separates the estimated posterior distribution into distinct unimodal posterior distributions and provides support for a single shared 1R_v_ event in the vertebrate stem lineage. This analysis was performed on a random subset of 1,000 gene families, to reduce computational time (Methods).

**Extended Data Fig. 5:**
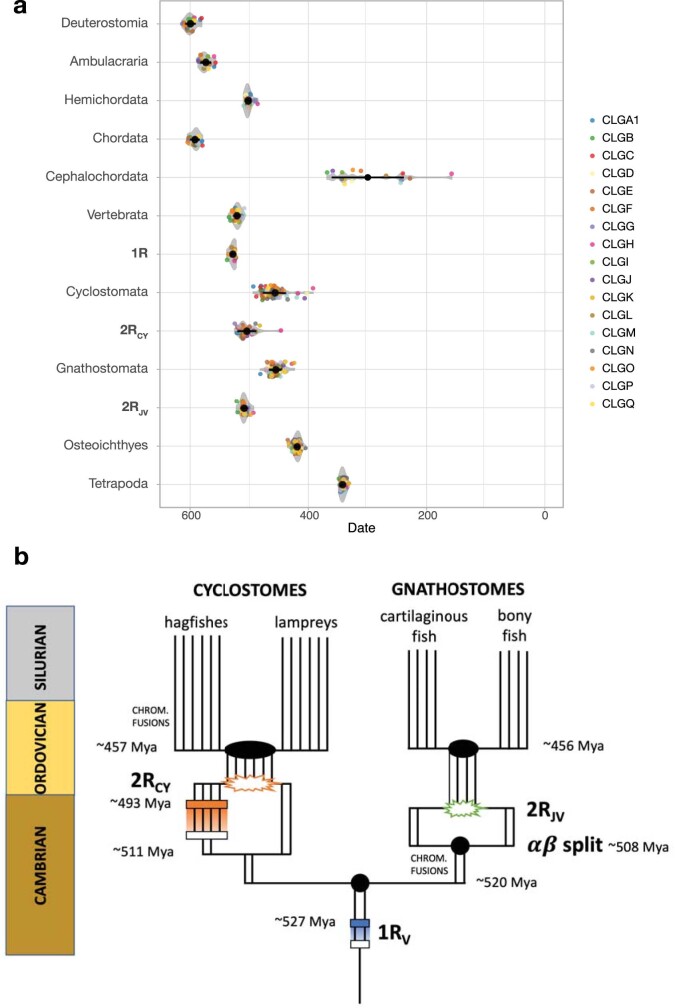
Timescale of vertebrate genome evolution. **a**. Distributions of timings for speciation and duplication events derived from paralogon phylogenies, showing details of the distributions indicated in Fig. 3c. **b**. Scenario for genome duplication and speciation events during early vertebrate evolution. Filled black circles or ovals mark speciation events; horizontal rectangles indicate presumptive auto-tetraploidies; starbursts indicate allo-polyploidies arising from hybridization of distinct progenitors (for example, alpha–beta in gnathostomes). Timings are based on **a**. Note that although speciation times (for example, the split between gnathostome progenitors alpha and beta, divergence of lamprey and hagfish lineages) can be estimated from gene or paralogon trees, hybridization times (for example, 2R_JV_, shown as green starburst) cannot be estimated from gene-tree analysis. Similarly, homoeologous recombination after auto-tetraploidization implies that the auto-tetraploidization event itself cannot be timed, but only the cessation of homoeologous recombination. Thus, the estimate of around 527 Ma for 1R_V_ (horizontal blue rectangle) represents the cessation of recombination after this presumptive auto-tetraploidy (open rectangle on vertebrate stem) with homologous recombination represented by blue shading. The absolute timing of 1R_V_ itself is unknown. (Auto-tetraploidy is suggested by the lack of differential gene loss between the two paralogous branches after 1R, as noted previously^19^.) The rough estimate of a 10-million-year interval between the alpha–beta split and 2R_JV_ allo-tetraploidy is based on analogy with recent vertebrate allo-tetraploidies in frogs and goldfish. Cyclostome hexaploidization 2R_CY_ is shown as a two-step process culminating in the hybridization of diploid and tetraploid stem cyclostomes (orange starburst). This scenario follows the recent model of hexaploidy in sturgeon in which auto-tetraploids and diploid species coexist and hybridize^48^. In this scenario, the earliest divergences among cyclostome paralogues occurs around 511 Ma when the diploid and future tetraploid lineages split, which could be coincident with the early tetraploidization itself. Homoeologous recombination (shown as orange shading) is largely complete by around 493 Ma, defining a second peak in paralogue divergence (horizontal orange rectangle). Not shown is ongoing homoeologous recombination in CLGB which continues into the stem hagfish and lamprey lineages, as discussed further in the main text.

**Extended Data Fig. 6:**
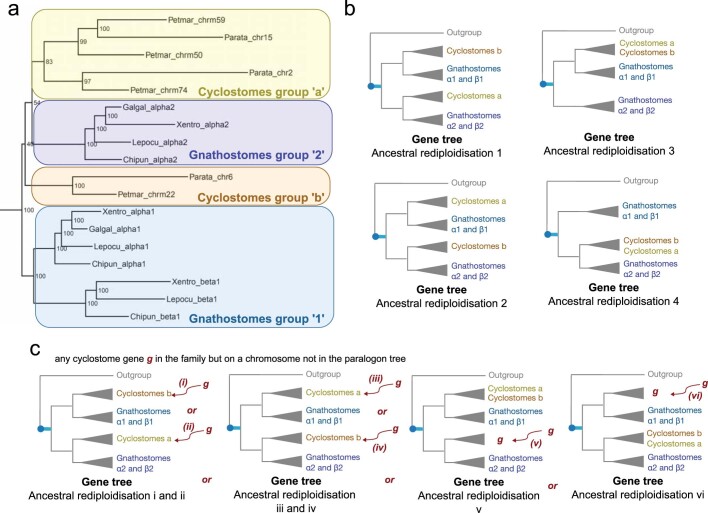
Method for construction of post-1R ancestral rediploidization constrained gene-tree topologies, using CLGM as an example. **a**, Gnathostome 1R 1 and 1R 2 copies can be confidently identified and serve as a skeleton to build ancestral rediploidization tree topologies (blue-purple groups). Hagfish and lamprey chromosomes confidently grouped in a clade from the CLGM paralogon tree are defined as potential 1R-derived paralogons (yellow-orange groups) and kept together in the constrained ancestral rediploidization tree topology (see **b**). All sets of cyclostome chromosomes that were kept together for other CLGs are indicated in Supplementary Table 5. **b**, Possible groupings of hagfish and lamprey genes with gnathostome genes based on their chromosomal location, following 1R ancestral rediploidization. **c**. Genes located on hagfish and lamprey chromosomes that are not considered in the reconstructed paralogon tree (due to low representation because of small-scale rearrangements displacing them on different chromosomes) can each be placed on either side of the duplication in the absence of any prior information. In the presented scenario, this results in six different possible ancestral rediploidization (i to vi) constrained tree topologies. Only topologies with a maximum of three lamprey genes and three hagfish genes on each side of the 1R are permitted, to remove possibly confounding effects of complex multicopy gene families.

**Extended Data Fig. 7:**
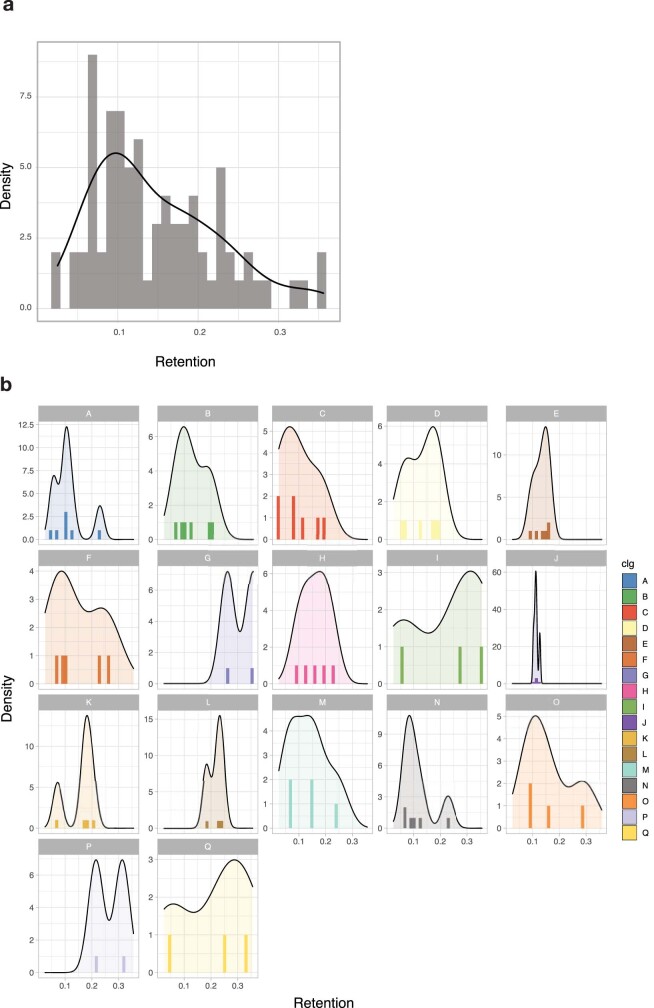
Orthologue retention rates after 2R_CY_. Retention is computed for each *P. marinus* chromosomal segment derived from a single CLG as the fraction of orthologues maintained on the segment in a comparison with the total number of orthologues for the same CLG in *Branchiostoma floridae*. **a**, Distribution of retention rates plotted for all CLGs. **b**, Distribution of retention rates plotted for each CLG. These distributions are not distinctly bimodal, in contrast to the finding for 2R_JV_^19^. Lamprey is used because it more closely preserves ancestral cyclostome state, as proposed previously^20^.

**Extended Data Fig. 8:**
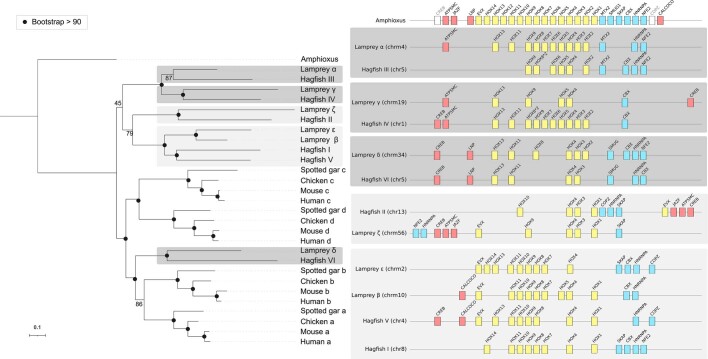
Phylogeny of the Hox clusters on the basis of a concatenation of Hox genes and bystanders. Left, phylogeny of the Hox clusters, with node bootstrap support. One-to-one orthologies for gnathostome clusters are well-supported, similarly for cyclostome clusters with the exception of hagfish V-I and lamprey β-ε. Dark grey boxes highlight cyclostomes clusters that are expected to be orthologous to gnathostome clusters A/B based on chromosomal orthology (Fig. 3d), similarly light grey boxes are for expected orthologs to gnathostome clusters C/D. Right, schematic representation of cyclostome and gnathostome Hox clusters. Hox genes are shown as yellow boxes, 5’ bystanders as red boxes and 3’ bystanders as blue boxes. The order of genes reflects the actual arrangement of genes in each species.

**Extended Data Fig. 9:**
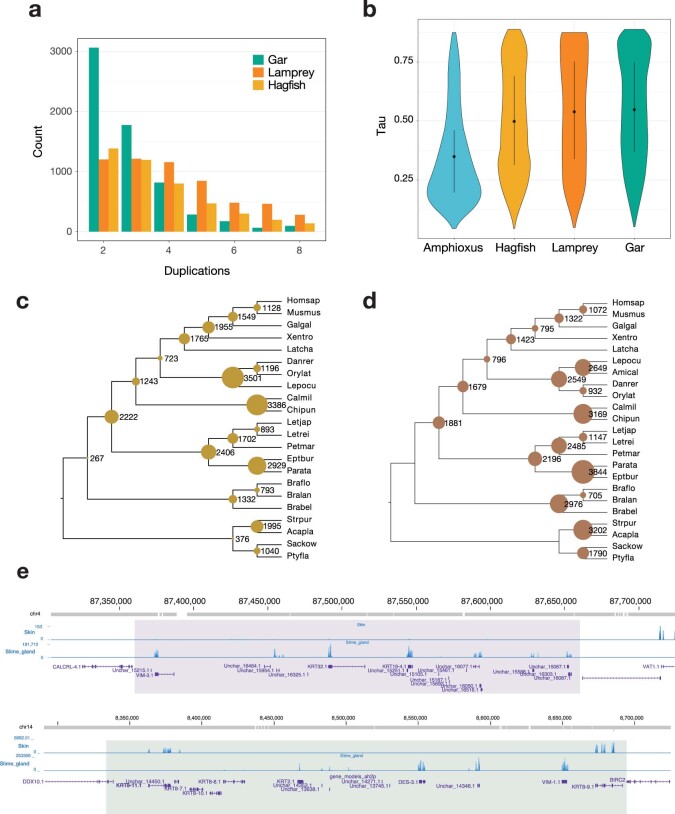
Evolution of duplicated genes and gene families in hagfish. **a**, Counts of gene families containing the specified number of retained paralogues in gar, lamprey (*P. marinus*) and hagfish (*E. atami*). **b**, Comparison of the tissue-specificity of gene expression (tau index) for ohnologue gene families in lampreys, hagfish, gar and the (unduplicated) amphioxus outgroup (Methods). The distribution of the maximal tau value for each gene family is shown. **c**, Node-specific gene loss events inferred by GeneRax in a species–gene tree reconciliation framework (Methods). Species labels are specified in Supplementary Table 8. **d**, Loss of Panther families across deuterostomes species inferred as the most parsimonious events from gene-family composition. **e**, Genome structure of the two clusters of expanded keratin genes, with mRNA expression in slime gland and skin (blue track).

**Extended Data Fig. 10:**
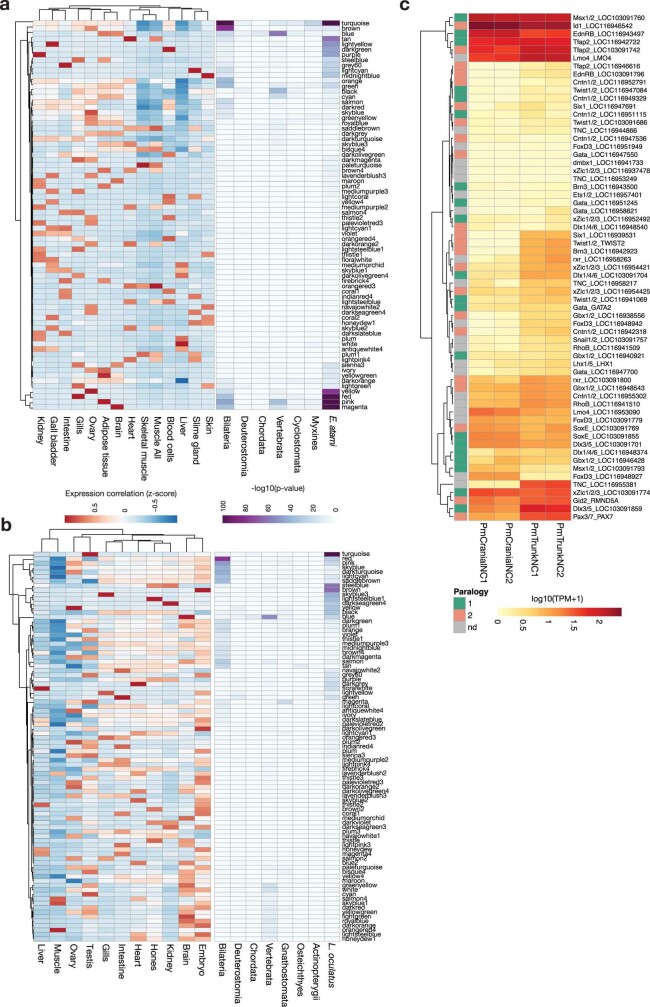
Gene expression and gene duplications in vertebrates. **a**,**b**, Weighted gene co-expression network analysis (WGCNA) among organs for hagfish (**a**) and gar (**b**). Each row corresponds to a WGCNA cluster (with an arbitrary colour name) and its expression specificity is shown in selected tissues on the left (**a**, hagfish, **b**, gar). The enrichment of gene duplicated at successive phylogenetic nodes in each WGCNA cluster is indicated on the right as the p-value (-log10) of hypergeometric tests. A significant enrichment is observed in gene with strong neural expression (brain, blue cluster). **c**, Expression of selected paralogues involved in neural crest specification and migration in cranial and trunk neural crest tissues from lamprey *P. marinus*. RNA-seq data from a previous study^56^ was quantified using the latest version of the lamprey genome and RefSeq annotation (kPetMar1). For each gene family, all paralogues derived from the vertebrate polyploidization event (1R_V_ and 2R_CY_) are considered and classified (see Supplementary Tables 9 and 10). As denoted in inset, 1 (green cells) and 2 (pink cells) refer to the two original paralog branches derived from 1R_V_ (see main Fig. 4a). Grey groups could not be definitively assigned.

**Extended Data Fig. 11:**
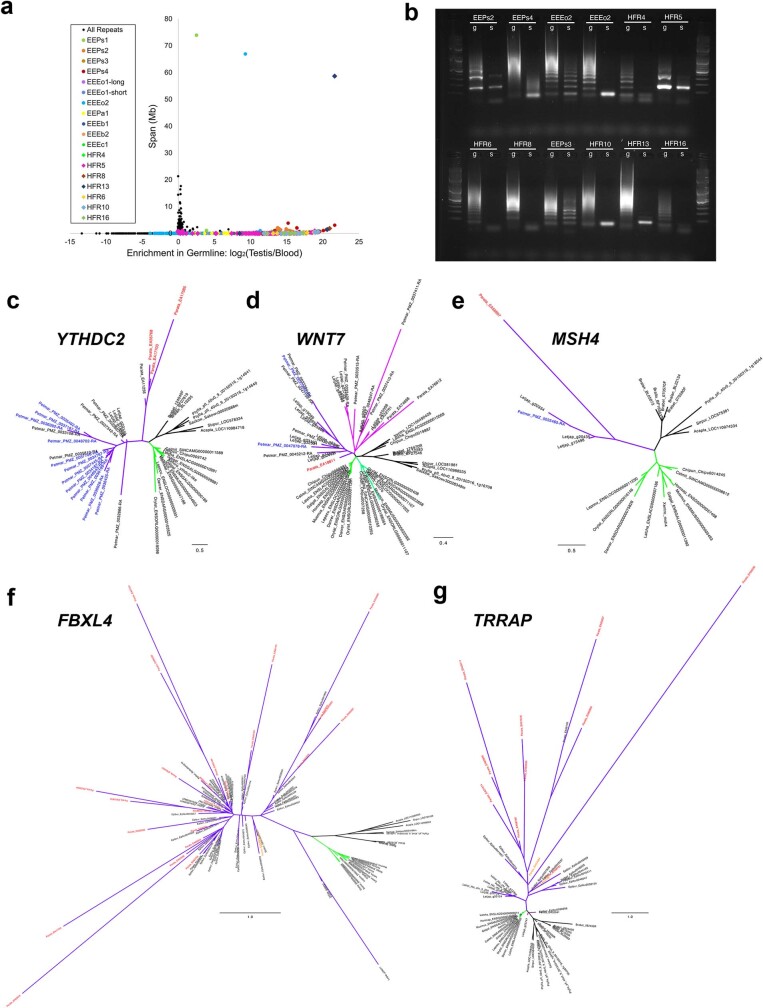
Eliminated genes and repeats identified in the hagfish genome. **a**, Plot showing the degree of germline enrichment and estimated span of all predicted repetitive elements. Previously identified elements^30,33^ are highlighted by coloured circles and new high-copy elements are highlighted by coloured diamonds. **b**, PCR validation illustrating germline enrichment and tandem repetition of predicted satellite elements. g: germline (testes) DNA used as template, s: somatic (blood) DNA used as template. **c**–**e**, Gene trees for homologues that are eliminated in both lamprey and hagfish. Gnathostome clades are highlighted in shades of green and cyclostome clades are highlighted in shades of purple. Individual germline-specific genes are highlighted in red (hagfish) or blue (lamprey). **c**, Tree for YTHCD2 homologues. **d**, Tree for WNT7 homologues. **e**, Tree for MSH4 homologues. **f**,**g**, Gene trees for homologues that are highly duplicated in hagfish. Gnathostome clades are highlighted in shades of green and cyclostome clades are highlighted in shades of purple. Individual germline-specific genes are highlighted in red. **f**, Tree for *FBXL4* homologues. **g**, Tree for *TRRAP* homologues.

**Extended Data Fig. 12:**
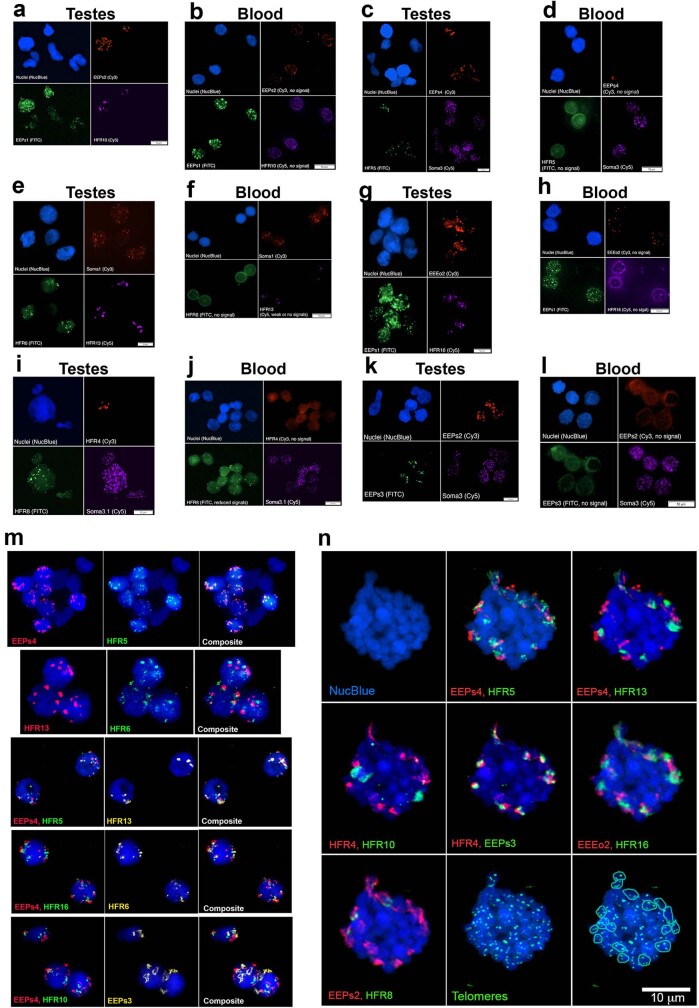
FISH of repeats to germline and somatic interphase nuclei. Nuclei are labelled with the DNA stain NucBlue (blue) and for all panels labelled “no signal” fluorescence images are overexposed to both show background signal and aid in confirming the location of nuclei in those images. **a**,**b**, Germline enriched EEPs2 (red) and HFR10 (magenta), and the somatic repeat EEPs1 (green) are hybridized to nuclei isolated from **a**, germline: testes and **b**, soma: blood. **c**,**d**, Germline enriched repeats EEPs4 (red) and HFR5 (green), and the somatic repeat Soma3 (magenta) are hybridized to nuclei isolated from **c**, germline: testes and **d**, soma: blood. **e**,**f**, Germline enriched repeats HFR13 (magenta) and HFR6 (green), and the somatic repeat Soma1 (red) are hybridized to nuclei isolated from **e**, germline: testes and **f**, soma: blood. **g**,**h**, Germline enriched repeats EEEo2 (red) and HFR16 (magenta), and the somatic repeat EEPs1 (green) are hybridized to nuclei isolated from **g**, germline: testes and **h**, soma: blood. **i**,**j**, Germline enriched repeats HFR4 (red) and HFR8 (green), and the somatic repeat Soma3.1 (magenta) are hybridized to nuclei isolated from **i**, germline: testes and **j**, soma: blood. **k**,**l**, Germline enriched repeats EEPs2 (red) and EEPs3 (green), and the somatic repeat Soma3 (magenta) are hybridized to nuclei isolated from **k**, germline: testes and **l**, soma: blood. **m**,**n**, In situ Hybridization of probes for ten germline-enriched satellite sequences. **m**, Probes are hybridized to germline interphase nuclei. **n**, Probes are hybridized to germline interphase nuclei. The location of hybridization signals for telomere probes and approximate bounds of 18 germline-specific dyads, corresponding to nine distinct germline-specific chromosomes. For all images, pairs of repeats are shown to aid in visualizing the relative location of individual probes.

## Data Availability

Raw and processed sequences have been deposited in the NCBI Sequence Read Archive (SRA) (PRJNA953751) and Gene Expression Omnibus (GEO) (GSE230176). The RNA-seq data for *M. glutinosa* are available on the SRA (SRR25213276). The resequenced somatic tissues are also available on the SRA (blood, SRR24133795; testes, SRR24130678). RNA-seq datasets used for comparative analyses are publicly available for Japanese lamprey (PRJNA354821, PRJNA349779 and PRJNA312435), gar (PRJNA255881), amphioxus (PRJNA416977) and sea lamprey (PRJNA497902). The read data are available at PRJNA953751. The genome and its annotation are also deposited in zenodo: https://zenodo.org/records/10227719. Source data are provided with this paper.

## Code availability

The code used is available at https://github.com/fmarletaz/hagfish.

# Supplementary material for: The hagfish genome and the evolution of vertebrates
**Source:** Nature. 2024 Jan 23;627(8005):811–20. doi: 10.1038/s41586-024-07070-3

Supplementary information

**The hagfish genome and the evolution of
vertebrates**

In the format provided by the
authors and unedited

Supplementary Note 1. Phylogenomics and support of cyclostomes

While many shared characteristics between lamprey and hagfish prompted to associate them in a cyclostome clade¹, more rigorous cladistic morphological analyses incorporating fossil evidence later questioned the validity of this clade². Cyclostome monophyly has been supported by 18S and 28S since their use in phylogenetic analysis became prominent in the 1990s³⁻⁵. Analysis of mitochondrial DNA also supported the same topology^{6,7}. Later, the availability of transcriptomic data through EST sequencing or RNA-seq has promoted multigene phylogenies, which provides enhanced phylogenetic signal and limits long-branch attraction problems. Phylogenomic studies also confirmed the monophyly of cyclostomes⁸⁻¹². The examination of microRNA complement also provided support for the monophyly of cyclostomes¹³, but the amenability of this character was later questioned because of the possibility of homoplasy¹⁴. Recently, discovery of a new hagfish fossil refined the interpretation of hagfish characters and provided morphological evidence for the monophyly of cyclostomes¹⁵. However, these studies did not account for some potential issues affecting phylogenetic reconstruction:

- I. The occurrence of multiple rounds of whole genome duplication in cyclostomes, of which two are independent from gnathostomes, could make some of the single-copy orthologous defined using gnathostome genomes prone to paralogue issues, such as persistence of duplicates, or hidden paralogy with independent losses¹⁶. Even if such problems are difficult to deal with, we suggest that performing a *de novo* orthology reconstruction applying an established and robust method (OMA) to a set of proteome including two lamprey and one hagfish could help limit such problems¹⁷.
- II. Lampreys and hagfish show an increased evolutionary rate compared to other vertebrates, and the closest vertebrate outgroup, tunicates is also very fast evolving, which altogether creates a context prone to long-branch attraction. To tackle long-branch attraction, enhanced taxonomic sampling is essential, but also applying the most parameter rich site-heterogenous models. Notably, most existing phylogenetic analyses were performed with only one representative of lamprey (*Petromyzon marinus*) and one of hagfish (*Eptatretus burgeri*) and only employed CAT+Poisson model and not CAT+GTR which is more computational intensive but also provided better results in resolving animal phylogeny¹⁸.
- III. Recently, it was also demonstrated that composition differences between lineages can have an adverse effect on phylogenetic reconstruction, even when amino-acid are employed¹⁹. A possible solution is amino-acid recoding in broader functional categories (e.g. Dayhoff 6 categories). As lamprey (and to a lesser extent hagfish) were known to be GC-rich genomes, we appreciated that composition could be an important confounding factor in promoting cyclostome monophyly that deserved to be examined^{11,20}.

In order to address these issues in the light of the hagfish genome, we constructed a set of 1447 orthologous genes (~eight-fold more than previously analysed) by applying OMA to selected genomes. These phylogenetic markers were then extracted from a set of transcriptomes gathering the largest taxonomic sampling ever considered for both hagfishes and lampreys. Notably, we included both representatives of the Pacific (genus *Eptatretus*) and Atlantic (genus *Myxine*) hagfishes, as well as for lampreys, representative of the genus *Mordacia* and *Geotria*, which are early diverging lamprey lineages. Cyclostome monophyly was recovered, first with a partitioned analysis of all genes

using maximum likelihood (**Extended Data Fig. 2a**), then by selecting a subset of orthologous genes (176) showing the lowest saturation levels, and applying the site-heterogeneous model CAT+GTR (**Extended Data Fig. 2b**). Finally, we employed six-category amino-acid recoding to alleviate compositional bias, which still supports cyclostome monophyly (**Extended Data Fig. 2c**). Posterior predictive tests (**Extended Data Fig. 2d**) indicate that recoding strongly enhances model adequacy regarding compositional heterogeneity.

Supplementary Note 2: 18 ancestral chordate/proto-vertebrate linkage groups

Historically there has been persistent confusion around the reconstruction of ancestral (“proto”) vertebrate chromosomes based on comparative genomics^{21–27}. This has been resolved with the advent of chromosome-scale genome sequences for amphioxus, lamprey, and diverse invertebrates leading to a consensus^{25,26} of 18 ancestral chordate or proto-vertebrate linkage groups. (These are often colloquially referred to as “ancestral chromosomes” but may represent ancestral chromosome arms.)

Here we use the 18 ancestral stem-vertebrate linkage groups previously defined by ref. ²⁶ based on a comprehensive analysis of bilaterian chromosome evolution, including multiple outgroups. These units were designated as A1, A2, and B-Q, which is the terminology that we adopt here. The use of multiple outgroups in this analysis makes this a definitive and stable reconstruction of these stem-vertebrate linkage groups.

These 18 linkage groups are in one-to-one correspondence with the 18 “proto-vertebrate chromosomes” (“Pvcs”) of ref. ²⁵. In particular CLGs B-Q the same as Pvcs 1-16 of ref. ²⁵ (as noted in the Supplementary Note 3.1.2 and Supplementary Table 9 of ²⁵). These groups were previously described in ref. ²⁴, and are in 1:1 correspondence with early analyses based on sub-chromosomal assemblies of amphioxus²⁷.

The remaining two stem-vertebrate linkage groups A1 and A2 of ref. ²⁶ were derived from CLGA of ref. ²⁴ based on the finding that these two groups are consistently (and therefore ancestrally) separate in multiple other bilaterians but are fused-and-mixed in amphioxus. The distinctness of these two groups on the vertebrate stem was first recognized by ref. ²⁵ based on comparative analysis including lamprey genomes. A1 and A2 of ref. ²⁴ correspond to Pvc17 and Pvc18 of ref. ²⁵, respectively. This is evident, for example, from comparisons to scallop chromosomes used in these two studies. (Please note that in Figure 2 of ref. ²⁵, 18 groupings of amphioxus (sub-chromosomal) scaffolds are shown, following a clustering approach similar to ref. ²⁷. These groupings are not chromosomes, and relationship between these clusters of scaffolds and the 19 chromosomes of amphioxus is discussed in ref. ²⁴. Similar considerations hold for the clustering of *Trichoplax* scaffolds shown in that figure, which correspond to scaffold clusters following ref. ²⁸ and do not represent chromosomes.)

Finally, the relatively small ancestral linkage group A2 (or Pvc18) has several anomalous properties, as noted in ref. ²⁵. It is (1) poorly represented in gnathostomes (2) could not be segmented by their method due to extensive fragmentation in lampreys, and (3) was excluded from their analysis of lamprey hexaploidy. The absence of consistently linked genes from A2 in gnathostomes prevented us from including this linkage group in our molecular phylogenetic analysis of paralogs. Thus

although there are 18 ancestral stem-vertebrate linkage groups, we report only 17 paralogon trees (A1 and B-Q).

Supplementary Note 3: Identification, quantification and validation of germline-enriched repeats

Among vertebrates, hagfish were the first species recognized as undergoing programmed DNA elimination^{29–35} and early studies identified a large number of satellite repetitive elements that are highly enriched within the germline-specific chromosomes/regions and represent a large fraction of eliminated chromatin across hagfish species^{36–39}. While the process of somatic DNA elimination has been described in lamprey embryos^{29–35}, it has not been studied in hagfish due to the relative inaccessibility of early stage embryos. Analyses from lampreys suggest that programmed DNA elimination acts to repress the somatic expression of genes related to germline/pluripotency functions, and may partially resolve fundamental genetic conflicts between germline and soma^{32–35}.

To identify and quantify germline-enriched repeats, we compared DNA sequences from soma (blood) and germline (testes) that were sampled from the same individual to identify repetitive sequences and quantify their abundance in testes vs blood (**Methods**). In both hagfish and lamprey, the somatically eliminated chromosomes contain large numbers of highly repetitive satellite sequences^{36–40} that are often not fully incorporated into genome assemblies and result in increased fragmentation of chromosomal assemblies for germline-specific regions⁴¹. We found that most germline-enriched repetitive elements belong to large repeat families consisting of highly similar (>%80 nucleic acid identity) sequences (**Fig. 5a,b, Extended Data Fig. 11m,n**). These include numerous novel repeat families as well as previously known germline-enriched satellite elements^{36–39}. PCR validation confirms the presence and germline-specificity of these satellite elements (**Methods**). FISH hybridization to testes and blood interphase nuclei further demonstrates that these repetitive elements are highly enriched in germline, and are arrayed in dense tandem clusters that are often physically linked, and distributed across several distinct germline-specific regions (i.e., chromosomes) (**Fig. 5c, Extended Data Fig. 11**). Among our newly identified germline-specific repeats is the most abundant germline element yet to be identified in *E. atami* (HFR13), a 67 bp tandem repeat that spans >128 Mb, or ~3.7% of the germline genome (>9% of the germline-specific fraction). In total, the dozen highly abundant and validated repeats reported above span more than 30% of the germline-specific fraction.

References

1. Duméril, A. M. C. *Dissertation sur la famille des poissons cyclostomes, pour démontrer leurs rapports avec les animaux sans vertèbres*. (Didot, 1812).
2. Janvier, P. The phylogeny of the Craniata, with particular reference to the significance of fossil “agnathans.” *J. Vert. Paleontol.* **1**, 121–159 (1981).
3. Mallatt, J. & Sullivan, J. 28S and 18S rDNA sequences support the monophyly of lampreys and hagfishes. *Mol.*

Biol. Evol. **15**, 1706–1718 (1998).

4. Kuraku, S., Hoshiyama, D., Katoh, K., Suga, H. & Miyata, T. Monophyly of Lampreys and Hagfishes Supported by Nuclear DNA-Coded Genes. *J. Mol. Evol.* **49**, 729–735 (1999).
5. Stock, D. W. & Whitt, G. S. Evidence from 18S ribosomal RNA sequences that lampreys and hagfishes form a natural group. *Science* **257**, 787–789 (1992).
6. Delarbre, C., Gallut, C., Barriel, V., Janvier, P. & Gachelin, G. Complete Mitochondrial DNA of the Hagfish, *Eptatretus burgeri*: The Comparative Analysis of Mitochondrial DNA Sequences Strongly Supports the Cyclostome Monophyly. *Mol. Phylogenet. Evol.* **22**, 184–192 (2002).
7. Rasmussen, A. S., Janke, A. & Arnason, U. The mitochondrial DNA molecule of the hagfish (*Myxine glutinosa*) and vertebrate phylogeny. *J. Mol. Evol.* **46**, 382–388 (1998).
8. Takezaki, N., Figueroa, F., Zaleska-Rutczynska, Z. & Klein, J. Molecular phylogeny of early vertebrates: monophyly of the agnathans as revealed by sequences of 35 genes. *Mol. Biol. Evol.* **20**, 287–292 (2003).
9. Delsuc, F., Tsagkogeorga, G., Lartillot, N. & Philippe, H. Additional molecular support for the new chordate phylogeny. *Genesis* **46**, 592–604 (2008).
10. Delsuc, F., Brinkmann, H., Chourrout, D. & Philippe, H. Tunicates and not cephalochordates are the closest living relatives of vertebrates. *Nature* **439**, 965–968 (2006).
11. Kuraku, S. & Kuratani, S. Time scale for cyclostome evolution inferred with a phylogenetic diagnosis of hagfish and lamprey cDNA sequences. *Zoolog. Sci.* **23**, 1053–1064 (2006).
12. Blair, J. E. & Hedges, S. B. Molecular phylogeny and divergence times of deuterostome animals. *Mol. Biol. Evol.* **22**, 2275–2284 (2005).
13. Heimberg, A. M., Cowper-Sal-lari, R., Sémon, M., Donoghue, P. C. J. & Peterson, K. J. microRNAs reveal the interrelationships of hagfish, lampreys, and gnathostomes and the nature of the ancestral vertebrate. *Proc. Natl. Acad. Sci. U. S. A.* **107**, 19379–19383 (2010).
14. Thomson, R. C., Plachetzki, D. C., Mahler, D. L. & Moore, B. R. A critical appraisal of the use of microRNA data in phylogenetics. *Proceedings of the National Academy of Sciences* **111**, E3659–E3668 (2014).
15. Miyashita, T. *et al.* Hagfish from the Cretaceous Tethys Sea and a reconciliation of the morphological–molecular conflict in early vertebrate phylogeny. *Proc. Natl. Acad. Sci. U. S. A.* **116**, 2146–2151 (2019).
16. Kuraku, S., Meyer, A. & Kuratani, S. Timing of genome duplications relative to the origin of the vertebrates: did cyclostomes diverge before or after? *Mol. Biol. Evol.* **26**, 47–59 (2009).
17. Altenhoff, A. M. *et al.* OMA standalone: orthology inference among public and custom genomes and transcriptomes. *Genome Res.* **29**, 1152–1163 (2019).
18. Marlétaz, F., Peijnenburg, K. T. C. A., Goto, T., Satoh, N. & Rokhsar, D. S. A New Spiralian Phylogeny Places the Enigmatic Arrow Worms among Gnathiferans. *Curr. Biol.* **29**, 312–318.e3 (2019).
19. Feuda, R. *et al.* Improved Modeling of Compositional Heterogeneity Supports Sponges as Sister to All Other Animals. *Curr. Biol.* **27**, 3864–3870.e4 (2017).
20. Smith, J. J. *et al.* Sequencing of the sea lamprey (*Petromyzon marinus*) genome provides insights into vertebrate evolution. *Nat. Genet.* **45**, 415–21, 421e1–2 (2013).
21. Nakatani, Y., Takeda, H., Kohara, Y. & Morishita, S. Reconstruction of the vertebrate ancestral genome reveals dynamic genome reorganization in early vertebrates. *Genome Res.* **17**, 1254–1265 (2007).
22. Smith, J. J. & Keinath, M. C. The sea lamprey meiotic map improves resolution of ancient vertebrate genome duplications. *Genome Res.* **25**, 1081–1090 (2015).
23. Sacerdot, C., Louis, A., Bon, C., Berthelot, C. & Roest Crollius, H. Chromosome evolution at the origin of the ancestral vertebrate genome. *Genome Biol.* **19**, 166 (2018).
24. Simakov, O. *et al.* Deeply conserved synteny resolves early events in vertebrate evolution. *Nat Ecol Evol* **4**, 820–830 (2020).
25. Nakatani, Y. *et al.* Reconstruction of proto-vertebrate, proto-cyclostome and proto-gnathostome genomes provides new insights into early vertebrate evolution. *Nat. Commun.* **12**, 4489 (2021).
26. Simakov, O. *et al.* Deeply conserved synteny and the evolution of metazoan chromosomes. *Sci Adv* **8**, eabi5884 (2022).
27. Putnam, N. H. *et al.* The amphioxus genome and the evolution of the chordate karyotype. *Nature* **453**, 1064–1071 (2008).
28. Srivastava, M. *et al.* The Trichoplax genome and the nature of placozoans. *Nature* **454**, 955–960 (2008).

29. Kohno, S., Nakai, Y., Satoh, S., Yoshida, M. & Kobayashi, H. Chromosome elimination in the Japanese hagfish, *Eptatretus burgeri* (Agnatha, Cyclostomata). *Cytogenet. Cell Genet.* **41**, 209–214 (1986).
30. Nakai, Y. & Kohno, S. Elimination of the largest chromosome pair during differentiation into somatic cells in the Japanese hagfish, *Myxine garmani* (Cyclostomata, Agnatha). *Cytogenet. Genome Res.* **45**, 80–83 (1987).
31. Kohno, S.-I., Kubota, S. & Nakai, Y. Chromatin Diminution and Chromosome Elimination in Hagfishes. in *The Biology of Hagfishes* (eds. Jørgensen, J. M., Lomholt, J. P., Weber, R. E. & Malte, H.) 81–100 (Springer Netherlands, 1998). doi:10.1007/978-94-011-5834-3_6.
32. Smith, J. J., Antonacci, F., Eichler, E. E. & Amemiya, C. T. Programmed loss of millions of base pairs from a vertebrate genome. *Proc. Natl. Acad. Sci. U. S. A.* **106**, 11212–11217 (2009).
33. Smith, J. J., Baker, C., Eichler, E. E. & Amemiya, C. T. Genetic consequences of programmed genome rearrangement. *Curr. Biol.* **22**, 1524–1529 (2012).
34. Smith, J. J. *et al.* The sea lamprey germline genome provides insights into programmed genome rearrangement and vertebrate evolution. *Nat. Genet.* **50**, 270–277 (2018).
35. Bryant, S. A., Herdy, J. R., Amemiya, C. T. & Smith, J. J. Characterization of Somatic-ly-Eliminated Genes During Development of the Sea Lamprey (*Petromyzon marinus*). *Mol. Biol. Evol.* **33**, 2337–2344 (2016).
36. Kubota, S., Kuro-o, M., Mizuno, S. & Kohno, S. Germ line-restricted, highly repeated DNA sequences and their chromosomal localization in a Japanese hagfish (*Eptatretus okinoseanus*). *Chromosoma* **102**, 163–173 (1993).
37. Goto, Y., Kubota, S. & Kohno, S. Highly repetitive DNA sequences that are restricted to the germ line in the hagfish *Eptatretus cirrhatus*: a mosaic of eliminated elements. *Chromosoma* **107**, 17–32 (1998).
38. Nabeyama, M., Kubota, S. & Kohno, S.-I. Concerted Evolution of a Highly Repetitive DNA Family in Eptatretidae (Cyclostomata, Agnatha) Implies Specifically Differential Homogenization and Amplification Events in Their Germ Cells. *Journal of Molecular Evolution* vol. 50 154–169 Preprint at <https://doi.org/10.1007/s002399910017> (2000).
39. Kojima, N. F. *et al.* Whole chromosome elimination and chromosome terminus elimination both contribute to somatic differentiation in Taiwanese hagfish *Paramyxine sheni*. *Chromosome Res.* **18**, 383–400 (2010).
40. Timoshevskiy, V. A., Timoshevskaya, N. Y. & Smith, J. J. Germline-Specific Repetitive Elements in Programmatically Eliminated Chromosomes of the Sea Lamprey (*Petromyzon marinus*). *Genes* **10**, (2019).
41. Timoshevskaya, N. *et al.* An improved germline genome assembly for the sea lamprey *Petromyzon marinus* illuminates the evolution of germline-specific chromosomes. *Cell Rep.* **42**, 112263 (2023).

CLGA1

Duplication nodes

- 1R_V tetraploidization
- 2R_{JV} tetraploidization
- 2R_{CY} hexaploidization
- 2R_{CY} hexaploidization + loss

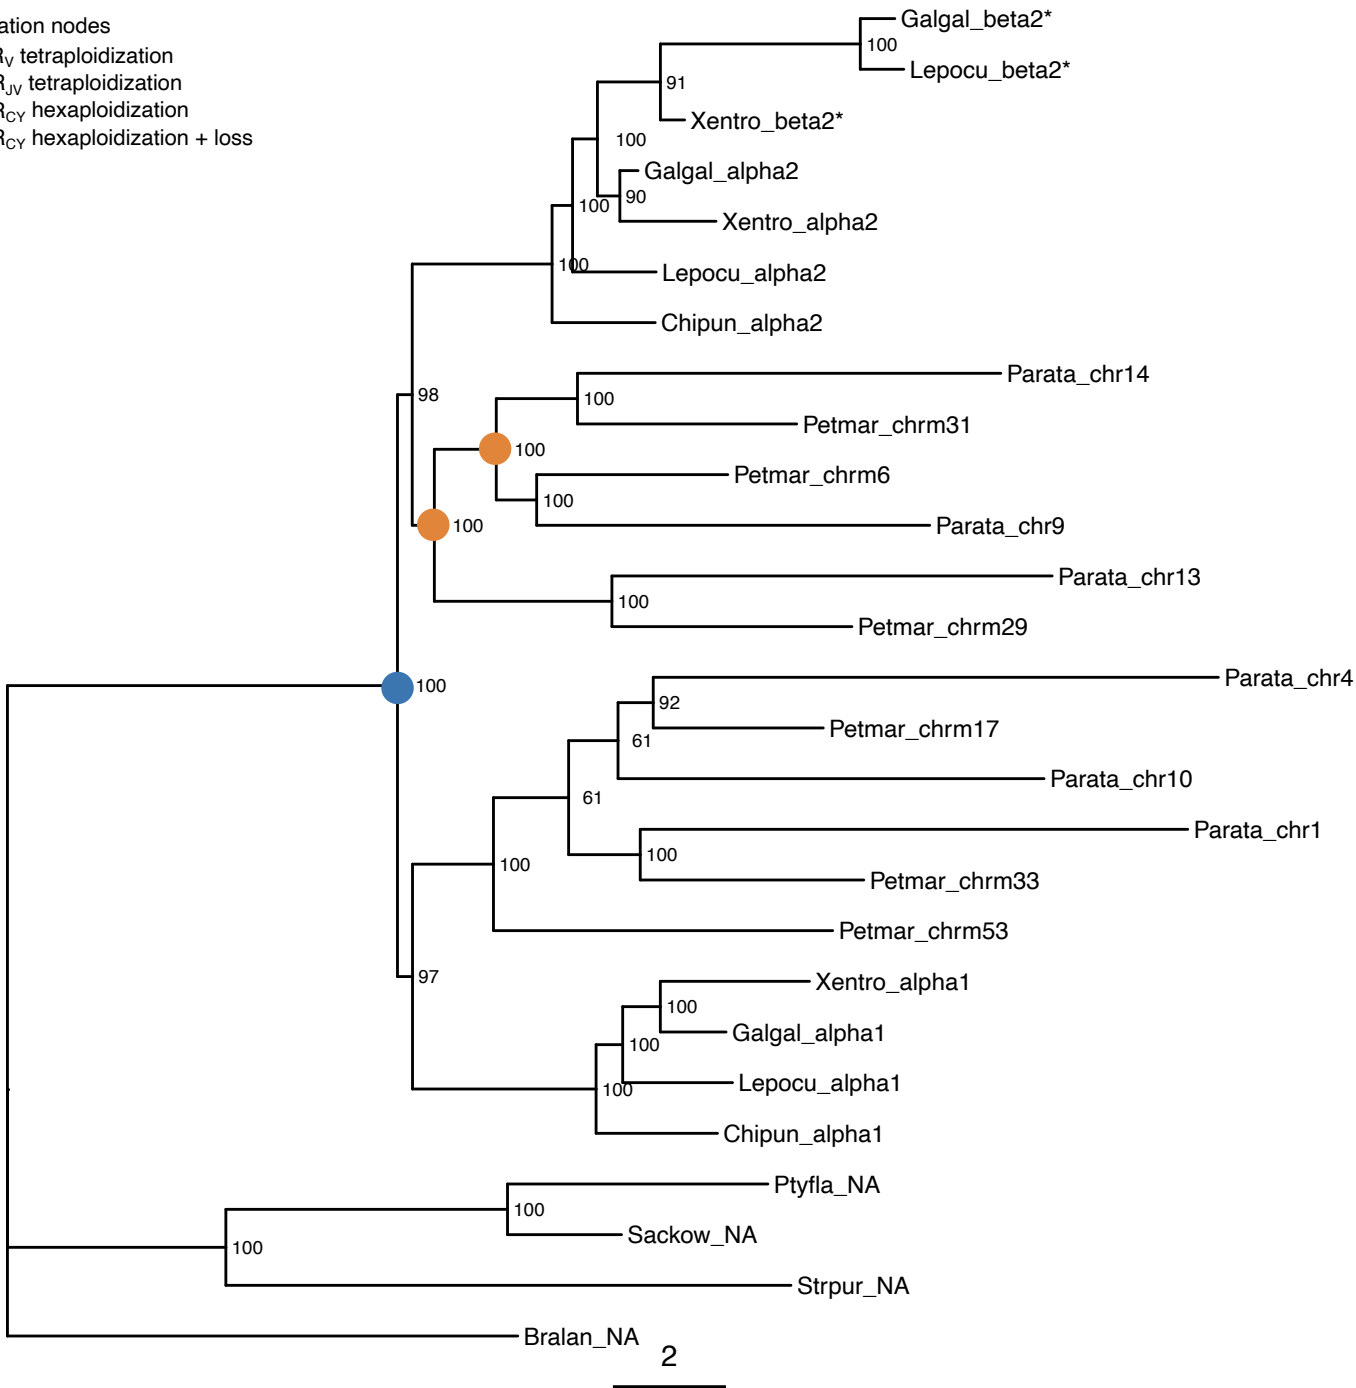

CLGB_C20.contree

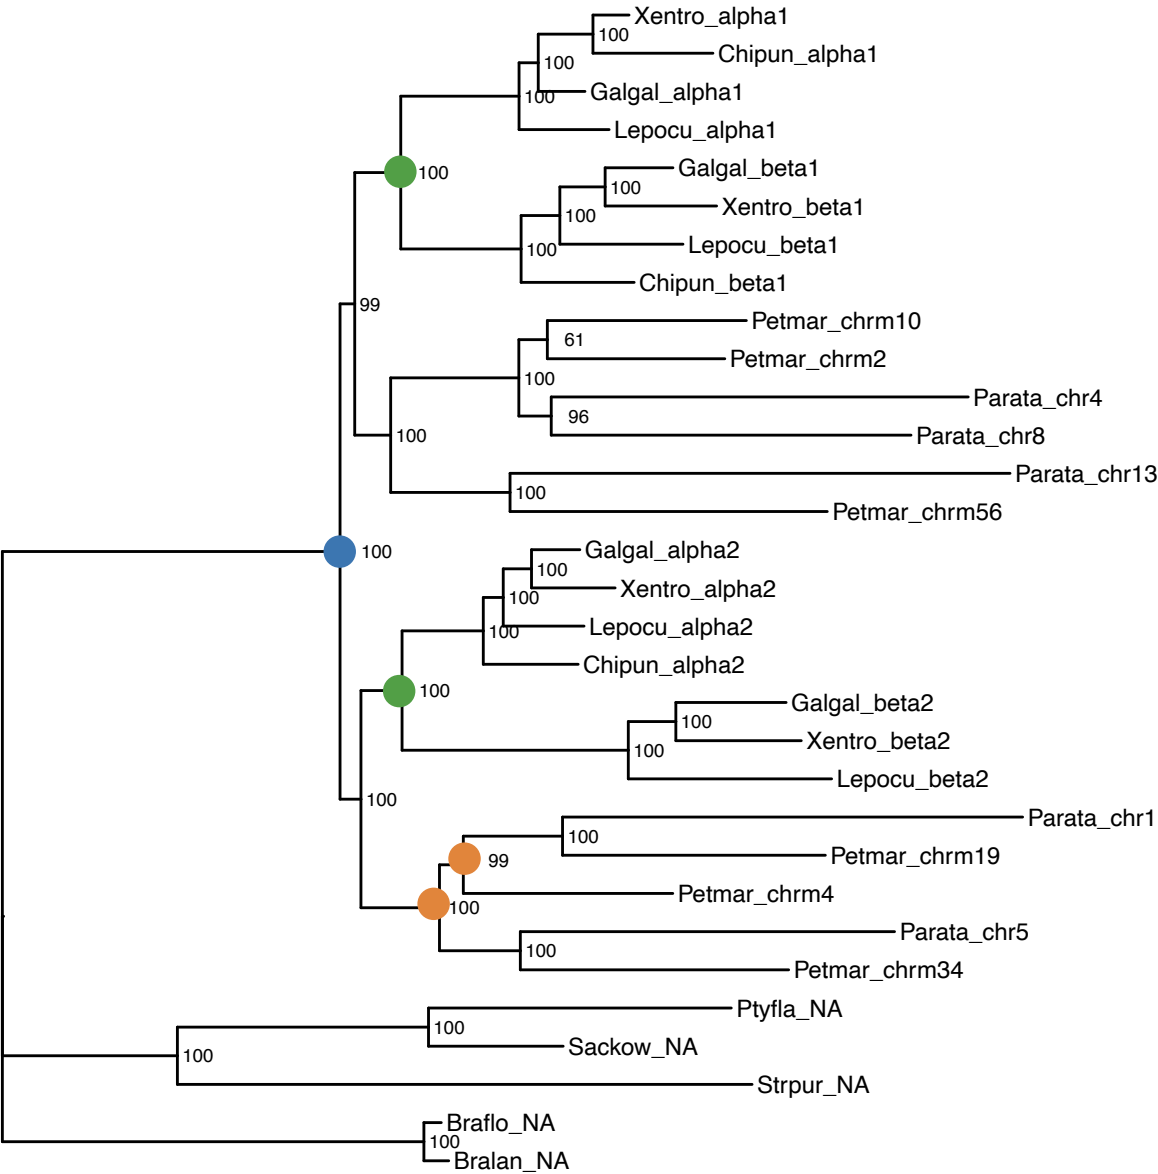

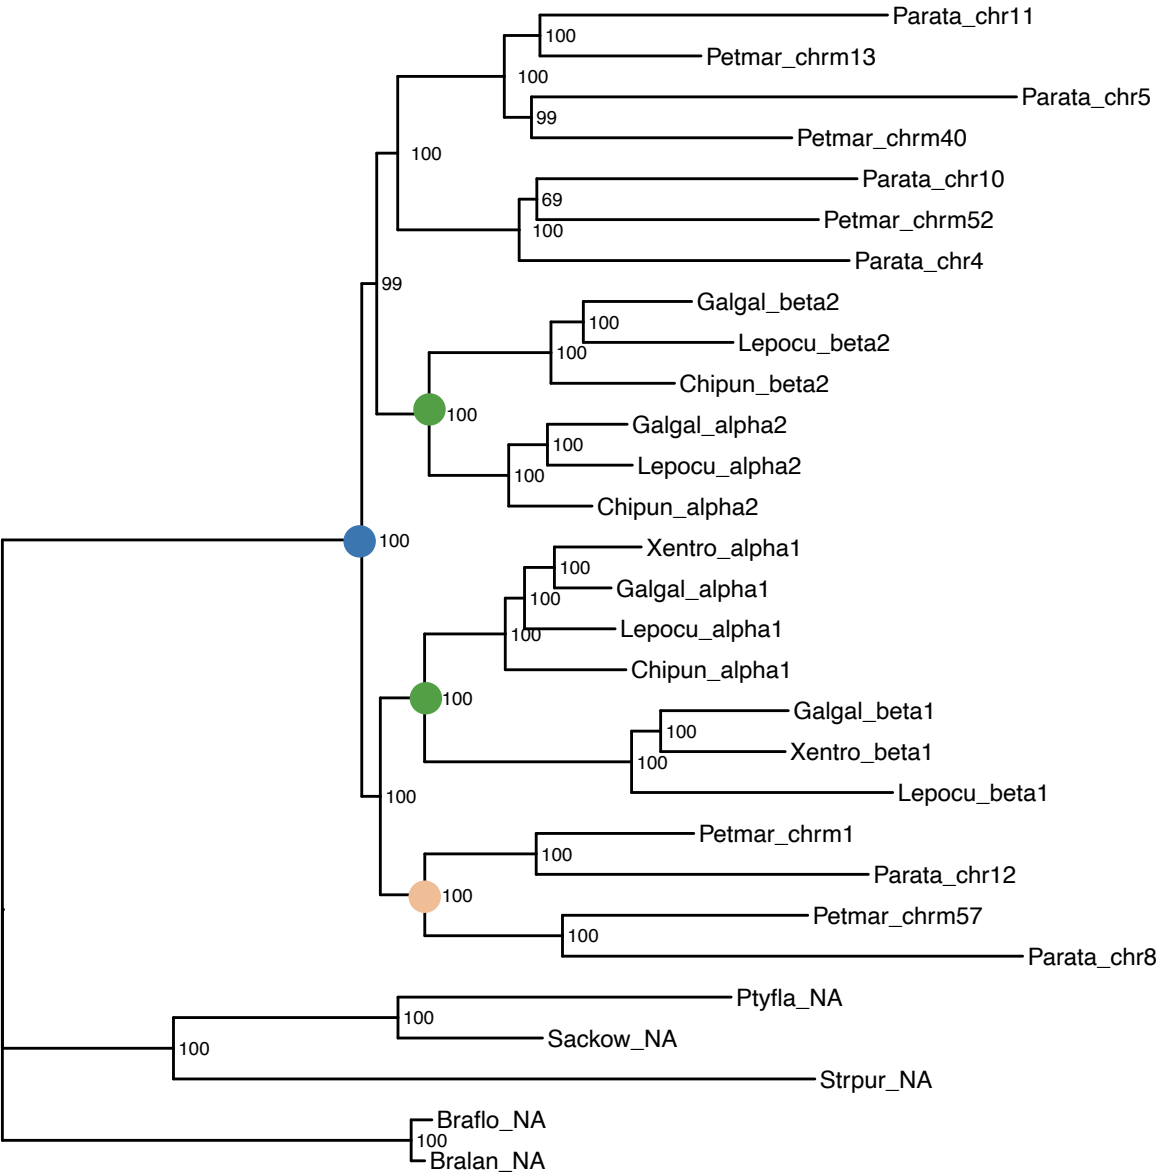

CLGD_C20.contree

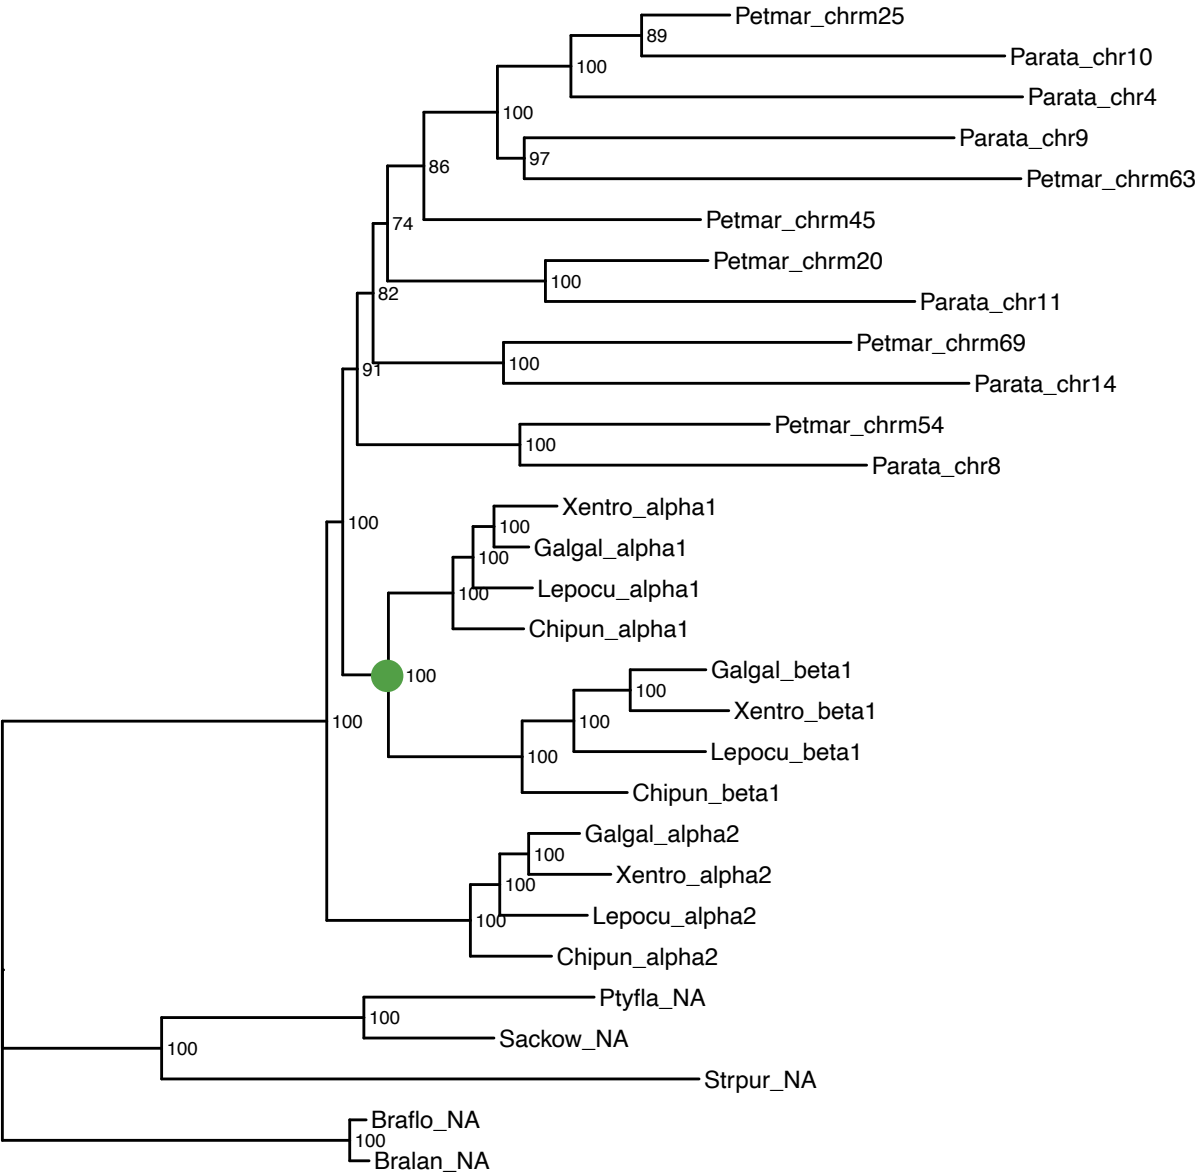

CLGE_C20.contree

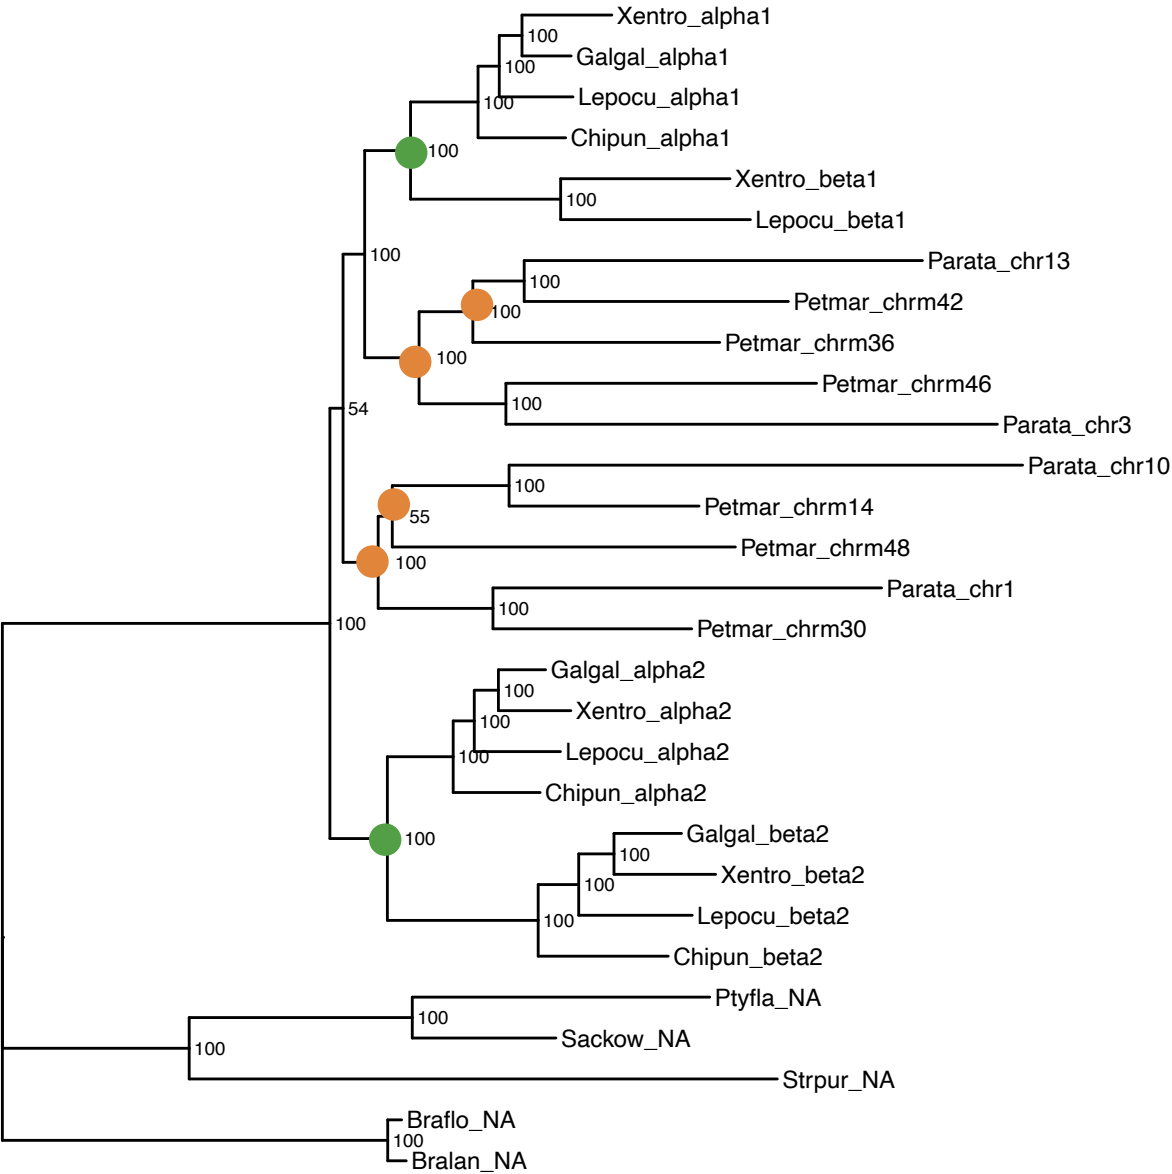

CLGF_C20.contree

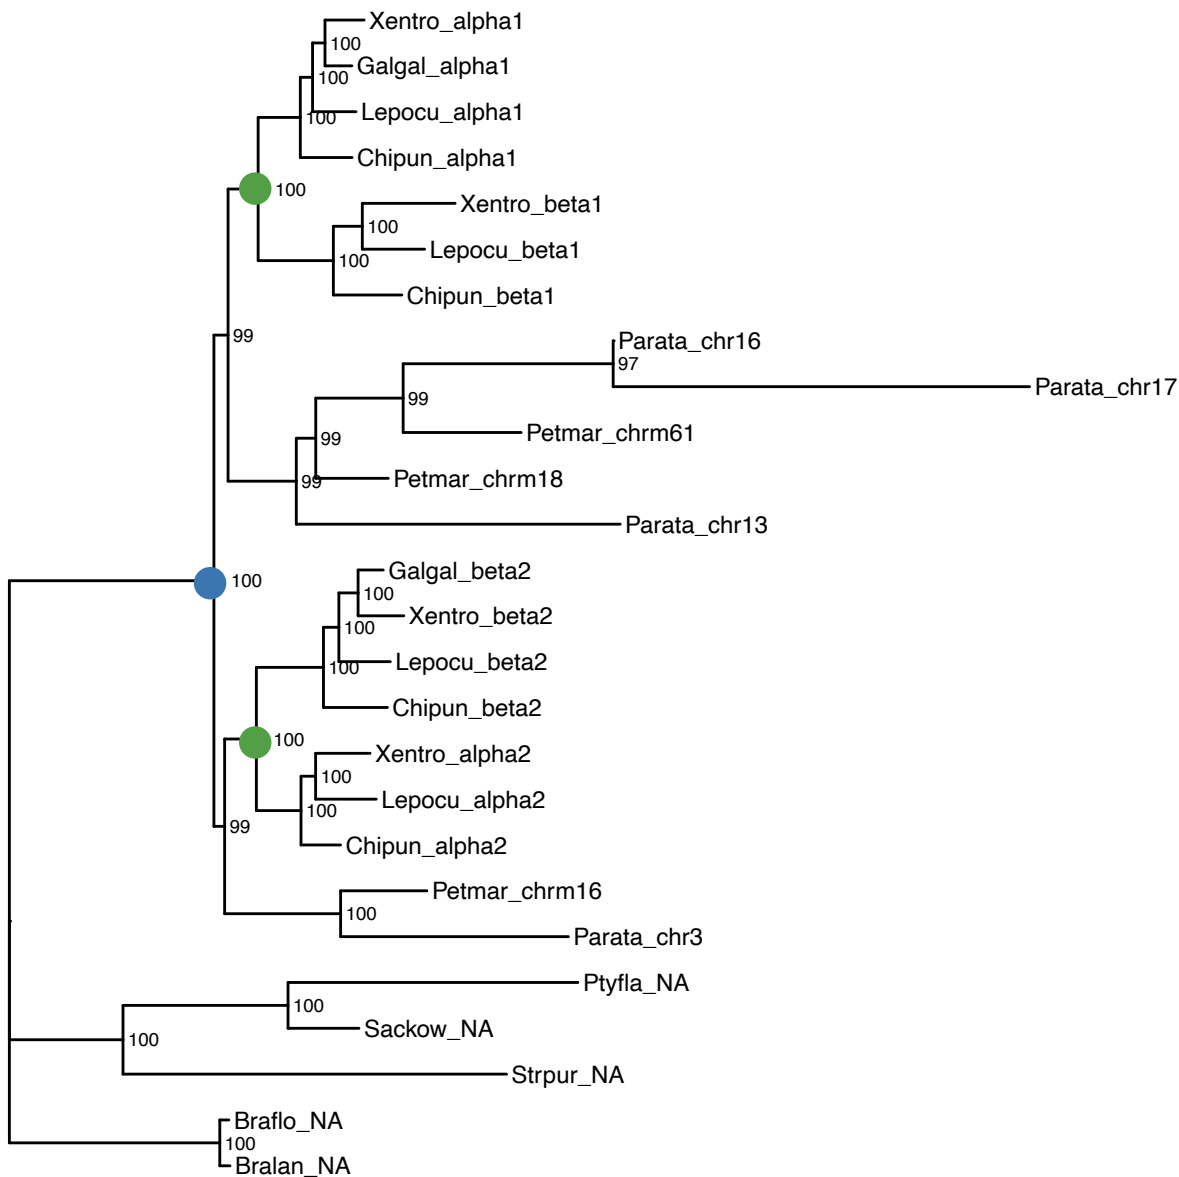

CLGG_C20.contree

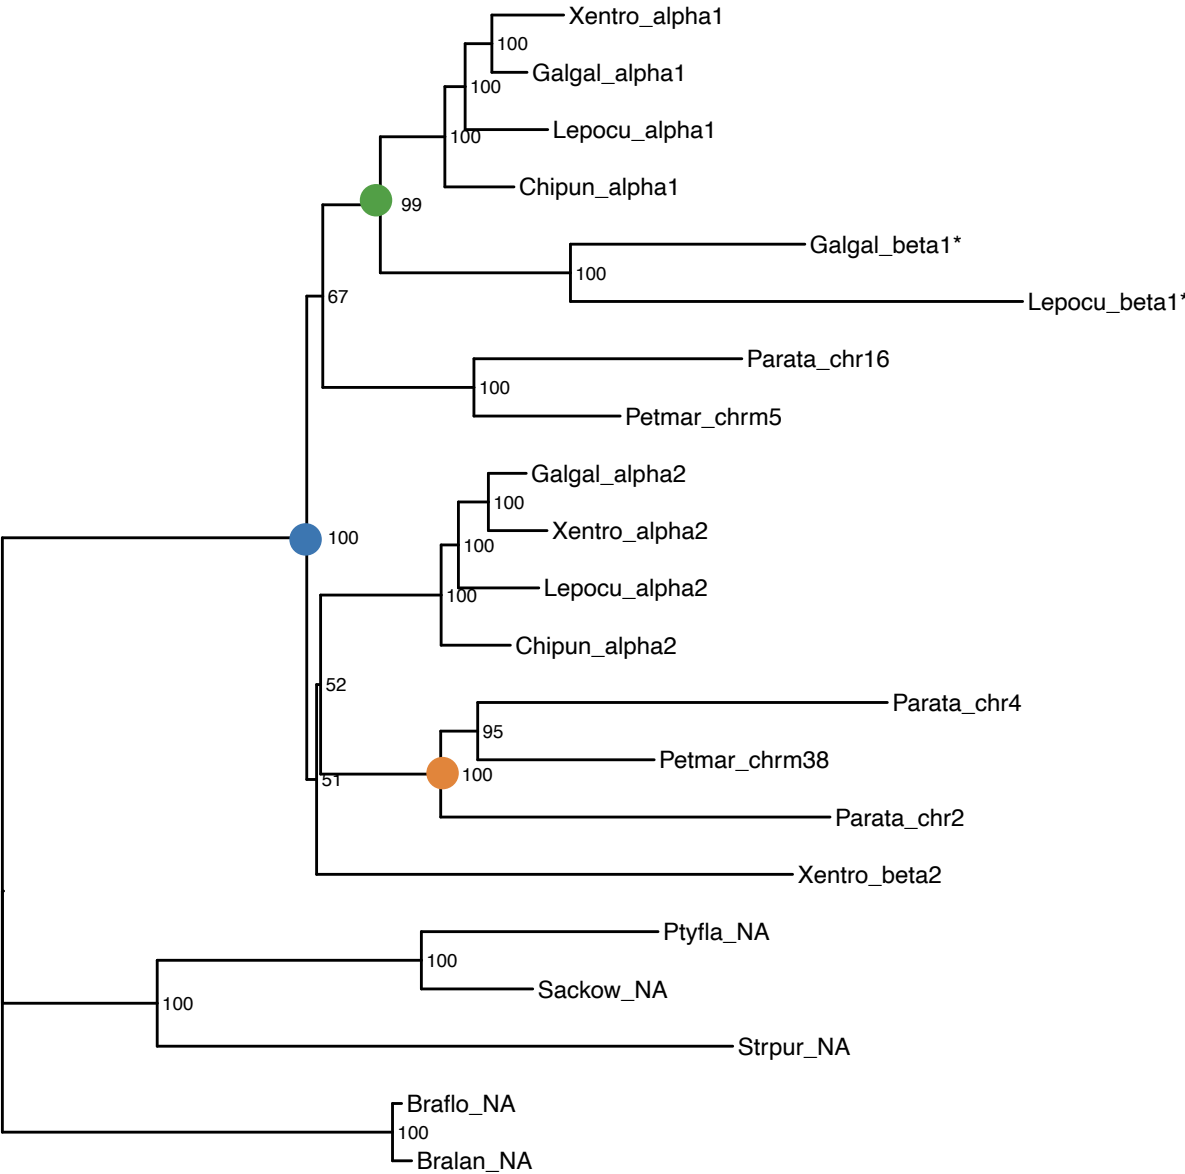

CLGH_C20.contree

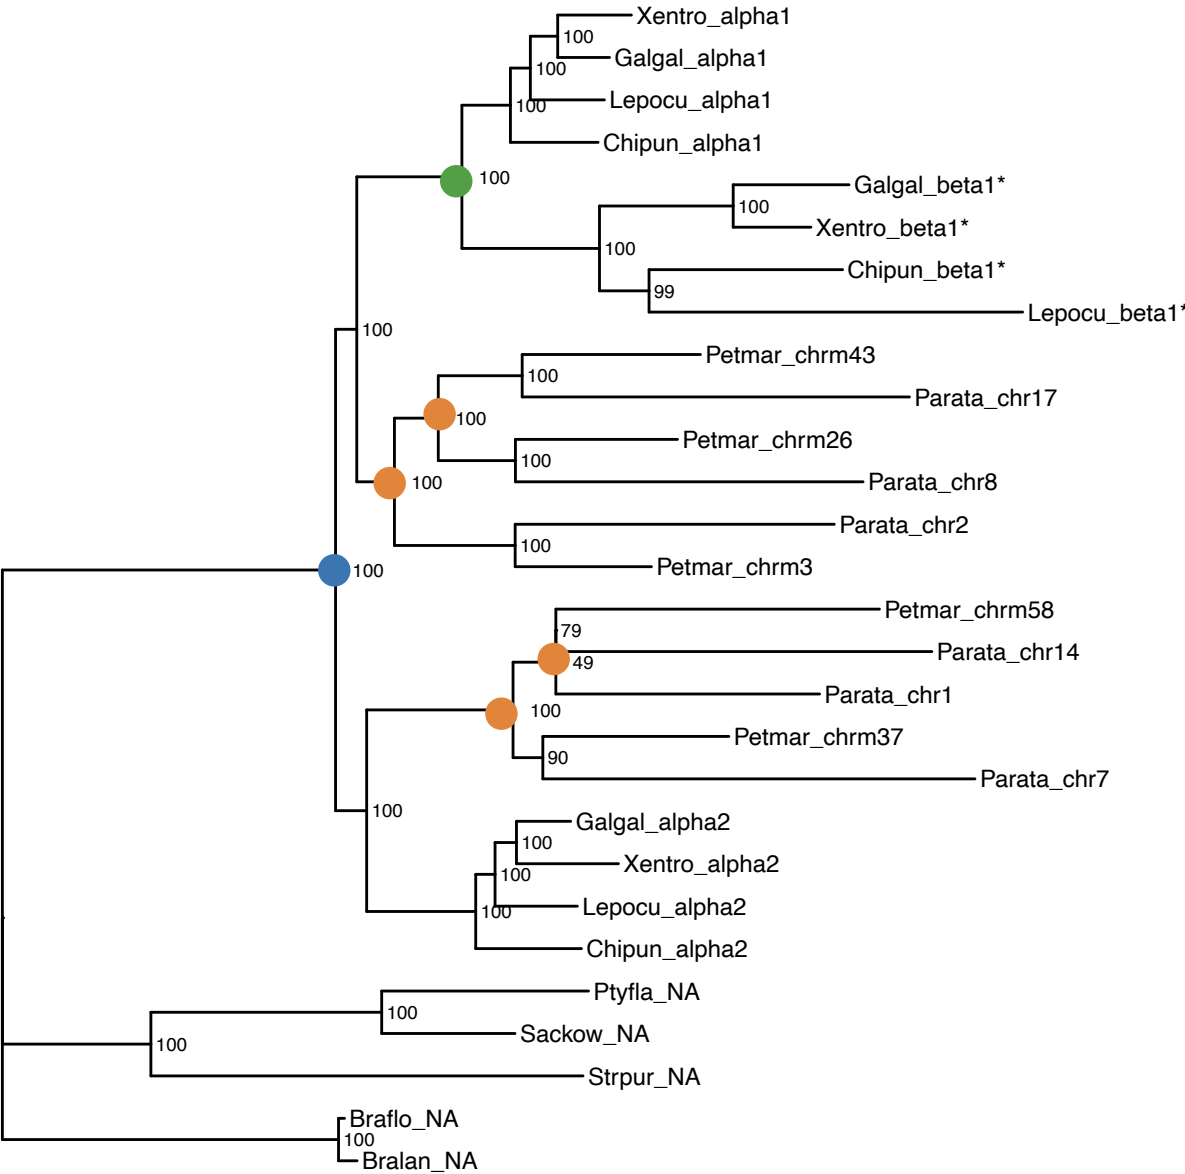

CLGI_C20.contree

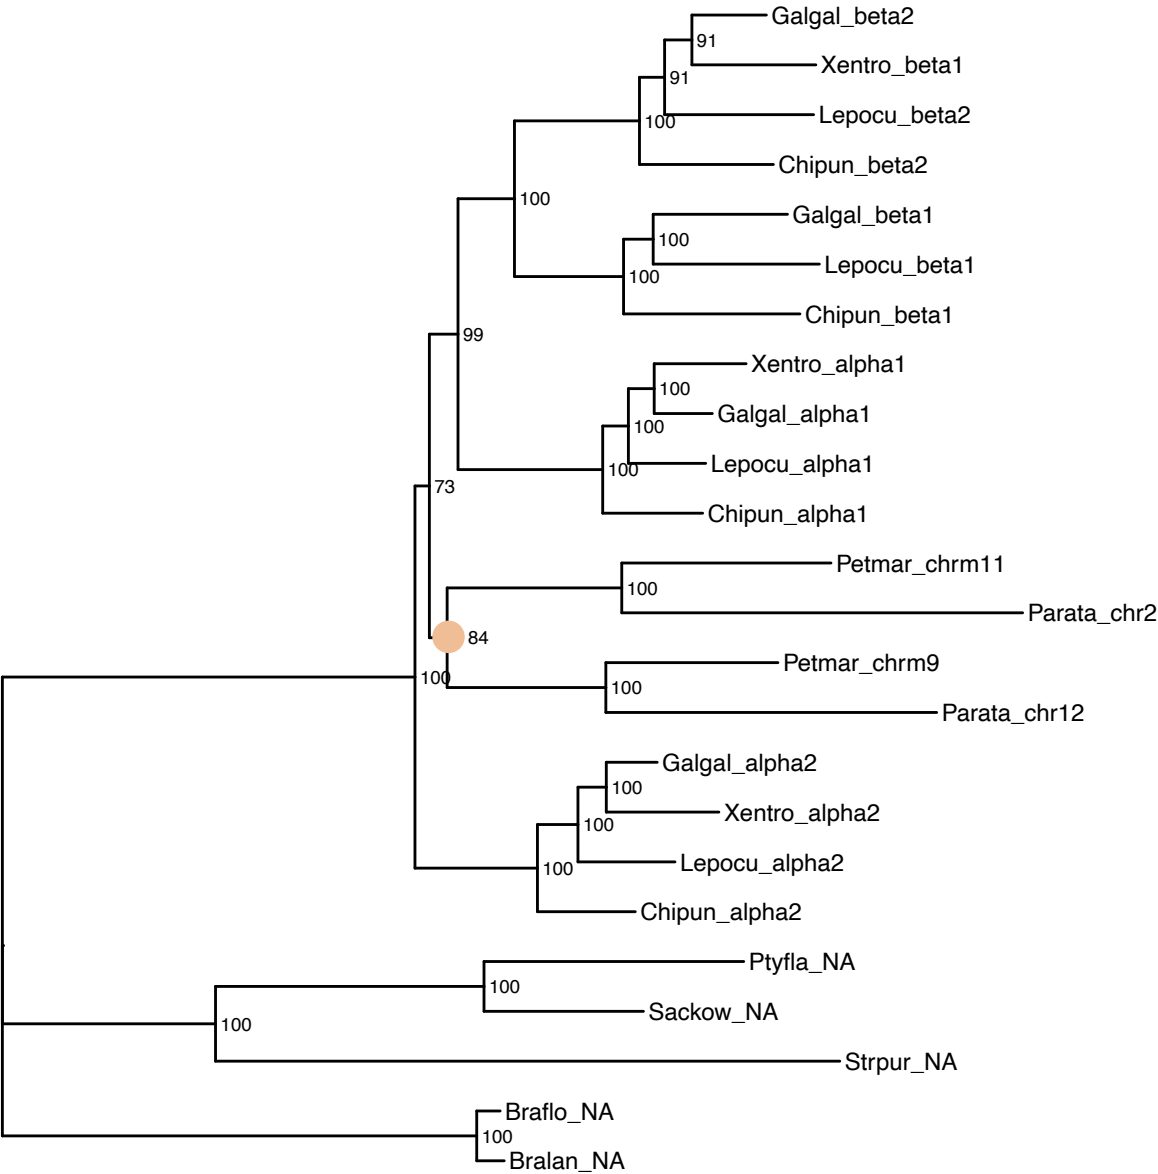

CLGJ_C20.contree

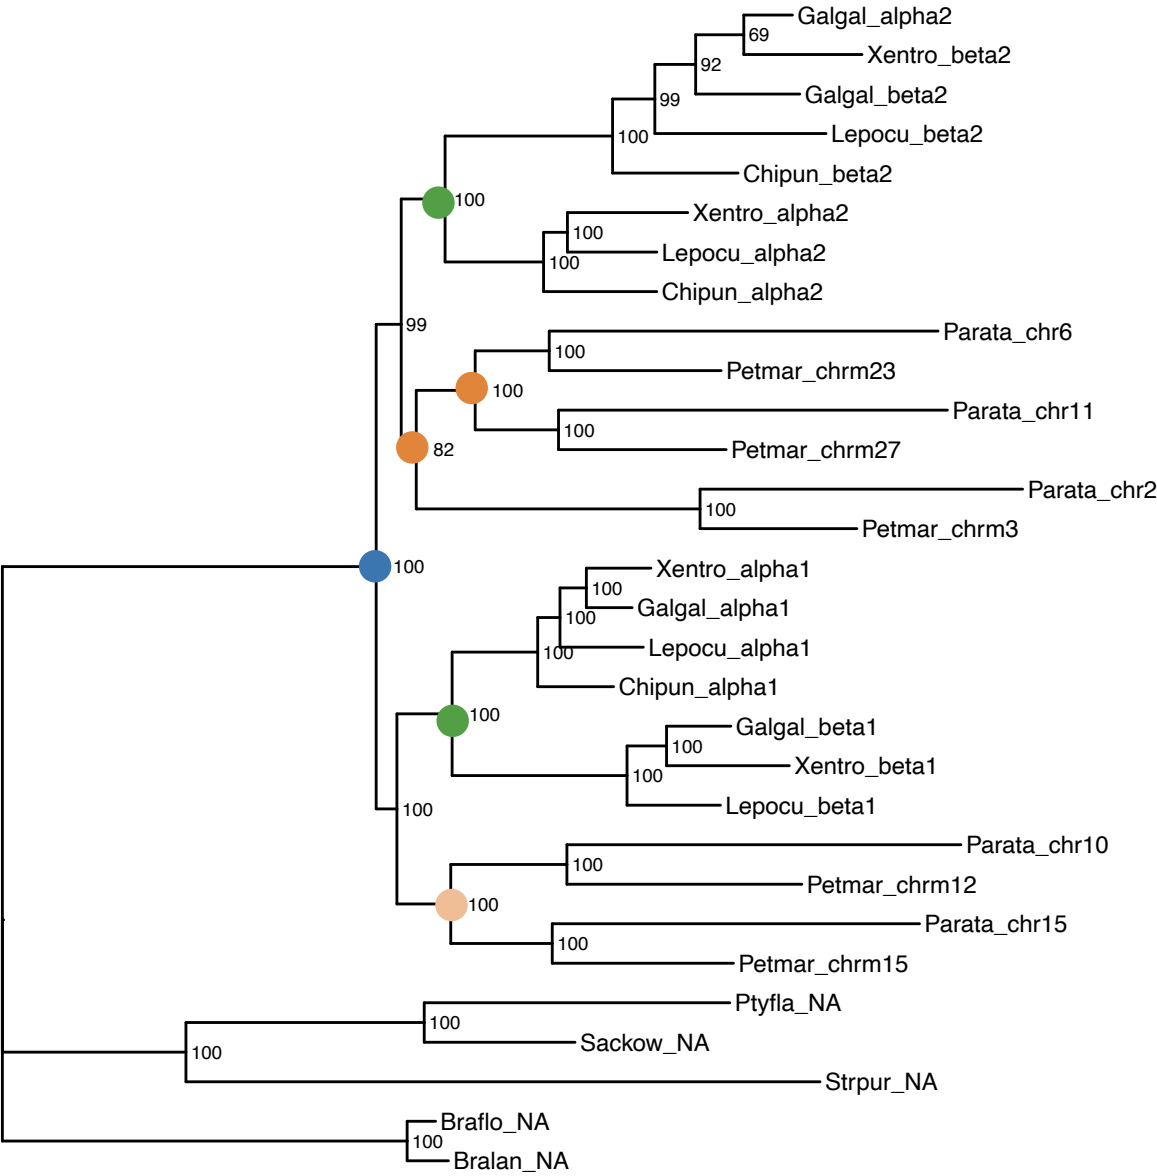

CLGK_C20.contree

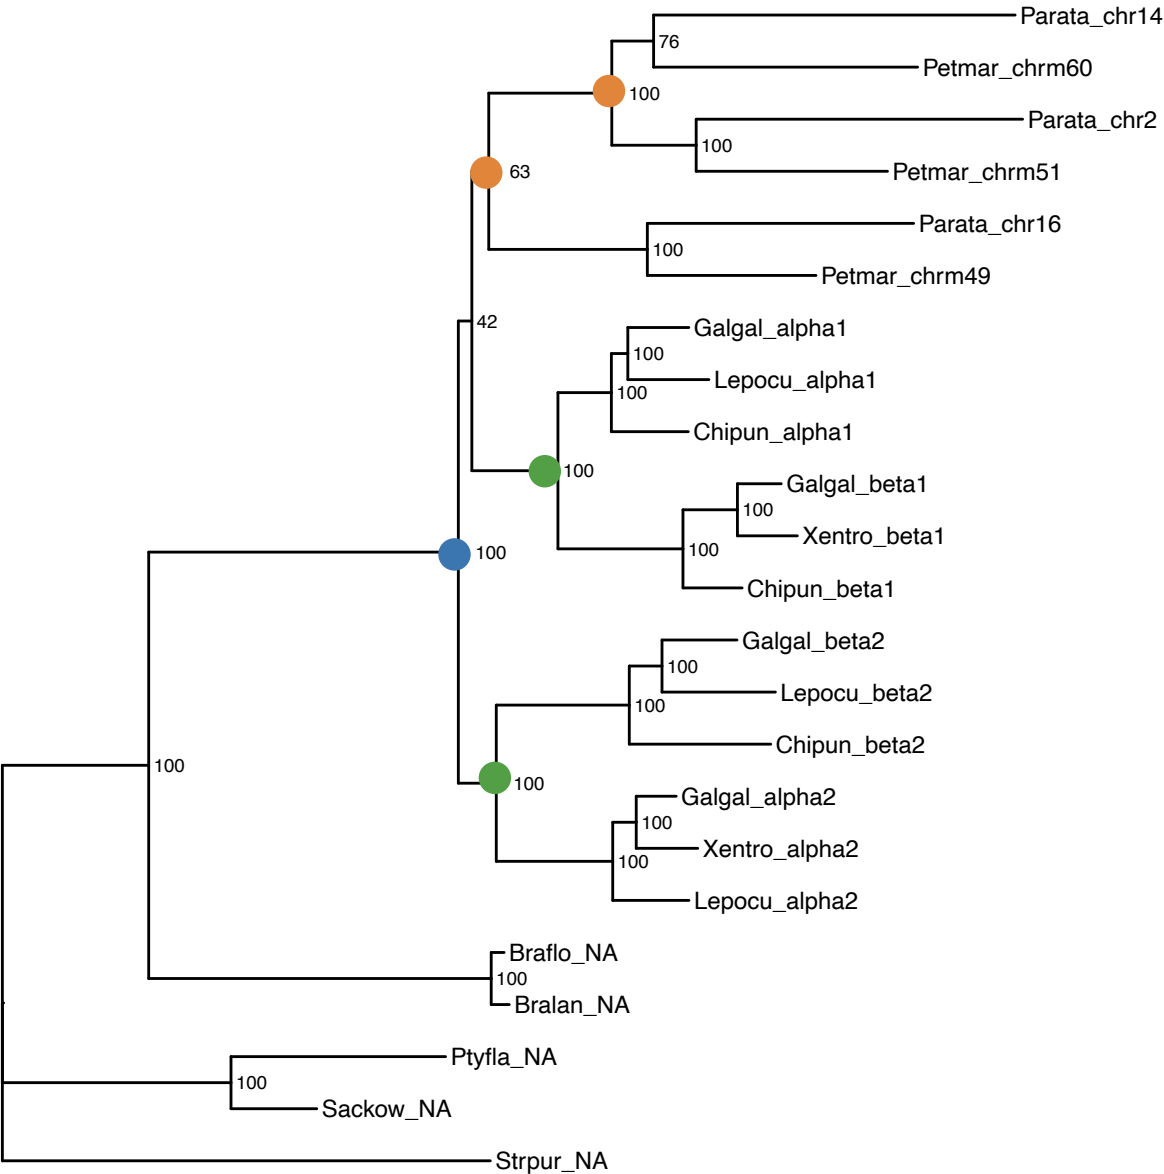

CLGL_C20.contree

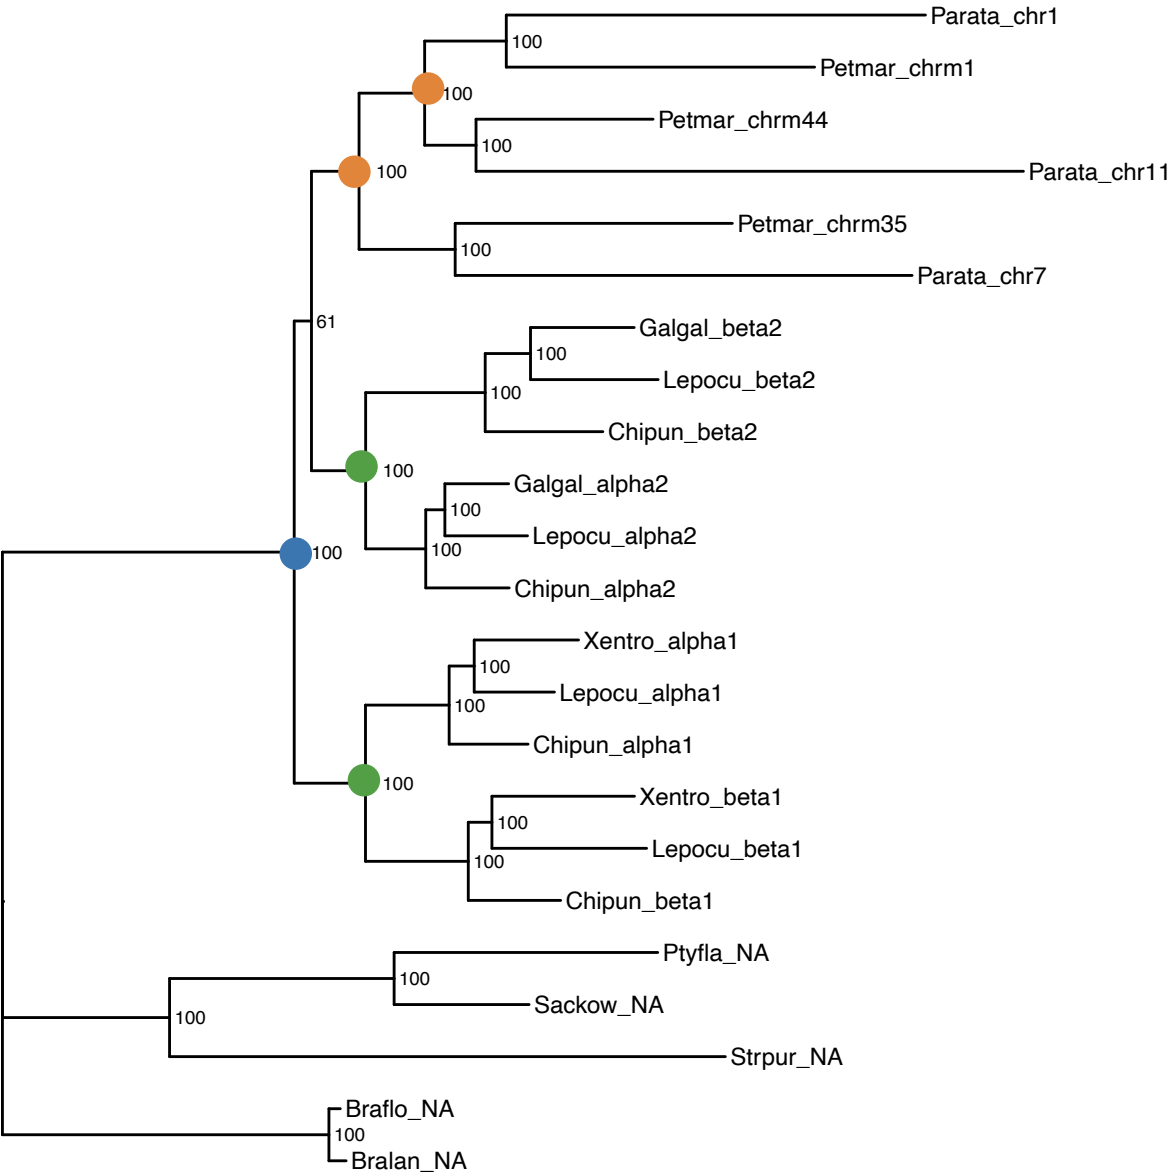

CLGM_C20.contree

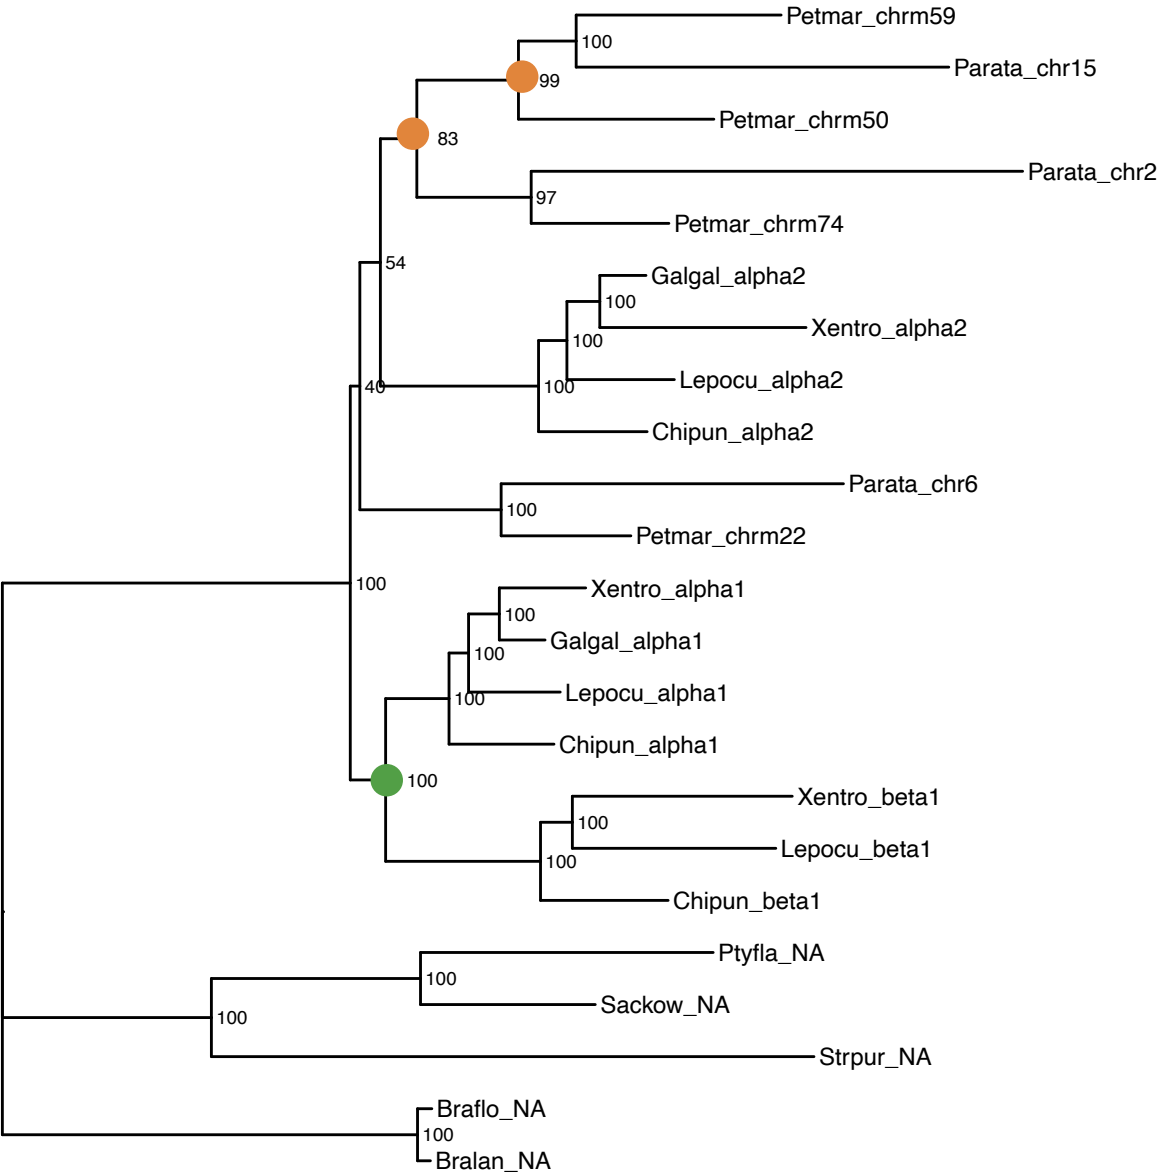

CLGN_C20.contree

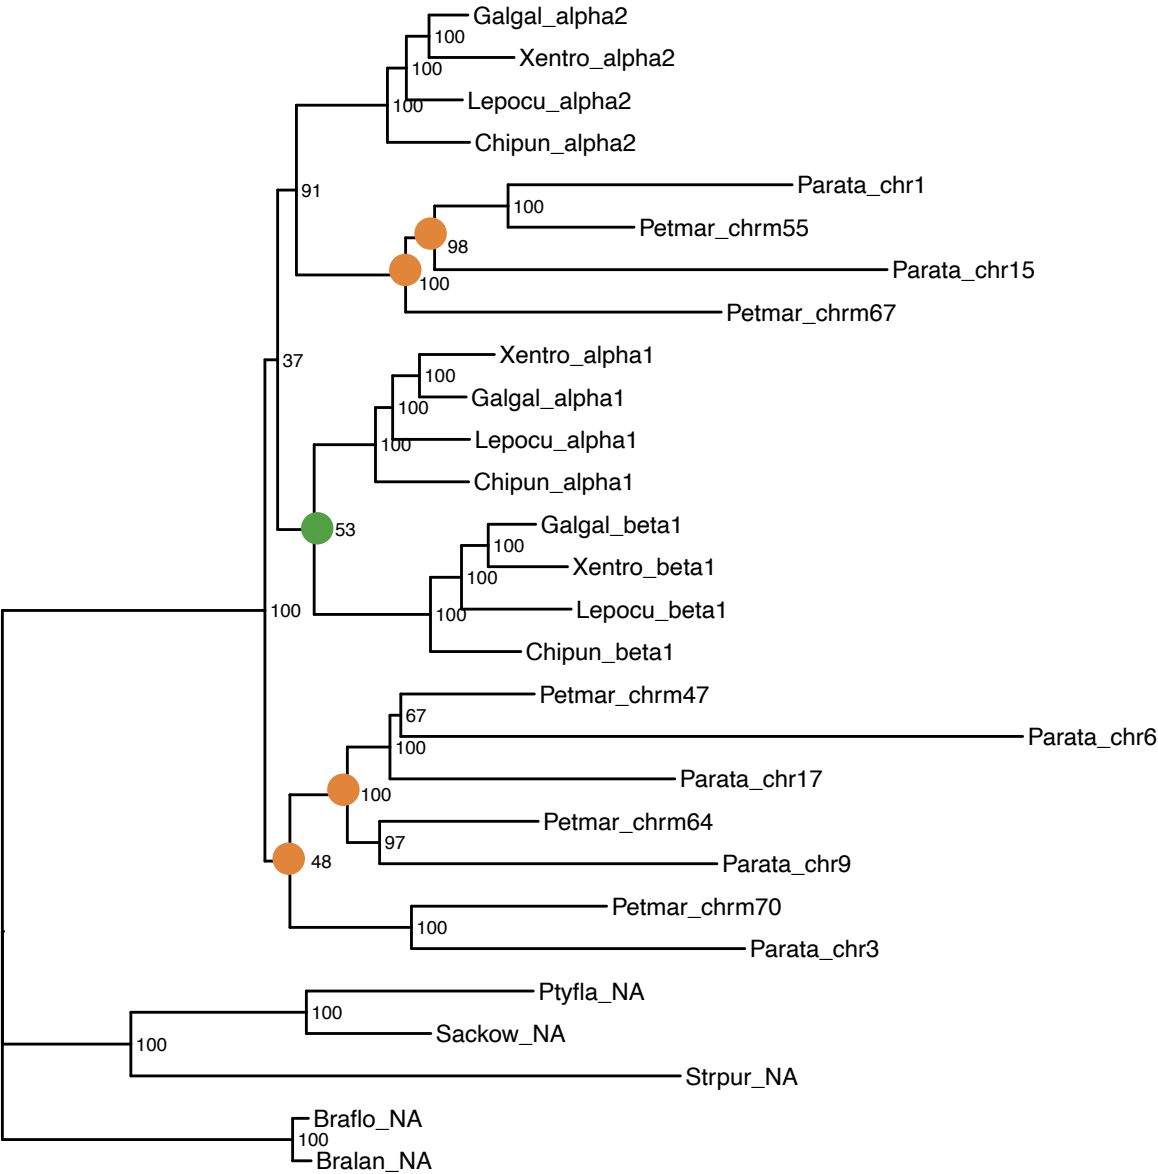

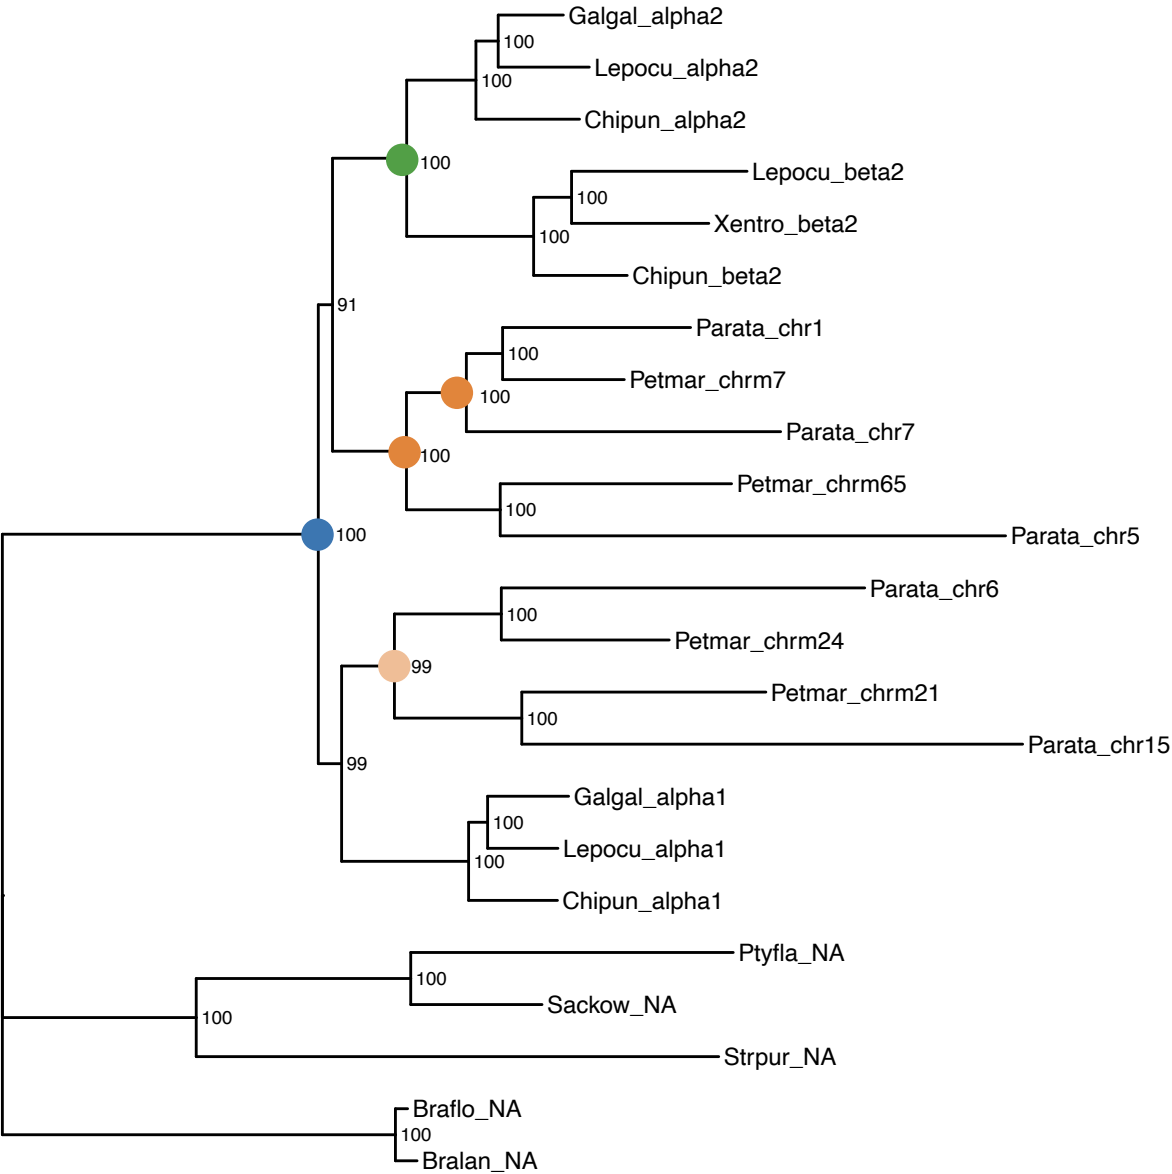

CLGP_C20.contree

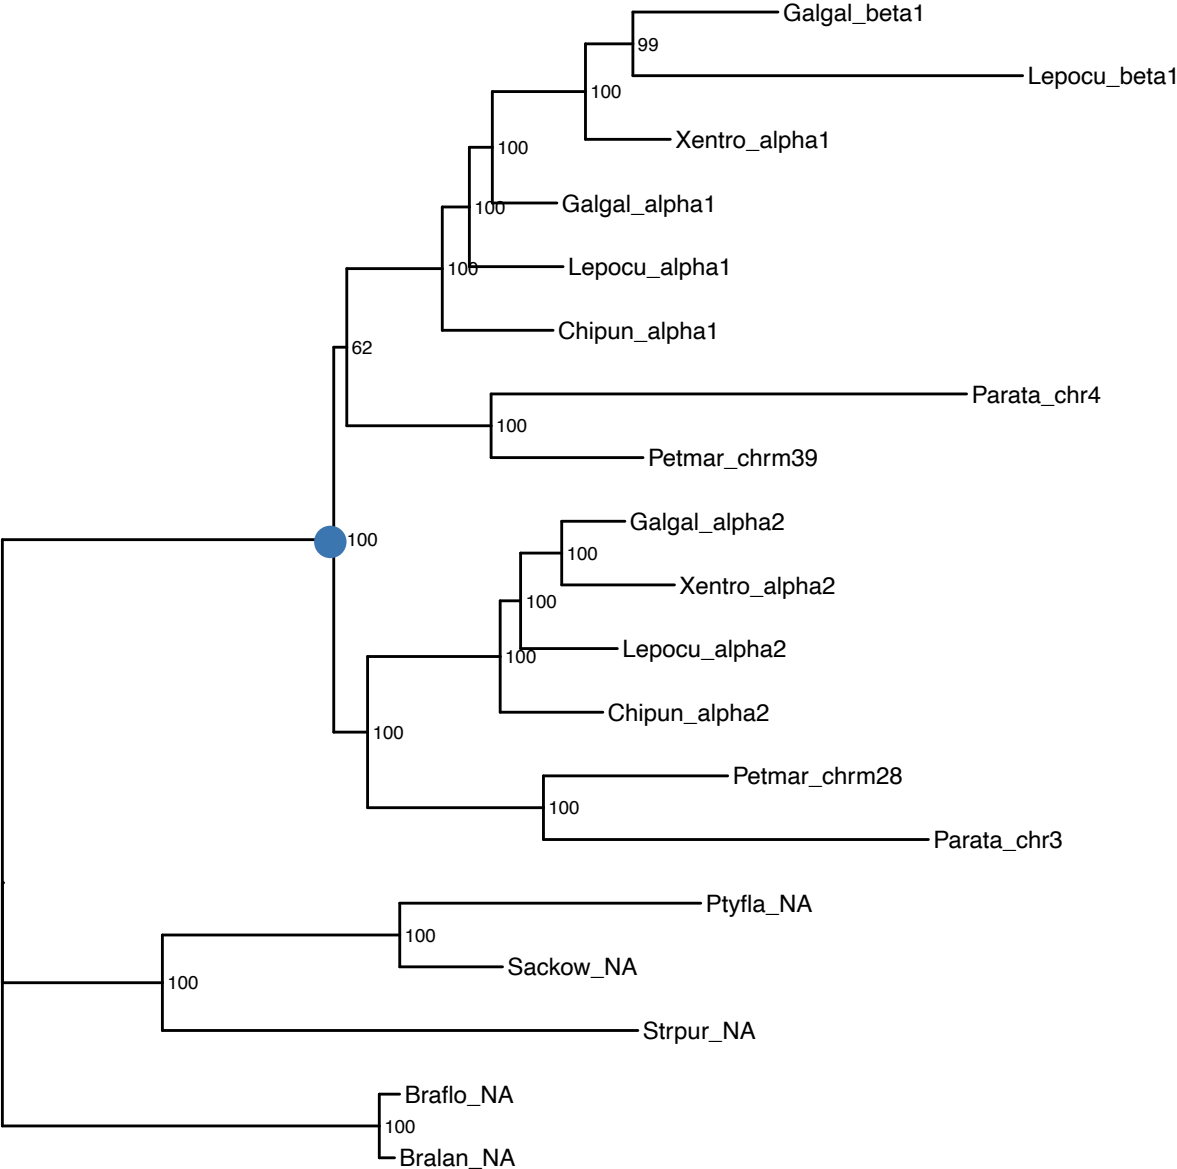

CLGQ_C20.contree

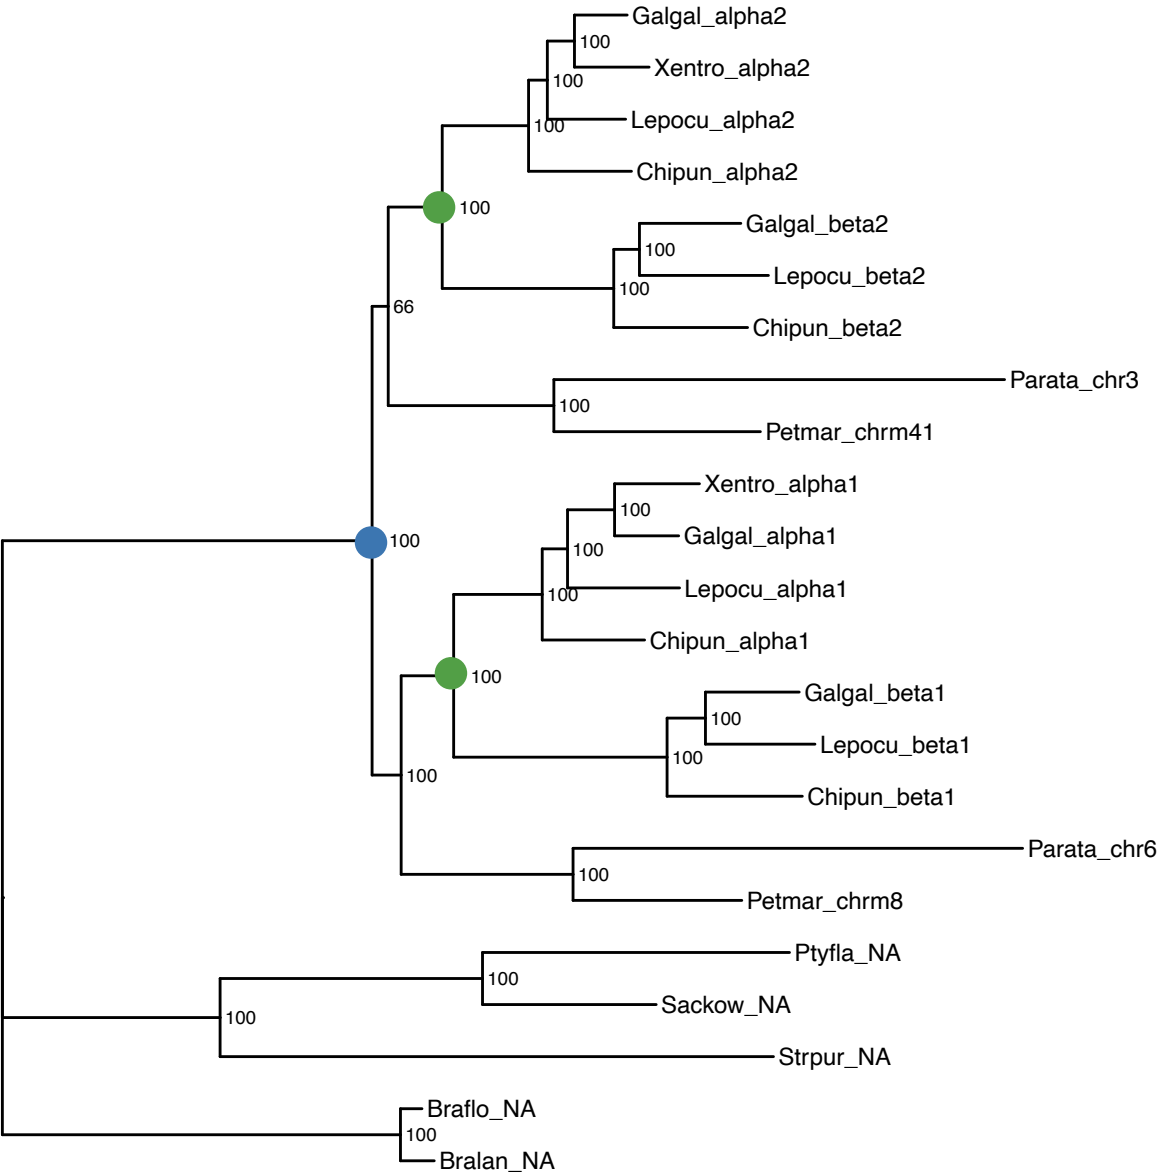

**Supplement:** Supplementary file 1 — This file contains Supplementary Notes 1–3, Supplementary References, and Supplementary Fig. 1 (Phylogenetic trees inferred for paralogons in each CLG assuming the C20+R model).

# Supplementary material for: The hagfish genome and the evolution of vertebrates
**Source:** Nature. 2024 Jan 23;627(8005):811–20. doi: 10.1038/s41586-024-07070-3
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☒	☐ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	No software used for data collection
Data analysis	Assembly: Meraculous (v2.2.2.5) , PBJelly (v15.8.24), Meryl (v1.1), Genomescope2<br>Annotation: STAR (v2.5.2b), Stringtie (v1.3.3b), Trinity (v2.11.0), quiver (v2.0.0), GMAP (v. 2018-03-25), Mikado (v1.2.1), Portcullis (v1.0.2), Trans-decoder (v5.5.0), RepeatModeler (v1.0.11), RepeatMasker (v4.0.7), PASA pipeline (v2.3.1).<br>Phylogenetics: OMA tool (v2.4.1), Hmmer (v3.1b2), Msaprobs (0.9.7), HmmCleaner (v1b), BMGE (v1.12), IQ-TREE (v2.1.1), Phylobayes (v4.1e).<br>Gene family analyses: MMSeqs2 (r12-113e3), Broccoli (v1.1), MAFFT (v7.305), generax (v1.2.2), WHALE (v2.1.0), RAXML-NG v. 1.1 , miniprot 0.5-r179 ,<br>Transcriptomics: featureCount from subreads package (v1.6.3), WGCNA (v1.7.0)<br>DNA elimination: BWA-mem (v0.7.5a-r416), DfCover (Version 4), Jellyfish (v2.2.4), CD-HIT-EST (v4.6)<br><br>Custom code available at https://github.com/fmarletaz/hagfish

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed sequences have been deposited in NCBI SRA (PRJNA953751) and Gene Expression Omnibus (GSE230176). The RNA-seq of *Myxine glutinosa* is available on the SRA (SRR25213276). The resequenced somatic tissues are also available on the SRA (Blood: SRR24133795 and Testes: SRR24130678). RNA-seq datasets used for comparative analyses are publicly available for Japanese lamprey (PRJNA354821, PRJNA349779, PRJNA312435), gar (PRJNA255881) and amphioxus (PRJNA416977) as well as the sea lamprey (PRJNA497902).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical method was used for determining sample size.
Data exclusions	No data exclusions.
Replication	No such experiments.
Randomization	No randomization was used
Blinding	Blinding was not relevant to our study as comparison were performed by computer software not influenced by investigator.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	For laboratory animals, report species, strain, sex and age OR state that the study did not involve laboratory animals.
Wild animals	Animals were samples in Suruga Bay, off Yaizu (300-330m depth) and maintained in seawater aquariums at 11-13°C.
Field-collected samples	For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.

Ethics oversight

In agreement with procedures authorized by Guidelines for Proper Conduct of Animal Experiments by the Science Council of Japan (2006), animals were anaesthetized using Tricaine (MS222, Sigma) before sacrifice and dissection.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

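RNA from 13 organs of *Eptatretus atami* was sequenced, with 1 library per organ. The authors aligned the reads with STAR (2.5.2b) and counted read ends over exons with featureCounts (1.6.1 in the table's header, while the paper's methods name a later version), and the deposited values are raw counts for 37562 gene models, with no normalization. Neither paired nor strand counting was set, and reads that match several places or genes were left out by default, so genes with near-identical copies and overlapping genes are uncertain. No unassigned columns were present.

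From these counts FPKM was computed with the exon length given in the table and the total of assigned counts, which ranged from 18800367 to 39077785. Tau was computed on log2(FPKM + 1) over the 9 organs of the paper's methods for genes with at least 1 FPKM in one of them, and a gene with a tau of at least 0.8 was called organ-specific. A gene was called on at 1 FPKM. The scale, the threshold of tau and the level for on are not given in the sources used here and were set before the data were examined. Gene lists (13) were fixed before the counts were examined. The maximum columns of a source table of the paper, from these same libraries, had been seen before the counts, so the lists were not blind to them. For each list, the median log2 ratio of an organ to the median of the other 12 was computed with a pseudocount of 1 FPKM. It was placed among 10000 random lists matched on mean expression in 20 classes. These random lists were drawn from all measured gene models, while list members come only from those with a symbol, so a draw from the 959 measured models with a symbol was added after seeing the data. All models with a symbol, and so all list members, lie on chromosome 1, and several members are neighbouring models or carry the same symbol with another number, such as *NEB-1* to *NEB-4*. The random lists treat them as separate genes, so the percentiles were also computed with only the longest model per symbol, or per stretch of 1 Mb, an alternative added after seeing the data. With 1 library per organ this describes these libraries and is no test of a difference between organs, and no p-value is given.

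Exact Poisson and binomial intervals (Clopper-Pearson, 95%) of counts, shares of counts and ratios of counts cover counting error only. A count of 3 was taken as the floor. The design set before the data were examined put the interval on the count itself. It was instead computed on pairs of counts, a choice made after seeing that 83.6% of the counts from 1 to 4 were even. Intervals of a share of genes or of a median over genes hold no counting error. They take gene models as independent draws, which genes expressed together are not.

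Chromosomes were assigned to 19 scaffolds from the paper's source data, which pair 325 gene IDs with chromosome positions (294 at the offset shared by most IDs of their scaffold), and 35332 gene models lie on the 17 chromosomes. Symbols came from the part of a source table used here, which pairs 1998 IDs with names, 1045 of them other than an uncharacterized label. They are matches to other species, so most members of a list outside this part were not measured. The keratin clusters were taken as the gene models lying within the windows that Fig. 4f shows on chromosomes 14 and 4. A narrower window, tried as an alternative, was read by eye from Extended Data Fig. 9e after the data had been seen. In 32 rows of the source table the columns of position and expression belong to another gene than the ID, so domains and origins were joined by position.

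The genes named are, by a rule set before the data were examined, the 2 with the highest FPKM in each organ, the 10 with the highest in slime gland, all models of the keratin windows, the 3 organ-specific genes with a symbol and the highest FPKM in each organ, the 4 highest members of each list, genes with von Willebrand domains and genes the paper names. The maximum columns of the source table had been seen before. Named outside the rule, after their values were seen, are the genes with muscle-type domains in slime gland and *NEB-4*.

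Alternatives were edgeR's TMM factors (edgeR 4.0.16), DESeq2's size factors (DESeq2 1.42.0), totals without the 10 highest genes, other filters, scales, thresholds, organ sets and pseudocounts. Alternatives without adipose tissue, or with it in place of brain, the draw of random lists from genes with a symbol, the lists with 1 model per symbol or locus and the draw of older genes to the same maximum level were added after seeing the data. The calculations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

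Tau was tested on simulated data with the real totals of the 9 libraries and 37562 genes. The organ was right for 100% of 200 planted genes at folds of 20 and 100, the median error of tau was 0.00266 and 0.00301, and of 16290 flat genes 0 and 1 reached 0.8. Every other gene had the same share in each simulated library, noise was Poisson only, and planted genes had a mean of at least 5 FPKM. The simulation therefore cannot show the effect of a few dominant genes on the totals, or errors at low levels. In a simulation over 17829 genes, 300 random lists had a median percentile of 52.05 and a planted list 100. The scores were independent random numbers, so this checks the calculation only and not the correlation of genes in the real lists. A first run with fewer random lists gave a median further above the centre, and their number was raised to see whether that was chance.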

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

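The tests of explanations in this part were chosen after the results were seen, while the list percentiles were planned before the counts were examined. The maximum columns of the source table had been seen by then. They listed adipose tissue as the maximum of many brain module genes, and slime gland as that of muscle genes.

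The library labelled adipose tissue held the transcripts of brain, a signal in a library that the paper does not discuss. Over the 23 neural genes with at least 5 FPKM in brain, the median ratio of adipose tissue to brain FPKM was 1.04, with a range of 0.760 to 1.89, which argues against reads carried over between libraries, since these would leave a small fraction of the brain level. Across 19238 genes, which are not independent replicates, the Pearson correlation of log2(FPKM + 1) between the libraries was 0.978, while the next closest pair of organs had 0.878. The same library deposited under both labels is also argued against, since the median chi-square between them was 6.93 times its value under sampling noise. *ADIPOQ-1*, named for a hormone of fat cells, had 0.337 FPKM in this library and 3.43 FPKM in gills. In the same adipocyte list, *ADRB3*, *CAVIN1-2* and *GPD1* stood at 1.09, 1.08 and 1.28 times their brain level here. *ADRB3* was highest in this library, at 1.22 FPKM. Not all genes stood at their brain level. The 21 genes of the keratin clusters high in slime gland were found at low levels in both libraries. Together they had 0.308 (95% exact interval, 0.264 to 0.358, counting error only) of their brain level here. A candidate explanation is brain tissue in the adipose tissue sample, or a sample of brain under that label, which the correlation of 0.978 does not separate, and a biological likeness of the organs was not tested.

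The slime gland library held sarcomere transcripts, outside the genes the paper discusses. The sarcomere list had a median log2 ratio of 1.77 there, above each of 10000 matched random lists, whose median was -0.17. In the part of the source table used here, the most abundant slime gland gene with a myosin, troponin or EF-hand domain was EA39994 on chromosome 2, positions 118439674 to 118445777. It had 21660 FPKM in slime gland and 20.3 FPKM in heart, the next organ. EA39994 lists EF-hand domains only and had 10.2 FPKM in skeletal muscle, so it is not shown to be a sarcomere gene. The muscle library is labelled as tongue muscle. Of the 10 most abundant genes of that library that stayed under 5% of their muscle level in the 9 organs other than slime gland, heart and gills, 4 lay under 0.001 of it in slime gland, among them *MYL2-1* with 28576 FPKM in muscle and 1.40 FPKM in slime gland, which argues against muscle of this kind in the gland. Another 4 lay above 0.1, of which 3 stood at 0.162 to 0.579 of their muscle level in heart and the other at 0.000123, although it stood at 0.441 in slime gland, so heart does not match the gland for all 4. Striated muscle of another kind, of which only heart was sampled, or expression by gland cells, stays open and was not tested.

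In gills, the same 10 genes, some of them also high in heart, stood at a median ratio to skeletal muscle of 0.0520, with a range of 0.0200 to 0.0769, a signal outside the genes the paper discusses.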

How the results depend on the processing

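No paired analysis was possible because each organ has 1 library and no result comes from a test. Of 117 settings over 19 results, 84 left the value within its interval or the count within 1.5 times and 33 moved it. Of the 84, 31 are percentiles at 100, which says little about stability, since a percentile at its upper limit cannot show a shift above it. The medians behind them moved, over the settings from 10.56 to 14.18 for the first keratin cluster and 10.65 to 15.18 for the other, 1.53 to 3.35 for the neural list in brain, 1.72 to 3.70 for it in adipose tissue and 1.77 to 4.44 for the sarcomere list in slime gland. Only the difference in median tau was checked for its sign, which was kept in 4 of 4 settings. The order of counts turned at 5 FPKM and over 13 organs, as given below. The settings chosen after seeing the data are those that leave out or exchange adipose tissue, the draw of older genes, the draw of random lists from genes with a symbol and the lists with 1 gene model per symbol or locus. The median tau of 0.482 became 0.410 with TMM, 0.411 with DESeq2 size factors, 0.436 without the 10 highest genes, 0.646 without a filter, 0.406 with at least 5 FPKM, 0.739 on the linear scale, 0.575 on log2(FPKM + 0.1), 0.496 over 6 organs and 0.494 over 12 organs without adipose tissue. The 3642 organ-specific genes became 9116 without a filter, 2222 with at least 5 FPKM, 7398 on the linear scale, 6247 on log2(FPKM + 0.1) and 1774 at a tau of 0.9. The 1368 with their maximum in brain became 2730, 826, 2292 and 709 under no filter, at least 5 FPKM, the linear scale and a tau of 0.9, and 474 over 13 organs, where adipose tissue had 782 and ovary 574, while 12 organs without adipose tissue gave 1371. Genes on in all 6 organs numbered 3122 at 5 FPKM, where 3154 were on in a single organ, and genes on in a single organ 1600 over 13 organs. Without the 10 highest genes outside the keratin clusters, these took 19.1% and 17.1% of slime gland counts, and the median assigned count without the 10 highest genes was 19980575, both from the smaller total. The other 30 of 32 settings of the keratin results left a share or percentile within its interval or a count within 1.5 times, among them at least 10 FPKM in skin, which gave 2 skin models in place of 3. These include 10 percentiles of the clusters at 100. They are no independent evidence, since the paper already describes the clusters as highly expressed in slime gland, from these libraries. The percentile of the sarcomere list in skin, 7.43, became 6.86 with DESeq2 size factors, 0.900 without the 10 highest genes, 0.360 with a pseudocount of 0.1 FPKM, 5.02 for members with at least 5 FPKM, 5.30 with 1 gene model per symbol or locus and 9.10 with random lists from genes with a symbol. The difference in median tau between hagfish-lineage and older genes, 0.253, became 0.110 on the linear scale and 0.107 against older genes drawn to the same maximum level. The share of genes highest in ovary off the chromosomes, 25.1%, became 17.8% with TMM, beside 11.3% on the chromosomes. Apart from the smaller totals, the cause was not tested. With 1 library per organ, depth limits only counting error, and differences between animals cannot be seen.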

Differences from the paper's values

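The source table of the paper has a column of maximum FPKM, read here for 1998 rows. In all 1998, its value equalled the highest raw count of the gene at that position, and in 0 it lay within 1% of the highest FPKM. For EA36901 the paper's value is 10143538, the highest count here is 10143538 and the highest FPKM 50779. For EA55110 the paper's value is 1513551, the highest count here is 1513551 and the highest FPKM 46492. For EA54293 both are 1462507, with a highest FPKM of 33382. The organ named for the maximum was that of the highest count in 1794 of 1794 genes compared and that of the highest FPKM in 1515 of them. In 32 rows the ID and the position belong to different genes.

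The paper's text mentions a gene, which it does not name, expressed mainly in skin in one of the clusters, and the legend of Fig. 4f marks a pair of genes. Here 3 gene models of the chromosome 14 cluster were higher in skin, EA54586, EA53614 and EA55554, and with at least 10 FPKM required in skin, an alternative set before the data were examined, EA54586 and EA53614. The paper states no threshold.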

Other observations

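The tests of an explanation in this part were chosen after the results were seen. Of the gene lists fixed before the counts were examined, those for kidney tubule, intestinal epithelium and liver secretion had median log2 ratios of 2.63, 3.69 and 0.90 in their organs. Each lay above all of 10000 matched random lists. The cell cycle list lay at percentile 99.95 in ovary, where 16 of 25 measured members were highest, among them *CDK1-2* at 141.3 FPKM. The germ cell list lay at percentile 96.2 in ovary and the erythroid list at 92.2 in blood cells. The epidermal intermediate filament list lay at 99.97 in skin and the Hox list at 98.6 in skin, yet 0 of their 11 and 7 measured members were highest there, *ITGB4-2* having 57.2 FPKM in gall bladder against 19.7 FPKM in skin and *HOXD4* 20.0 FPKM in brain against 10.2 FPKM in skin. The motile cilium list lay at 30.6 in gills, and in the library labelled adipose tissue the extracellular matrix list lay at 24.9 and the adipocyte list, with 4 members, at 75.3. The sarcomere list lay at 99.7 in skeletal muscle, although its median log2 ratio there was -0.11, above a random median of -0.63, and 6 of 19 members were highest there. It lay at 100 in heart, 99.99 in gills and 7.43 in skin. Against random lists drawn from the 959 genes with a symbol, which was added after seeing the data, the motile cilium list lay at 19.8, the extracellular matrix list at 17.7 and the erythroid list at 90.1. All list members lie on chromosome 1, some of them in the same locus. With 1 gene model per symbol or locus, also added after seeing the data, the sarcomere list had 10 members and a median of 1.73 in skeletal muscle, the Hox list had 1 member and lay at 65.2, the extracellular matrix list lay at 2.19, the motile cilium list at 13.4, the liver secretion list at 99.95, the intestinal epithelium list at 99.99, the germ cell list at 94.6 and the erythroid list at 96.8.

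In slime gland, *PPL-1*, named for periplakin, reached 2269 FPKM against 23.6 FPKM in skin. A myosin gene, EA65166 on chromosome 8 at positions 37988944 to 38038590, reached 3806 FPKM in slime gland and 0.168 FPKM in skeletal muscle, and *NEB-4* reached 773.7 FPKM in slime gland, 1160 FPKM in heart and 0.276 FPKM in skeletal muscle. In liver, EA36901, a gene with vitellogenin and von Willebrand D domains, took 29.7% of the counts and had 0.755 FPKM in slime gland. It was the only gene with a von Willebrand A or D domain in the part of the source table used here.

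The genes of the keratin clusters high in slime gland were found at low levels in other libraries, most of all in brain and ovary. Over 21 of these genes, the median share of the slime gland count found in brain was 170.3 ppm, with a range of 0 to 2302 ppm, and in ovary 157.3 ppm, with a range of 0 to 355.2 ppm, followed by 58.9 ppm, with a range of 0 to 1688 ppm, in the library labelled adipose tissue. Reads carried over from the slime gland library would leave the same share of each gene. In brain the shares differed by more than counting error, with a chi-square of 29.3 times its degrees of freedom, and of at least 16.6 times when any 1 gene was left out. The summed share was 110.1 ppm over the first cluster and 215.7 ppm over the other, and brain was the next organ for 0 genes of the first and 12 of the other. This argues against such carry-over as the whole source in brain, while a part of it stays open. These genes together took 20.6 ppm of the assigned counts in the library labelled adipose tissue against 67.0 ppm in brain, a ratio of 0.308. The neural genes stood at a median ratio of 1.04, so whether the reads of the cluster genes in brain come from brain tissue is left open. In ovary the chi-square was 1.37 times its degrees of freedom, and at most 1.44 times when any 1 gene was left out, which is consistent with reads carried over from slime gland, or with gland material in the ovary sample, which would leave an even share too and was not tested apart. The median shares were 1.54 and 0.738 times, and the summed shares 1.84 and 3.50 times, those of genes restricted to liver in brain and ovary. The shares of the liver genes were themselves uneven, with a chi-square of 576.6 and 622.9 times its degrees of freedom, so this comparison decides nothing. Genes restricted to intestine were uneven there too, at 59.2 and 189.4 times, but even in skeletal muscle and liver, at 0.390 and 1.86 times. The test of even shares replaced earlier tests of carry-over after their results were seen. Those had favoured carry-over in brain and were undecided in ovary. No biological explanation was tested.

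Of the genes with at least 1 FPKM, 25.1% (95% exact binomial interval, 19.1% to 31.9%) of the 191 off the 17 chromosomes were highest in ovary, and 22.6% (22.0% to 23.2%) of the 19047 on them. The intervals take gene models as independent draws. The shares depend on the scaling, and with TMM factors they were 17.8% and 11.3%.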
